# Time-Resolved Transcriptome Analysis of *Bacillus subtilis* Responding to Valine, Glutamate, and Glutamine

**DOI:** 10.1371/journal.pone.0007073

**Published:** 2009-09-18

**Authors:** Bang-Ce Ye, Yan Zhang, Hui Yu, Wen-Bang Yu, Bao-Hong Liu, Bin-Cheng Yin, Chun-Yun Yin, Yuan-Yuan Li, Ju Chu, Si-Liang Zhang

## Abstract

Microorganisms can restructure their transcriptional output to adapt to environmental conditions by sensing endogenous metabolite pools. In this paper, an Agilent customized microarray representing 4,106 genes was used to study temporal transcript profiles of *Bacillus subtilis* in response to valine, glutamate and glutamine pulses over 24 h. A total of 673, 835, and 1135 amino-acid-regulated genes were identified having significantly changed expression at one or more time points in response to valine, glutamate, and glutamine, respectively, including genes involved in cell wall, cellular import, metabolism of amino-acids and nucleotides, transcriptional regulation, flagellar motility, chemotaxis, phage proteins, sporulation, and many genes of unknown function. Different amino acid treatments were compared in terms of both the global temporal profiles and the 5-minute quick regulations, and between-experiment differential genes were identified. The highlighted genes were analyzed based on diverse sources of gene functions using a variety of computational tools, including T-profiler analysis, and hierarchical clustering. The results revealed the common and distinct modes of action of these three amino acids, and should help to elucidate the specific signaling mechanism of each amino acid as an effector.

## Introduction

Microorganisms constantly respond to the variations of external and internal conditions, and try to adapt to the environment for survival. Reconstruction of transcriptional output is found to play a crucial role during this event by means of metabolite-dependent transcriptional regulations [1]–[8]. Metabolites, as signal molecules, feed into the transcriptional regulatory systems, and bridge the gap between the metabolic and regulatory networks. The understanding of the concerted link between the genetic and metabolic components of a cell will be helpful for advancing towards an integrated network model for the understanding of cellular behavior. Such work will also help develop tools and concepts to handle and to analyze the inherent complexity of biological functions [9]. Both transcripts and metabolites change in response to external perturbation have demonstrated that the distinct alterations in transcript levels may lead to multiple changes at the level of the metabolite and vice versa, treatments with external metabolites lead to multiple changes in the abundance of transcripts, implying the bidirectional information exchange between genes and metabolites. Recently, Zaman *et al.* found that the five regulatory systems Ras/PKA, Gpr1/Gpa2, Sch9, Snf1 and Rgt2/Snf3 play different roles in responding to changes in glucose concentration and initiate cellular growth and division by using microarray gene expression profiles in conjunction with conditional mutations [10]–[12].

*B. subtilis* is a Gram-positive, spore-forming bacterium. It is one of the best-characterized bacteria, and proved to have various high levels of potential to incorporate external DNA; produce amino acids, antibacterial agents and industrially important enzymes; and secrete large amounts of proteins. The complete genome of *B. subtilis* 168, the type strain, was sequenced in 1997, and reported to encode 4,106 proteins [13]. It has been well accepted that metabolite pools of *B. subtilis* are strongly related in the regulation of the central metabolism, in agreement with the findings for *E. coli* [6]. At least 13% of 456 metabolites are involved in genetic regulation and 53% of the genes involved in metabolic pathways are directly regulated by a genetic regulator under the control of a metabolite [9]. Metabolites are also involved in the control of enzymatic activities in *B. subtilis* [9]. Thus, metabolites are key actors in the general regulation of metabolic pathways through these two levels of regulation (genetic and enzymatic) in *B. subtilis*. Recently, Abraham [14] has summarized that some global regulators are integrated into a larger regulatory scheme by which the cell coordinates the flow through key metabolic intersections in response to a small number of specific signaling metabolites in *B. subtilis*.

Herein, to better characterize the functional role of amino acids in transcriptional regulation in *B. subtilis*, we sought to systematically and quantitatively explore the effect of the amino acids on genome-wide gene expression. The comprehensive study of *B. subtilis* gene expression patterns in response to amino acid mixtures availability have been performed by proteomics and transcriptomics [15]. In these studies, Casamino Acid (CAA), a mixture of amino acids and oligopeptides and constitutes a rich nitrogen source, were used. The products of CAA-regulated genes are involved in various metabolic pathways, including nitrogen metabolism [16], [17], the development of competence [18], and chemotaxis [19]. The CodY protein has been found to play a key role in mediating the CAA-dependent regulation. However, the precise function of each amino acid as signal molecule in regulating gene expression is still unknown, and no study has attempted to comprehensively compare the genes responding to each single amino acid or the comprehensive time-course in response to these amino acids.

In the present work, we studied the effects of three amino acids (valine, glutamate, and glutamine) on gene expression in *B. subtilis* by using time-resolved transcriptome analysis. Valine is one of the branched-chain amino acids (isoleucine, valine and leucine) (BCAAs). BCAAs are the most abundant amino acids in proteins and form the hydrophobic core of the proteins. Moreover, these amino acids are precursors for the biosynthesis of iso- and anteiso-branched fatty acids, which in *B. subtilis* constitute ∼90% of membrane fatty acids during growth at 37°C. BCAAs seem to have a key regulatory role, by different mechanisms, in both gram-positive and gram-negative bacteria. The intracellular BCAA concentrations appear to serve as a gauge of the nutrient conditions, that is, a pacemaker of the synthesis of proteins and membranes. Thus BCAAs seem to be widely used by bacteria to monitor their physiological state and the nutrient conditions [20], [21]. Regulation of nitrogen metabolism in bacteria is closely connected with the intracellular levels of glutamine and glutamate, the main nitrogen donors in the cell. Glutamine is formed from glutamate and ammonium by glutamine synthetase (GS), which is a major way for the cell to assimilate ammonium. Glutamate is a central metabolite in all organisms since it provides the link between carbon and nitrogen metabolism. In *B. subtilis*, glutamate is exclusively synthesized from α-ketoglutarate, an intermediate of the tricarboxylic acid (TCA) cycle, by the glutamate synthase (GOGAT), which converts glutamine and 2-oxoglutarate into two molecules of glutamate, and it can be degraded by the glutamate dehydrogenase (RocG). Jorg Stulke has demonstrated that glutamate metabolism is subject to a variety of checks and balances that may ensure an optimal glutamate supply under all conditions [22]. It has been reviewed that the global regulators sensing some diverse intracellular metabolites (such as 2-oxoglutarate, glutamate, glutamine, and valine) provide a top layer of general nutritional regulation that determines the rate of expression of the central metabolic genes, the products of which determine the flux through the crucial metabolic intersections in *B. subtilis* [14]. Thus it is very important to uncover the functional divergence and modes of action of valine, glutamate, and glutamine on gene expression. The time-resolved transcriptional profiling in this study thereby provides an insight into the response of *B. subtilis* to different amino acids. The comprehensive comparison identified Val-, Glu and Gln-specific genes, which should help to elucidate the specific actions of each amino acid.

## Results and Discussion

### Global transcriptional in response to valine, glutamate, and glutamine pulses

We studied the changes in gene expression in the aerobic steady-state chemostat culture perturbed by the addition of valine, glutamate, or glutamine. Samples were taken at 5 min, 30 min, 2 h, 8 h, or 24 h after supplement with the amino acids and compared to a control sample before addition. 

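Chemostat cultures of *B. subtilis* received a pulse of 1.8 g/l (15.4 mM) valine, 3.3 g/l (22.4 mM) glutamate or 4.6 g/l (31.5 mM) glutamine. The data analysed are 13 Agilent arrays: 1 each at 5 min, 30 min, 2 h and 24 h after glutamate and after glutamine, 2 at 5 min after valine from independent cultures (called culture 1 and culture 2), and 1 each at 30 min, 2 h and 8 h after valine. On every array the sample taken after the pulse carried Cy3 and the sample taken before it Cy5, without a dye swap. Only valine at 5 min has replicates, and the number of arrays limits the precision of every value. Each array holds 15744 spots, of which 12312 belong to 4104 genes with 3 different probes per gene. The authors' Feature Extraction software removed the background by spatial detrending and corrected the dyes by Lowess within each array. From its ratios, the log2 ratio of the sample after the pulse over the sample before it was averaged over the spots of each gene, leaving out control spots, spots with an outlier flag in either channel and spots with a signal-to-noise ratio under 2.6 in both channels. This masked between 6.86% and 9.37% of gene spots per array (median 8.42%), and between 4071 and 4093 genes per array kept a value. The share of gene spots well above background was between 91.6% and 99.98% in Cy3 (median 97.4%) and between 90.1% and 99.98% in Cy5 (median 96.0%). The median signal was between 1280 and 14284 in Cy3 and between 2397 and 11049 in Cy5, against background medians between 39 and 50. The 8 glutamate and glutamine arrays lie on 1 slide and the 5 valine arrays on another, scanned apart. Between the valine cultures the median SD of the log2 ratio was 0.287 over 4057 genes. A gene was called changed when its ratio was past 3-fold and the median p value that the software gives its spots was under 0.05. Both thresholds are those of the methods, which do not state how the p values of the spots are combined. The choices of mask, mean and alternatives and the tests of differences were made before the data were examined, and some tests of explanations were chosen later. Of the 4104 genes, 952 are paired with a symbol by Table S1 or Text S2, and values by name are given for these only. The genes of Table S1 were chosen by the authors on these same arrays.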

While a single sample was prepared for the majority time-points, two independently cultured replicates were performed for the 5-min valine pulse experiment. These two independent pulses were highly reproducible and the median coefficient of variation (CV, S.D. divided by the mean) for the signals of red and green channels was below 6.1%. Pair-wise plots of log intensities in either channel revealed a high Pearson correlation coefficient (above 0.9, p<1e-15) (see Text S1). 

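In the setting of Text S1 (mean signal minus median background, loess within each array, Rquantile between arrays), Pearson's r between the valine cultures at 5 min was 0.877 for log2 Cy5 (bootstrap SD 0.00426) and 0.916 for log2 Cy3 (bootstrap SD 0.00346), across the 4057 genes with a value on both arrays. Genes are not independent replicates, so no p value is given. The median CV of the pair was 3.59% for log2 Cy5 and 2.47% for log2 Cy3. The signals as Feature Extraction processed them moved the CV of log2 Cy3 most, to 4.01%.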

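For the 138 genes whose log2 ratio was past 3-fold in the mean of the cultures, Pearson's r of the ratio between the cultures was 0.932 (bootstrap SD 0.00768), across genes, which are not independent replicates. The median CV of their ratio was 17.4% (bootstrap SD 2.03). Choosing genes on the mean of the values that are correlated raises r, and over all 4057 genes r was 0.609 and the CV 89.1%. Over the 323 single spots past 3-fold in place of gene means, r was 0.927, and the CV was 17.3%. Across the genes with a value on both arrays, 386 had log2 ratios more than 1 apart, of which 259 were higher in culture 1 and 127 in culture 2.

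**Figure D1:**
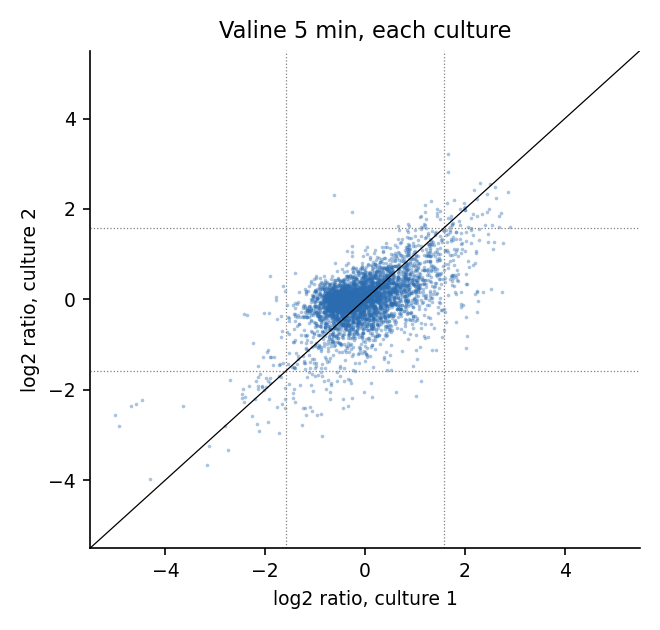
Log2 ratio 5 min after valine in culture 1 (x axis) and culture 2 (y axis), 1 point per gene; the line marks equal ratios and the dotted lines mark 3-fold. Of the 4057 genes, 386 lie more than 1 from the line along either axis.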

The M (log2 ratio) values also demonstrated significant correlation of 0.82 (for above threefold ratios), and low variation (CV) of 15.8%. All data were deposited in GEO database (Accession number: GSE17243).

Gene expression upon amino acid pulses was found to be highly dynamic and involve a large number of genes. 

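By this rule 647 genes were called at 1 or more time points after valine (313 up and 338 down), 832 after glutamate (496 up and 437 down) and 1073 after glutamine (486 up and 690 down). These are 15.8%, 20.3% and 26.1% of the 4104 genes on the array. In 100 simulations no gene was changed, and arrays had the spread of the valine cultures and a shared reference per pulse. There the rule called a mean of 30.5 genes after valine, 39.1 after glutamate and 39.9 after glutamine. That spread comes from the brighter slide. Noise on the dimmer slide of glutamate and glutamine may be larger, which would make their simulated counts too low. The alternative that moved the observed counts most was a 2-fold threshold, with 1471, 1692 and 2056 genes. Valine was followed to 8 h and the other pulses to 24 h. Over the 3 time points that all pulses share, 523 genes were called after valine.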

When a threefold change (pValueLogRatio<0.05) relative to the control was used as a cut-off value, 673, 835, and 1135 genes (approximately 16.4%, 20.3%, and 27.7% of all *B. subtilis* genes) were identified as significantly expressed at one or more time points in response to pulses of Val, Glu, and Gln, respectively. The identity of the up-regulated and down-regulated genes was compared among the Val-, Glu-, and Gln- pulses using Venn diagrams (Fig. 1A). The complete list of genes and expression ratios at the different time points are presented as supplementary material (Dataset S1). Given the function annotation from SubtiList Database, approximately 55.9%, 38.1%, and 40.7% of Val-regulated, Glu-regulated, and Gln-regulated genes can be assigned with known functions, respectively.

**Figure 1:**
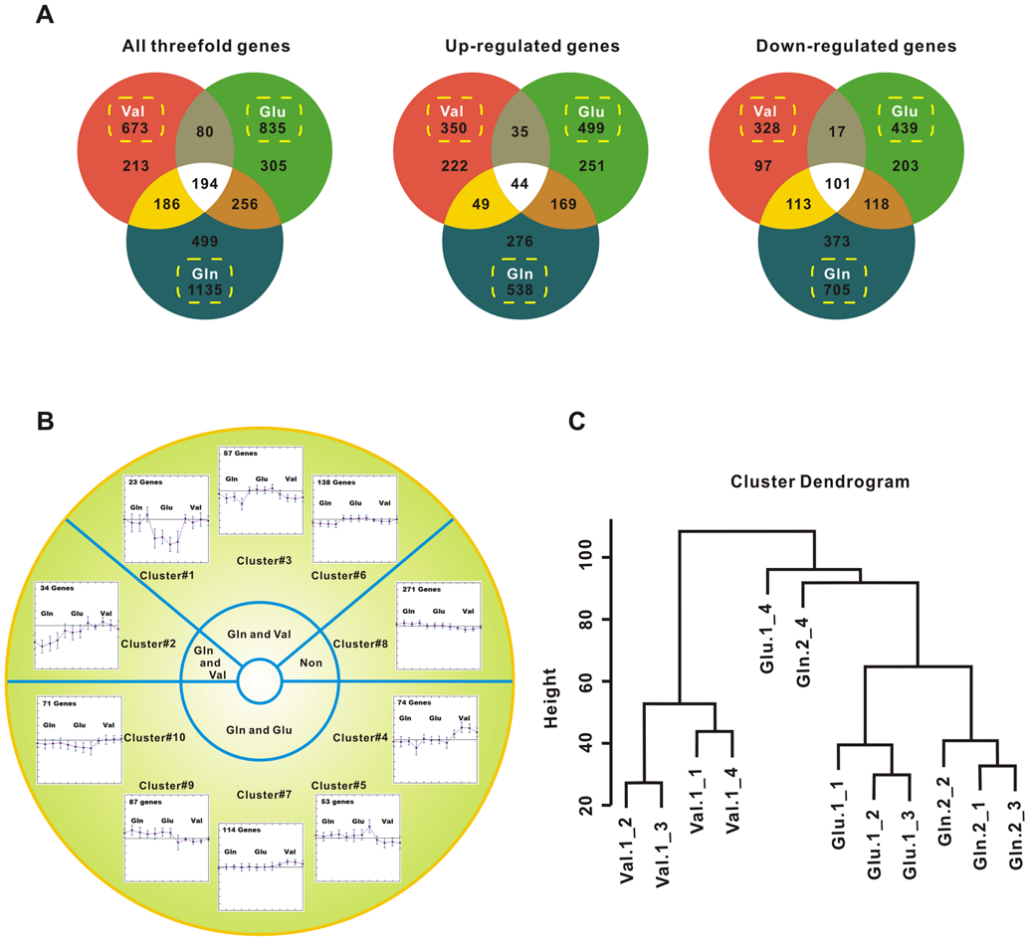
Amino Acid-responsive Genes. (A) Venn diagrams showing the overlap of genes that significantly changed after three amino acid pulses. The numbers represent a list of non-redundant genes with threefold induction or repression in response to valine (Val), glutamate (Glu), or glutamine (Gln). Numbers within boxes denote the total number of genes regulated by each amino acid. Some genes may be up-regulated at one time-point and down-regulated at another time-point. (B) Ten clusters and major functions of 922 between-experiment differentially expressed genes:Cluster #1, fatty acid β-oxidation (YsiA-regulon); Cluster #2, fatty acid biosynthesis (YlpC-regulon, des); Nitrogen metabolism (nasABC/nrgAB operon, glnA); sporulation (kipAI); transcriptional factor (GlnR, TnrA, KipR, PucR); LexA-regulated genes; Cluster #3, glutamine ABC transporter (glnQHMP); arg operon; sporulation and germination, Phage-related genes (PBSX prophage); Cluster #4, fatty acid biosynthesis (YlpC-regulon, bkd operon); bir operon; Cluster #5, PhoP-regulated genes; Mobility and chemotaxis, arg operon genes; capsular polysaccharide biosynthesis (yve operon); Cluster #6, amino acid ABC transporter genes; Phage-related genes (PBSX prophage); Specific pathways; sporulation and germination; Cluster #7, Cell wall; Fur-regulon genes; Cluster #8, Transport/binding proteins and lipoproteins; Membrane bioenergetics; Specific pathways; Metabolism of coenzymes and prosthetic groups; Phage-related functions; Cluster #9, Biosynthesis of teichuronic acid (tua operon); glutamine and BCAA ABC transporter; Cluster #10, oligopeptide ABC transporter (opp operon); surfactin synthetase srf operon. (C) Relationships among the Val, Glu, and Gln treatments:The dendrogram was calculated by hierarchical clustering using data on the expression of all Val-, Glu-, or Gln-regulated genes. The dendrogram represents the similarity of the gene expression profiles with the Val, Glu, and Gln treatments at each time point.

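After valine 4 genes were called up at one time point and down at another, against 101 after glutamate and 103 after glutamine. The 4 genes, looked up after their values were seen, are not paired with a symbol by Table S1 or Text S2. Each was up at 5 min and down at 8 h, with log2 ratios of 1.78, 2.44, 2.24 and 2.05 at 5 min and -1.75, -2.72, -2.41 and -1.88 at 8 h. In that order they stood at 0.58, -1.24, -2.57 and -2.63 at 30 min and at 0.13, -1.87, -3.22 and -3.28 at 2 h.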

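The rule called 189 genes in all 3 pulses. If the calls in the pulses were independent of each other, 34.3 genes would be expected, and the simulated arrays without change gave a mean of 0.02 (at most 1). At a 2-fold threshold, the alternative that moved this number most, 657 genes were called in all 3 pulses. Of the 189 genes, 6 kept one sign in all 12 conditions.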

A total of 194 co-responsive genes (significantly induced/repressed at one and more time point by treatment with all three amino acids, Fig. 1A) from the three amino acid pulses were found. These mutual genes mainly involved in tryptophan biosynthesis, stress genes (*SigB* operon, *gspA, gsiB, mrgA, katA/E, cspC, csbB, nhaX*, *ctsR*), pyruvate metabolism (*alsSD* and *ldh-lctP*), purine biosynthesis, ABC transporters (*opuCABCD, pst, dpp operons* and *nrgA, csbC*), nitrogen metabolism (*ureABC, gltD*), rapA-phrA, TF (*paiA/B*), sulfate metabolism and methionine biosynthesis (*ywfG, metE, mtnA/K, sped, yxeKLMNOPQ*). There are 80 genes regulated by both Val and Glu, assigned to ciliary/flagellar motility/chemotaxis (*fla-che, mcp, motAB* and *yvyC-fliDST*), *tenAI-goxB-thiSGF-yjbV*, and *spx* (a global transcriptional regulator of the oxidative stress response); there are 186 genes regulated by both Val and Gln, assigned to threonine operon (*hom-thrC-thrB*), spore-related gene (*sps, cot, cgeABC, gerPABCDEF*), isoleucine, valine, and leucine synthesis (*ilvBHC-leuABCD*), fatty acid biosynthesis (*fapR-plsX-fabDG, fabHA, fabI*), methionine metabolism (*mtnWXB*), and *pdhA/B*; there are 256 genes regulated by both Glu and Gln, including arginine biosynthesis genes(*arg*), *kipIAR, glnMP, pucJKL, yxbB-yxbA-yxnB-asnH-yxaM* (*asnH* gene encoding asparagine synthetase), *lcfA* operon, *hpr, gltC, gltA, fur, sigM, sigW*, and many function-unassigned genes.

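Leaving out the genes called in all 3 pulses, 79 genes were called after valine and glutamate, 182 after valine and glutamine and 245 after glutamate and glutamine. Simulated arrays without change gave means of 0.6, 0.63 and 0.77 for these pairs. The pair of glutamate and glutamine had the most genes here, and the pair of valine and glutamine in 3 other settings. These 2 pairs, glutamate and glutamine first, had 164 and 176 with normexp background correction and loess, 173 and 177 in the setting of Text S1 and 159 and 175 when no background was subtracted.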

To reveal patterns of temporal gene expression and to identify potential coregulated genes, data were analyzed using a number of tools implemented in the Microarray Expression Viewer software (MEV-TIGR; http://www.tm4.org/mev.html), such as hierarchical clustering and *K*-means cluster analysis. Analysis of three sets of 673, 835, and 1135 genes by *K*-means clustering identified eight Val-responsive gene clusters, ten Glu-responsive gene clusters, and ten Gln-responsive gene clusters using the average linkage (weighted-pair group method using average linkages) clustering method and a Euclidian distance metric (Dataset S1). Clusters 1, 3, 5, and 6 of Val grouped genes the expression of which was decreased after Val addition, whereas clusters 2, 4, 7 and 8 showed the opposite trend. The Cluster 1 consisted of 42 significantly down-regulated genes, assigned to *trpEDCFBA, rsbRSTUVW-sigB-rsbX, ldh-lctP* operons and other sigma-B-controlled genes. The Cluster 3 consisted of 99 significantly repressed genes, assigned to *ilvBHC-leuABCD, tenAI-goxB-thiSGF-yjbV, ureABC*, ABC transporters (*opuCABCD* and *dppABCDE*) operons, some spore coat genes, and the transcriptional regulators (*parA, paiB, tenA, and tenI*). The Cluster 5 and 6 consisted of repressed 187 genes, assigned to ciliary/flagellar motility/chemotaxis (*fla-che, mcp, motAB and yvyC-fliDST*), *sps*, and some SigK-regulated genes. Groups 2 and 8 consisted of approximately 246 genes, were found to be up-regulated, assigned to *ptb-bcd-buk-lpdV-bkdAABB*, *pur*, *xpt-pbuX*, *bioWAFDBI* operons, and some SigW-regulated genes. The Cluster 4 and 7 mainly assigned to phosphate ABC transporter (*pst*) and YlpC-regulated genes.

Clusters 1 and 7 of Glu consisted of 186 genes the expression of which was greatly decreased after Glu addition, whereas overexpressed at late stages (24 hr following Glu pulse). These genes assigned to *tenAI-goxB-thiSGF-yjbV, rsbRSTUVW-sigB-rsbX, ldh-lctP*, ABC transporters (*opuCABCD, glnQHMF*, and *dppABCDE*) operons, and other sigma-B-controlled genes. 116 genes, such as *yhbIJ-yhcABCDEFGHI*, *lcfA-ysiAB-etfBA, yusMLKJ, ureABC, pucRJKLM* operons and some transcript regulators (*hpr, paiA, paiB, gltC, spxA*), were found to be repressed after glutamate pulse. Cluster 2 and 6 represented the transcripts with that were up-regulated at time point of 24 hr, including *fla-che, motAB, yvyC-fliDST, trpEDCFBA*, *kipIAR*, *eps* operons, Na^+^/H^+^ antiporter(nhaC), and many genes of unknown function, whereas clusters 3 and 8 included approximately 143 genes, found to be down-regulated at late stages. Most of these genes are unassigned genes excepting *srf, rap, sac, sped, comS, degQ, degU, lic, fur* genes. 

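At 24 h after glutamate the log2 ratio of *motA* (BG10688) was 2.19 and that of *motB* (BG10689) 2.01. For *fliD* (BG10921), *fliS* (BG10922) and *fliT* (BG10923) it was 1.61, 1.99 and 2.18, and for *trpE* (BG10287), the one *trp* gene paired with a symbol, 2.58. All 6 passed 3-fold. The 13 *eps* genes all rose, between 1.22 and 1.96 with a median of 1.78, and 10 were called up. None of 10000 random lists of 13 genes, matched to them on mean intensity, had a median as high. With the random lists matched in 5 intensity bins in place of 20, 99.985% had a lower median. The authors picked out the *eps* genes on these same arrays, so their place among random lists is no independent test.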

Approximately 100 (Cluster 4) genes were induced in the time frame between 5 min and 2 h after glutamate addition, including the genes involved in purines/pyrimidines metabolism and BCAA synthesis. Some operons, such as *argCJBD, pst, yxeKLMNOPQ, tuaABCDEFGH, phoB-ydhF, pheST, and gcv*, were found to be induced after approximately 30 min.

Clusters 1 of Gln consisted of 45 genes were remarkably downregulated after glutamine addition, assigned to TnrA- and GlnR-regulated nitrogen metabolism (*glnRA, nrgAB, nasABC, kipIAR, tnrA, pucR*) and ABC transporters (*opuBABCD* and *glnQHMF*). 

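At 2 h after glutamine the log2 ratio was -5.29 for *nrgA* (BG10869) and -3.56 for *nrgB* (BG10870). It was -2.68 for *nasA* (BG11093), -3.15 for *nasB* (BG11094) and -2.69 for *nasC* (BG11095). For *kipI* (BG11231), *kipA* (BG14193) and *kipR* (BG11214) it was -2.61, -2.30 and -2.38. At 24 h *nrgA*, at -2.55, and *nrgB*, at -1.71, were still past 3-fold, the latter not without Lowess (-1.37). The 3 *nas* genes were not at 24 h, at -1.47, -1.26 and -0.70, nor were the *kip* genes, at -1.55, -1.01 and -1.49. With the median of the spots in place of their mean, *nasA* (-1.61) and *kipI* (-1.63) passed 3-fold at 24 h.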

278 genes (Cluster 2 and 5) were slightly repressed early, and prominently repressed at late stages (24 hr following Gln pulse). These genes are involved in gerE-, spoIIID-, spoVT- and comK-regulated sporulation/germination functional categories and the phage-related functions (*xtm* and *xkd* operons). Cluster 4 included 37 genes repressed after 2 h following glutamate addition, mainly related to purines/pyrimidines metabolism and some SigE-controlled genes. Cluster 6 presented the transcripts of which were up-regulated at time point of 24 hr, including *pst, alsSD, menBEC* operons, and many genes of unknown function. Approximately 245 genes, repressed after 30 min, divided into two clusters: cluster 7 including amino acid metabolism (*argCJBD, trpEDCFBA, rocBC, leuCD), ureABC, puc, dppABCDE, senS* and some SigW-controlled genes; cluster 8 comprising genes overexpressed at time point of 24 hr, assigned to *rsbRSTUVW-sigB-rsbX, ldh-lctP, opuBABCD* operons, ctsR transcript regulator, and other sigma-B-controlled genes. Approximately 241 (Cluster 10) genes were induced in the time from 5 min to 2 h after glutamine addition, including the genes involved in purines metabolism, S-box-regulated transcriptional units (*cysHP*-*sat*-*cysC*-*ylnDEF*, *yjcIJ*, *yoaDCB*, *ykrWXYZ*, *ykrTS*, and *yitIJ*), *motPS, narGHJI, gcv, pdhAB* operons.

In addition to examine the identity of genes regulated by different amino-acid pulses, we also compared the temporal expression log ratios between each pair of amino-acid pulses, yielding 922 between-experiment differentially expressed genes (briefed as DEGs below) that had different temporal expression patterns between some two amino-acid pulses. 

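Each pair of pulses was compared over the first to the fourth time point with limma, with the time point as a block. The valine cultures were averaged at 5 min and p values adjusted by Benjamini-Hochberg. For the valine pairs the last block sets 8 h after valine beside 24 h after the other pulse. The time points of 1 culture are not replicates of a condition, so the test asks for a shift that the time points share. Between glutamate and glutamine 35 of 4019 genes passed an adjusted p of 0.05, 29 higher after glutamate and 6 lower, all in the same direction at all 4 time points, and 565 had an unadjusted p under 0.05. The lowest adjusted p, 0.00544, was shared by *nrgA* and *ycsF* (BG11227). *nrgA* had a mean log2 ratio of -0.93 after glutamate and -4.53 after glutamine, a difference of 3.60 that lay between 3.28 and 3.84 at the single time points. Over these 35 genes a median of 78.6% of the difference in ratio lay in the Cy5 signal of the samples taken before the pulses. Between valine and glutamate 3 of 4014 genes passed: *yhgE* (BG10433) (higher after valine by 4.76), *ysiB* (BG12331) (by 4.13) and *ysiA* (BG12330) (by 3.80), each with an adjusted p of 0.0243 from limma. Between valine and glutamine 4 of 4026 passed: *des* (BG13518) (higher by 5.69, adjusted p 0.00461 from limma), *ykzB* (BG13330) (by 3.90), *ywtA* (BG12532) (a difference of -2.91) and *yvfS* (BG12444) (higher by 2.45). These 7 were named after their values were seen, and an unadjusted p under 0.05 was found for 662 and 997 genes in these pairs. The arrays of valine are all on another slide than those of the other pulses, so a block cannot separate slide from pulse. For *yhgE*, *ysiA*, *ysiB*, *ykzB* and *yvfS* the other pulse on the shared slide showed at most 24.8% of the difference from valine. This argues against the slide as their main cause. For *des* and *ywtA* it showed 53.2% and 73.5%, and there slide and pulse cannot be told apart. In at least 1 pair 39 genes passed. The methods' t-test on single spots at the methods' thresholds moved this most, to 1114 genes, and on gene means it gave 747. After Benjamini-Hochberg adjustment at 0.05 that test left 1 spot and no gene mean. With the 3 shared time points alone limma gave 154, 265 and 48 genes for valine against glutamate, valine against glutamine and glutamate against glutamine.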

The complete list of genes and hierarchical clustering results are presented in Table S1. These DEGs were divided into ten clusters. The results clearly revealed the common and distinct modes of action of three amino acids (Fig. 1B).

The relationship between different time-points of the Val, Glu, and Gln treatments were explored using hierarchical clustering of the expression profiles of the 922 between-experiment DEGs. 

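The 12 conditions were clustered by average linkage on 1 minus Pearson's r across 1597 genes called at least once, which are not independent replicates. Only the 4 valine time points formed a cluster of their own, joined at a height of 0.540. All valine arrays lie on another slide than the rest, so for this cluster slide and pulse cannot be told apart. The 30 min and 2 h arrays of glutamate joined those of glutamine at 0.336, before the 5 min array of either (0.448 and 0.461), and valine joined this group at 0.627. The 24 h arrays of glutamate and glutamine joined each other at 0.652 and the rest at 1.10. With Euclidean distance no pulse formed a cluster of its own. Without Lowess the 5 min array of glutamine joined its own pulse at 0.357 and that of glutamate its own at 0.391, before these groups joined each other at 0.454.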

The dendrogram indicated that the Val, Glu, and Gln treatments clustered independently (Fig. 1C). In each cluster of the Val, Glu, and Gln treatments, the continuous experiments were related vicinally. In addition, the dendrogram suggests that Glu and Gln treatments induce more similar gene expression changes than Val treatment. However, Gln was considered more impactive in *B. subtilis* transcriptome, as it regulated many more genes than Glu (Fig. 1A).

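The mean Pearson's r between the arrays of 2 pulses, across the responsive genes, which are not independent replicates, was 0.226 for valine and glutamate, 0.259 for valine and glutamine and 0.282 for glutamate and glutamine. Within a pulse it was 0.581 for valine, 0.314 for glutamate and 0.372 for glutamine. Without Lowess the value for glutamate and glutamine, 0.257, came under that for valine and glutamine, 0.262. Over the 3 shared time points the values were 0.410, 0.431 and 0.560. Glutamate and glutamine share a slide and scan that valine does not, so these values cannot separate slide from pulse. From the dendrogram the paper proposes that glutamate and glutamine change expression more alike than valine does.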

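Over 5 min, 30 min and 2 h, the rule called 611 genes after glutamine (253 up and 367 down) and 436 after glutamate (168 up and 268 down).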

### Identification of rapidly responding genes

In order to understand the mechanism by which *B. subtilis* reprograms the transcription and the cellular processes after a sudden addition of amino acid, rapidly responding genes within the first 5 min were studied. Approximately 215, 140, and 113 genes were found to be threefold changed during the first 5 min after treatment with valine, glutamate, and glutamine, respectively (Fig. 2A). 

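At 5 min 141 genes were called after valine, 135 after glutamate and 93 after glutamine. The valine count rests on the mean of the cultures, and for 7 of its genes on the 1 culture with a value. Culture 1 alone gave 214 genes (142 up and 72 down) and culture 2 alone 157 (61 up and 96 down), 85 genes were called the same way in both and none in opposite ways. Of the 210 genes called on culture 1 that have a value on culture 2, 194 had the same sign there. In 110 genes of Dataset S1 with a symbol, the values listed for valine at 5 min were within 0.02 (log2) of culture 1 in 84 genes and of culture 2 in 0. Simulated arrays without change gave means of 0.26, 10.4 and 11.1 called genes. In limma's test of the valine ratio against 0, with Benjamini-Hochberg adjustment over 4057 genes, 502 genes passed an adjusted p of 0.05 (306 up and 196 down), 496 of them with the same sign in both cultures, and 368 of them had a mean under 3-fold. The test gave all genes the same SE (0.319), so its p values follow the mean and not how far apart the cultures lie. An unadjusted p under 0.05 was found for 893 genes. Without Lowess, the alternative that moved it most, 308 genes passed. The lowest log2 ratio after valine was that of BG10864, which is not paired with a symbol by Table S1 or Text S2. It was -4.30 in culture 1 and -3.98 in culture 2 (mean -4.14 ± 0.22, SD, n = 2, adjusted p 2.95e-34 from limma). Of the 3 highest only BG13799, also without a symbol, passed 3-fold in both cultures (2.85 and 2.37, mean 2.61), and the other two have a value in culture 1 only. After glutamate the lowest was *yhgE*, at -4.56, and the highest BG11079, without a symbol, at 4.90.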

The complete list of genes and change folds are presented in Table S2.

**Figure 2:**
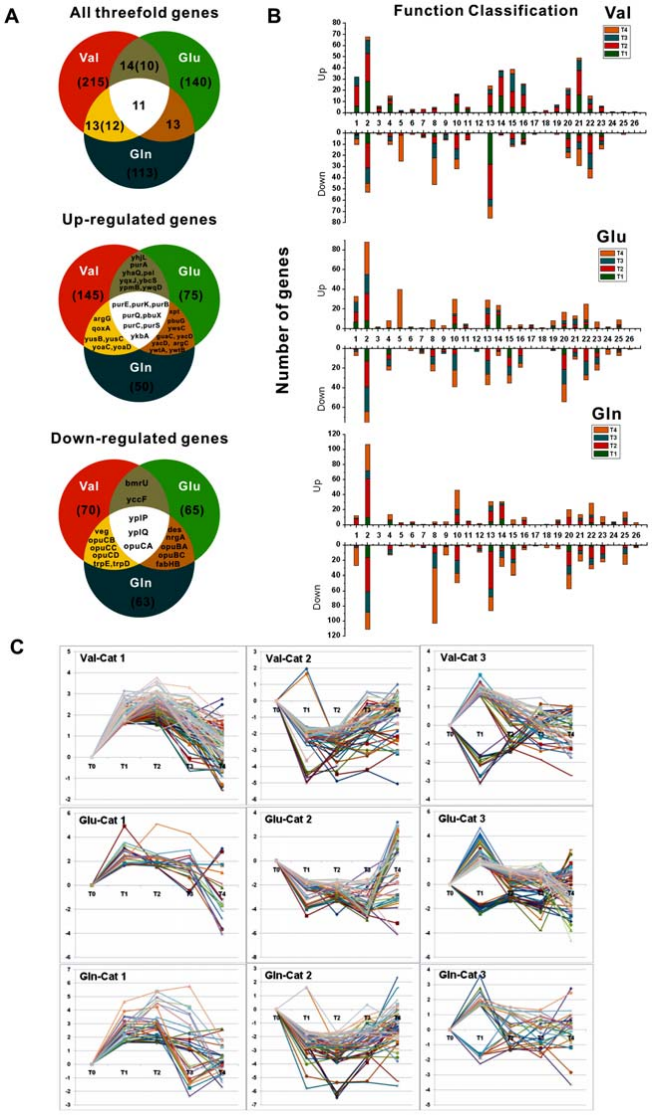
Rapidly AA-responsive Genes. (A) Venn diagrams about the number of rapidly Val-, Glu-, and Gln-responding genes: all three-fold responsive genes at 5 min; the three-fold induced genes at 5 min; the three-fold repressed genes at 5 min; There are four genes (yhgD, pel, cydA, and cydB) showing converse expression between Val and Glu; one gene ilvB, showing converse expression between Val and Gln. (B) Classification of all amino acid-responsive genes: All valine-(Val), glutamate-(Glu), and glutamine-(Gln) responsive genes with known-function were classified according Subtilist Database (http://genolist.pasteur.fr/SubtiList/). 1, Cell wall; 2, Transport/binding proteins and lipoproteins; 3, Sensors (signal transduction); 4, Membrane bioenergetics; 5, Mobility and chemotaxis; 6, Protein secretion; 7, Cell division; 8, Sporulation; 9, Germination; 10, Specific pathways; 11, Main glycolytic pathways; 12, TCA cycle; 13, Metabolism of amino acids and related molecules; 14, Metabolism of nucleotides and nucleic acids; 15 Metabolism of lipids; 16, Metabolism of coenzymes and prosthetic groups; 17, Metabolism of phosphate; 18, Metabolism of sulfur; 19, DNA recombination; 20, RNA synthesis; 21, Protein synthesis; 22, Adaptation to atypical conditions; 23, Detoxification; 24, Antibiotic production; 25, Phage-related functions; 26, Transposon and IS. (C) Three expression categories of rapidly responsive genes: In category 2 of valine (Val-Cat 2), cydBC genes, encoding cytochrome bd ubiquinol oxidase and ABC membrane transporter, were upregulated at 5 min, whereas downregulated after 30 min.

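After valine the log2 ratio of *yhgD* (BG10432) at 5 min was 2.25 in culture 1 and 0.19 in culture 2 (mean 1.22 ± 1.45, SD, n = 2, adjusted p 0.00202 from limma, which used 1 spread for all genes), so that its place past 3-fold rests on culture 1. After glutamate it was -3.23. By the mean of the cultures 2 genes were called in opposite directions at 5 min after valine (2.44 and 2.24) and glutamate (-1.93 and -2.11), and 1 after valine (-2.52) and glutamine (1.62). None of these 3 genes, looked up after their values were seen, is paired with a symbol by Table S1 or Text S2.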

Genes whose transcripts respond rapidly were good candidates for upstream transcriptional signaling components. These early responding genes were divided into three categories: the genes with the significant induction at both 5 min and 30 min (category 1); the genes with the significant repression at both 5 min and 30 min (category 2); the genes with transient change at 5 min and reversion at 30 min (category 3). About half of 215 rapidly valine-responsive genes (105) were in category 1, involved in cell wall, transport of nutritions (glucose, sugar, xanthine, and amino acids), ATP synthesis, pyruvate dehydrogenase *pdh*, synthesis of cysteine, biotin, purine, and ribosomal proteins, utilization and degradation of BCAAs. 

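Of the genes called 5 min after valine, 44 were up at 5 min and up 3-fold at 30 min, 40 were down at both, and 57 were called at 5 min without a call in the same direction at 30 min. The first of these groups moved most with the culture: 98 genes with culture 1 alone and 25 with culture 2 alone. The third held 91 genes with culture 2 alone. The 30 min array carries the label of culture 1, so culture 2 alone pairs 5 min of culture 2 with 30 min of culture 1. The counts with culture 2 alone therefore cannot show how long its changes lasted.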

The most responsive genes were *ybcC, yrrT, purC* (7–8 folds).

There were 60 rapidly valine-responsive genes in category 2, including gene involved in dipeptide or oligopeptide ABC transporters, synthesis of amino acids and thiamine, and sporulation. The most responsive genes were *trp* operon (30-fold) and *mrgA* (metalloregulation DNA-binding stress protein). 50 genes in category 3 included gene encoding ABC transporters, oxidase genes related to membrane bioenergetics (Fig. 2C).

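After glutamate 14 genes were up at both 5 min and 30 min, 44 were down at both, and 77 were called at 5 min and not in the same direction at 30 min.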

Above half of rapidly glutamate-responsive genes (75 genes) were in category 3. The most of these genes were involved in biosynthesis of nucleotides (*pyr* and *pur* operon), lactate metabolism (*lctP-ldh, cydAB*), and oligopeptide ABC transporters (Fig. 2C). The most responsive genes were *pur* operon and *xpt* gene (induction of 25–30 folds at 5 min).

Only 18 genes were in category 1, including main glycolytic pathways *gapB*, xanthine (*pbuX, xpt*), metabolism of phosphate *phoD*, and capsular polyglutamate biosynthesis genes. *gapB* gene was the most responsive (induction of 35 folds). 

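After glutamate the log2 ratio of *nrgA* was -1.61 at 5 min and -1.55 at 30 min, and the first was -1.47, under 3-fold, without Lowess, where the second was -1.68, past it. *yhgD* stood at -1.72 at 30 min, *ysiA* at -3.35 and *ydgG* (BG12174) at -2.80.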

Category 2 contained 47 genes, involved in transport (*opu and nrgA*), desaturation and β-oxidation of fatty acid, transcriptional regulation (*yhgD, yplP, ysiA, ydgG, nhaX*).

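After glutamine 26 genes were up at both 5 min and 30 min, 45 were down at both, and 22 were called at 5 min and not in the same direction at 30 min. The last number was 10 with normexp background correction and loess.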

Interestingly, half of rapidly glutamine-responsive genes (57 genes) were in category 2, including genes, involved in the transports of ammonium, nitrate, and acids, *opu* operon, assimilation of other nitrogen resourses (*nrgB, nasBC*), synthesis of trp and gluamine, desaturation and biosynthesis of fatty acid, degradation of xanthine, transcriptional regulation (*glnR, senS, gltC, kipIAR, yplP, tnrA, pucR*). The most responsive genes were *des* and *nrgA* (repression of 55-40 folds). 

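At 5 min the lowest log2 ratios after glutamine were -5.79 for *des* and -4.89 for *nrgA*, followed by -4.02 for *ykzB*. At 30 min *des* stood at -5.39 and *nrgA* at -5.39, and at 24 h *des* was at -5.67.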

31 genes were in category 1, involved in the transport and synthesis of nucleotides, capsular polyglutamate biosynthesis. Among them, ybgH, encoding sodium/proton-dependent alanine transporter, was most significantly induced (55-fold). 

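*ybgH* (BG12752) was called up at 5 min after glutamine. Its reference spots were not well above background there, so its ratio is a bound and its rank among the called genes is not given. On the later arrays its reference was above background, and its log2 ratio was 5.20 at 30 min and 5.59 at 2 h.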

Category 3 contained 25 genes, such as *narGHJI* (nitrate reductase), *ytrAB*, and *ssuB* (Fig. 2C).

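At 5 min 71 genes were called up after valine, 71 after glutamate and 41 after glutamine.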

Among the all significantly rapidly expressed genes, 145, 75, and 50 genes were identified as induced by Val, Glu, and Gln, respectively. These genes are involved in transport functions, metabolism, cell wall, energy, RNA synthesis, and protein synthesis (Table 1). The largest set of upregulated genes was those induced by valine (145 genes). 

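By the mean of the valine cultures 8 genes were called up at 5 min in all 3 pulses, 2 of them with a value in culture 1 only, and 4 with valine culture 2 alone. None is paired with a symbol by Table S1 or Text S2. Their log2 ratios were between 1.60 and 3.13 after valine, 1.89 and 4.64 after glutamate and 1.74 and 3.53 after glutamine.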

Eight genes was upregulated by treatment with all three amino acids, including six purine biosynthesis genes, one xanthine permease, and one amino acid permease gene. 70, 65 and 63 genes were identified as downregulated by Val, Glu, and Gln, respectively. 

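At 5 min 70 genes were called down after valine, 64 after glutamate and 52 after glutamine.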

Only three genes were mutually repressed by three amino acids. 

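At 5 min 3 genes were called down in all 3 pulses, none paired with a symbol by Table S1 or Text S2. There were 2 with normexp background correction and loess, in the setting of Text S1, with no background correction and with the median of the spots. BG12637, singled out after its values were seen, was the lowest after valine (-3.42) and glutamine (-3.51). It was the least lowered after glutamate (-1.59), just past 3-fold. The other two stood at -1.89 and -1.96 after valine, -2.37 and -2.43 after glutamate and -2.50 and -2.62 after glutamine.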

The most of the rapidly responding genes did not share similar gene expression (degree of overlap, 10–20%), indicating the Val, Glu, and Gln displayed unique transcriptional regulation functions as effectors independently. 

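At 5 min 320 genes were called in at least 1 pulse and 38 of them (11.9%) in at least 2. The pairs shared 18 genes for valine and glutamate, 19 for valine and glutamine and 23 for glutamate and glutamine. The paper reads the sharing at 5 min as low and concludes that each amino acid regulates transcription in its own way. The overlap that independent calls would give at 5 min was not worked out. Over all time points 189 genes were called in all 3 pulses, where independent calls would give 34.3.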

Valine was more active in regulating the genes rapidly in this study, as it induced a total of 145 genes and repressed 70 genes at 5 min.

**Table 1:** The functional classification of rapidly responding genes.

Functional classification	Up (Val)	Down (Val)	Up (Glu)	Down (Glu)	Up (Gln)	Down (Gln)
Cell wall	6	1	6			
Transport and lipoproteins	28	9	8	13	9	16
Sensors (signal transduction)	1		1			
Membrane bioenergetics	8		1	6	5	
Mobility and chemotaxis			1			
Protein secretion			1		2	
Cell division; Sporulation; Germination		3	1	3	1	2
Transformation/competence			1			
Metabolism of carbohydrates/related molecules	11	2	6	1	3	1
Metabolism of amino acids/related molecules	6	28	3		4	8
Metabolism of nucleotides/nucleic acids	15		14		9	3
Metabolism of lipids	5			9		4
Metabolism of coenzymes/prosthetic groups	5	5	1			
Metabolism of phosphate			1			
DNA recombination	1		2			
RNA synthesis	3	5	2	6		8
protein synthesis	14					
protein modification and folding	2	2	1			1
Adaptation to atypical conditions	3	2	4		3	2
Detoxification	1	3		5		1
Antibiotic and phage			3		2	
Transposon and IS						1
Miscellaneous and unassigned function	35	10	18	22	12	16

One of the earliest significantly overrepresented gene ontology groups encoded proteins involved in transport of various molecules. It was found that the large uptakes of ions, amino acids, sugars, nucleotides, phosphate were activated. The results suggested that transporters maybe play a key role after amino acid addition. Dipeptide transport system *dpp* operon, expressed early during sporulation or nutrient deficiency conditions, and osmotically regulated *opu* operon were repressed. An other prominent group of genes that were overrepresented at 5 min after amino acid addition encoded proteins involved in metabolism, including 13 (val), 7 (glu), 4 (gln) genes of metabolism of carbohydrates; 33 (val), 3 (glu), 11 (gln) genes of metabolism of amino acids; 15 (val), 14 (glu), 12 (gln) genes of metabolism of nucleotides; 5 (val), 9 (glu), 4 (gln) genes of metabolism of lipids; 10 (val), 1 (glu), 0 (gln) genes of metabolism of coenzymes/prosthetic groups. From the analysis of overrepresented gene ontology terms, it was suggested three amino acids result in different reprograming of the cell processes during the early stages (at 5 min). Valine rapidly activated the transport system of various molecules, electron transport chain and ATP synthesis, utilization of carbohydrates, salvage and biosynthesis of purine, utilization and degradation of BCAA, biotin and cysteine synthesis, and translational process, and inactivated the biosynthesis of amino acids (Phe, Tyr, Trp, Ile, Val, Leu, and Glu), NAD, and thiamine. Glutamate activated the uptake and biosynthesis of nucleotides, and the capsular polyglutamate biosynthesis, and inactivated theββ-oxidation of fatty acid and the electron transport. Glutamine significantly induced the uptake and biosynthesis of nucleotides, and the capsular polyglutamate biosynthesis, and repressed the assimilation and utilization of other nitrogen source (ammonium, nitrate), degradation of pyrimidine, uptake and utilization of acetoin, biosynthesis of Gln, Trp and fatty acid.

To overview the functional overlap and divergence of Val-, Glu-, and Gln-inducible genes, the genes were classified into 26 categories based on their established or putative functions (Subtilist Database). The numbers of Val-, Glu-, and Gln-inducible genes are shown in Fig. 2B. The largest group of regulated genes was the genes related to transport proteins. This histograms represented the general trend of valine-, glutamate-, and glutamine-regulated genes well, i.e. valine function as an effector was quicker than glutamate and glutamine for reconstructing the transcriptional output. Compared with valine, a few genes responded to glutamate and glutamine at 5 min, and the number of glutamate/glutamine-regulated genes increased continuously at 30 min, especially genes related to transport system and amino acid metabolism. 

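After valine the number of called genes went from 141 at 5 min to 413 at 30 min (235 up and 178 down), 247 at 2 h (111 and 136) and 214 at 8 h (47 and 167). After glutamate it was 262 at 30 min (94 and 168), 292 at 2 h (68 and 224) and 555 at 24 h (346 and 209). After glutamine it was 506 at 30 min (204 and 302), 276 at 2 h (71 and 205) and 646 at 24 h (248 and 398). Within the first 30 min 468 genes were called after valine, 339 after glutamate and 526 after glutamine. The 141 genes are from the mean of 2 cultures, and the counts at the other time points are from 1 array each. At 5 min culture 1 alone gave 214 and culture 2 alone 157, so the step from 5 min to 30 min depends on the culture. The share of the called genes that were up depended on the dye correction for valine. Without Lowess it was 331 up and 139 down at 30 min, 175 and 122 at 2 h, and 15 and 243 at 8 h. With normexp background correction and loess fewer genes were up after glutamate at 2 h (39) and after glutamine at 30 min (129) and 2 h (36).

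**Figure D2:**
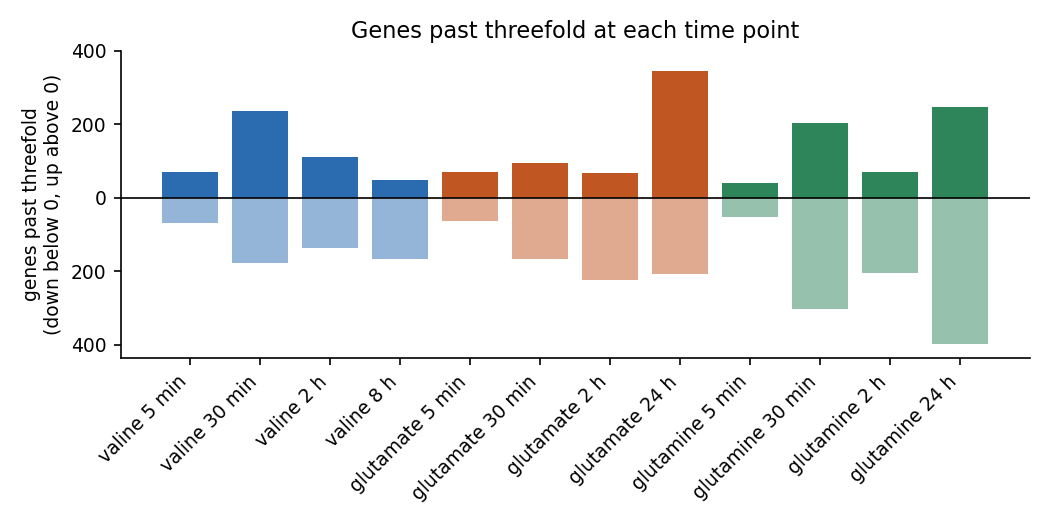
Genes called at each time point by the 3-fold rule, up above 0 and down below 0, with valine in blue, glutamate in orange and glutamine in green. The tallest total is 646 genes at 24 h after glutamine and the smallest 93 at 5 min after glutamine. Each count is from 1 array, except for the mean of the cultures at 5 min after valine.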

A clear mechanism for the difference in induction response is unknown. The difference in induction response suggested that valine maybe directly regulate the transport system and amino acid metabolism, whereas glutamate/glutamine displayed indirect effects on them through mediation of other regulators. These results may also reflect the different modes of action in the valine, glutamate, and glutamine signal transduction.

#### Transport

A large number of genes involved in transport of various molecules were found to be overrepresented within the first 5 min. This group included phosphotransferase system (PTS), ABC transporters, and permeases. These transporters are devoted to the transport of ions, amino acids, sugars, nucleotides, phosphate, and other organic compounds. While the most transport genes were rapidly activated after addition of valine. A few genes (8 and 10 genes) were overexpressed at 5 min, whereas many genes (28 and 51 genes) were activated at 30 min after addition of glutamate and glutamine (Fig. 2B). The immediate initiation of transport functions is likely to be necessary to rapidly supply the cell with the essential elements (amino acids, carbohydrates, and nucleosides) for rapid growth. The transporters induced by glutamate mainly were the nucleoside transporter genes (*pyrP, pbuX, pbuG*), putative amino acid permease gene *ykbA*, and cation-efflux system gene *czcD*. Fujita *et al* revealed that glutamine in the medium is able to trigger expression of the *ybgH* (*glnT*) gene, which encodes the glutamine transporter, through signal transduction via a two-component system YcbA-YcbB (GlnK-GlnL)[23]. The observation was further confirmed by our data. The *ybgH* gene was greatly induced (25 folds) at 5 min after glutamine addition. However, the induction of *ycbA-ycbB* genes expression was not found. 

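Within 5 min of glutamine *ybgH* was at least 10.8-fold higher, with its reference not well above background.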

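Of this pair only *ycbB* (BG10872) is paired with a symbol, and its log2 ratio after glutamine was 0.15 at 5 min, 0.66 at 30 min, 0.03 at 2 h and 0.06 at 24 h.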

Valine repressed 9 ABC transporter genes at 5 min, including the dipeptide ABC transporter operon (*dppBCDE*), glycine betaine/carnitine/choline ABC transporter operon (*opuC*), and the putative oligopeptide ABC transporter gene *ykfD*. CodY activated by valine obviously repressed *dppBCDE* operon. The simultaneous repression of expression of the glycine betaine transport protein by glutamate (*opuBAC, opuCA*) and glutamine (*opuBABC, opuCABCD*) may suggest that osmotic defense is suppressed early in response to amino acid treatment. If the favoured nitrogen source, glutamine, is available, TnrA is inactivated, as it represses genes such as ammonium transporter genes *nrgAB* and nitrate transporter/assimilation genes *nasABC*, the products of which mediate the uptake of ammonium ion, nitrate and nitrite. Indeed, *nrgAB* (30 and 9 folds) and *nasABC* (7, 9, and 6 folds) were immediately repressed after glutamine addition.

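Glutamine brought *nrgB* to a log2 ratio of -3.23 at 5 min, and those of *nasA*, *nasB* and *nasC* were -2.71, -3.19 and -2.59.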

### Metabolism

A large number of genes involved in metabolism were also found to be overexpressed during the early stages of treatment with amino acids. This group included genes for the metabolism of carbohydrates and related molecules, amino acids and related molecules, nucleotides and nucleic acids, lipids, coenzymes and prosthetic groups, and phosphate. Valine activated expression of genes *pdhAB*, encoding pyruvate dehydrogenases at 5 min, whereas significantly repressed transcription of the *gapA-pgk-tpiA-pgm-eno* operon encoding five key glycolytic enzymes that catalyse the five steps of the central carbon metabolism at 5–30 min. Meanwhile, transcription of *gapB* gene in gluconeogenic pathway was obviously induced by glutamate (34 folds) and glutamine (5 folds) at 5–30 min. Valine exhibited the rapid and strong effect on metabolism of amino acids: it induced 6 genes, and repressed 28 genes related to amino acid biosynthesis at 5 min. Phenylalanine and tyrosine biosynthesis genes *tyrA* and *aroABEFH*, tryptophan biosynthesis genes *trpABCDEF* (30 folds), isoleucine, valine and leucine biosynthesis genes *ilvABCDH* and *leuABCD*, glutamate synthase gene *gltB*, and urea cycle and metabolism of amino groups genes *ureAB* were found to be repressed. 

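In valine cultures 1 and 2 the log2 ratio of *trpE* at 5 min was -3.64 and -2.35 (mean -3.00 ± 0.91, SD, n = 2, adjusted p 3.51e-18 from limma). It was -1.98 and -1.75 for *aroB* (BG10285) (mean -1.86, adjusted p 2.81e-07 from limma). For *tyrA* (BG10293) it was -2.24 and -0.97 (mean -1.60), under 3-fold in culture 2 alone and, without Lowess, in the mean (-1.50). The symbols of the other genes of these pathways are not paired with an identifier.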

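The log2 ratios of *trpE* and *glnA* (BG10425) at 5 min after glutamine were -2.85 and -2.20.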

Only three genes (*trpDE, glnA*), involved in amino acid biosynthesis, were repressed at 5 min by glutamine. 

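For *argG* (BG12570) the log2 ratio at 5 min after valine was 1.59 in culture 1 and -0.68 in culture 2 (mean 0.45 ± 1.61, SD, n = 2, adjusted p 0.456 from limma). The cultures went in opposite directions.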

The aspartate aminotransferase gene *aspB*, arginine biosynthesis gene *argG*, the thiolation pathway gene *cysH* and reverse transsulfuration pathway (homocysteine-to-cysteine conversion) genes *yrhAB* of two major cysteine biosynthetic pathways were found to be overexpressed at 5 min after valine addition. Glutamate activated three AA-metabolism genes at 5 min: *argC* (arginine biosynthesis), *dapB* (lysine biosynthesis), and *bcsA* (phenylalanine metabolism). 

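Glutamine at 5 min gave a log2 ratio of 1.63 for *argC* (BG10191), and of 1.58, at the edge of 3-fold, with normexp background correction and loess. For *argG* it was 1.65, and 1.25 without Lowess.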

The *argCG* genes were also induced at 5 min by glutamine.

Fifteen, 14, 9 genes, involved in metabolism of nucleotides and nucleic acids, were rapidly induced by valine, glutamate, and glutamine, respectively, including *purA xpt, gua genes* and *pur, pyr* operons encodes the enzymes which catalyze de novo biosynthesis of purine and pyrimidine. The glutamine obviously repressed the expression of *pucABC* genes immediately, encoding xanthine dehydrogenases as first step of hypoxanthine and xanthine degradation pathway.

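The log2 ratio of *lpdV* (BG11725) at 5 min after valine was 1.90 in culture 1 and 1.64 in culture 2 (mean 1.77, adjusted p 1.24e-06 from limma). The other *bkd* genes with a symbol were under 3-fold in the mean: *bkdAA* (BG10307) at 1.56 (cultures 1.75 and 1.38), *bkdAB* (BG10306) at 1.53 (1.93 and 1.12) and *bcd* (BG11723) at 1.26 (1.30 and 1.22). Culture 1 alone puts *bkdAA* and *bkdAB* past 3-fold, as do normexp background correction and loess (1.60 and 1.60). All 4 genes passed limma's test, with adjusted p values up to 0.00128.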

Valine led within 5 min the clear induction of *bkd* operon, involved in the control of isoleucine and valine utilization and degradation for biosynthesis of branched chain fatty acid, as well as *accD* gene for long-chain fatty acid biosynthesis. Glutamate displayed the strongest effect on fatty acid metabolism. Different with valine, it significantly repressed nine genes, mainly involved to the fatty acid β-oxidation pathway, includes four operons (*lcfA-ysiA-B-etfB-A, yhfL, yusM-L-K-J*, and *ywjF-acdA-rpoE*). These genes are *YsiA*-regulon. 

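The 10 genes of these operons with a symbol all passed 3-fold at 5 min after glutamate, with a median log2 ratio of -3.71. The least changed was *yhfL* (BG13057), at -1.68 and, without Lowess, at -1.55, under 3-fold. *ysiB* stood at -3.96, *acdA* (BG11239) at -3.18, and *yusJ* (BG14022), *yusK* (BG14023) and *yusL* (BG14024) at -2.87, -3.09 and -3.57.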

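*ysiA* had a log2 ratio of -3.95 at 5 min after glutamate.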

The *ysiA*, as a negative regulator gene, itself was repressed (15 folds). The fatty acid desaturase gene *des*, involved in the formation of unsaturated fatty acids for membrane phospholipid, was repressed by glutamate (14 folds) and glutamine (55 folds). 

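After glutamate *des* had a log2 ratio of -3.80 at 5 min. It stayed at -2.99 at 30 min and -3.64 at 2 h and was -1.12 at 24 h.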

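*fabHB* (BG13048) and *fabI* (BG13152) had log2 ratios of -2.59 and -1.93 at 5 min after glutamine.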

The *fabHB* and *fabI*, involved in biosynthesis of fatty acid, were repressed at 5 min by glutamine. Three amino acids exerted the different instant effects on fatty acid metabolism: valine activated BCAA degradation pathway to provide some precursor molecules for biosynthesis of branched chain fatty acid; glutamate inhibited the fatty acid β-oxidation pathway; glutamine restrained the fatty acid biosynthesis pathway.

### Bioenergetics

Valine induced eight bioenergetics-related genes, including 4 ATP synthase genes (*atpAEFH*) and 4 cytochrome oxidase genes (*qoxAC*, *cydAB*). Glutamine activated nitrate reductase *narGHJI* operon, which are generally induced by Fnr under anaerobic conditions. However, the overexpression of transcriptional regulator Fnr and the two-component system ResDE, involved in the adaptation of the bacterium to low oxygen tension and anaerobiosis, was not found. The flavoprotein genes *etfB, etfA*, and putative iron-sulphur-binding reductase gene *ywjF* of *YsiA*-regulon related to fatty acid β-oxidation pathway were significantly repressed (14–16 folds) by glutamate. 

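At 5 min after glutamate the log2 ratio was -3.85 for *etfB* (BG11935), -3.93 for *etfA* (BG11934) and -4.01 for *ywjF* (BG11311).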

Contrary to valine, glutamate inhibited the expression of cytochrome oxidase genes *cydAB*.

### Gene transcription and regulation

Some genes involved in transcription and the regulation of transcription were found to be overrepresented during the early stages of amino acid addition. Copper is an essential element for *B. subtilis* aerobic respiration because it is a cofactor for haem-copper oxidases, the terminal enzymes in the respiratory pathway. Recently the mechanisms underlying copper homeostasis of *B. subtilis* has been elucidated [24]–[25]: *ycnJ* gene, involved in copper acquisition, and *copZA* (*yvgXY*) operon encoding Cu-specific efflux system were regulated by YcnK and CsoR(YvgZ). The *ycnKJ* genes were induced at 5 min, and *yvgYZ* genes (3 and 5 folds) were repressed at 30 min after valine addition. As a result, copper ion levels will be changed in cells. Valine also induced the expression of transcriptional regulator gene birA, eliciting the synthesis of biotin, an essential cofactor for a class of important metabolic enzymes.

Five transcriptional regulator genes were repressed at 5 min after valine pulse, including general stress factor sigma *sigB*, sigma-L modulating factor *yvyD*, positive regulator of extracellular enzyme genes *tenAI*, and *yplP*. Interestingly, *yplP* was only transcriptional regulator gene which of expression was mutually threefold regulated at 5 min by three amino acids. We suggest that *yplP* may be involved in amino acid metabolism, and *yplQ* coexpressed with *yplP* formed an operon structure. 

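Among genes of putative regulators, the log2 ratio at 5 min after glutamate was -3.67 for *ydgG* and -1.74 for *yhcB* (BG11580).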

Beside *yplP* and *ysiA*, two putative TF genes *yhgD* (9 folds) and *ydgG* (15 folds), *nhaX*, and *yhcB* were repressed by glutamate. NhaX (YheK) plays a role regulating NhaC (YheL), a Na+/H+ antiporter thought to aid pH homeostasis under alkaline conditions. No TF gene was induced at 5 min by glutamine. 

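*tnrA* (BG11805) had a log2 ratio of -2.21 and *glnR* (BG10424) of -2.20 at 5 min after glutamine.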

Eight transcriptional regulators were found to be repressed in this stage, several of which are believed to be involved in nitrogen metabolism, such as TnrA, GltC, and GlnR. It is not surprising that glutamine exhibited significant effects on the expression of these genes. These results demonstrated that the metabolite flux from 2-oxoglutarate to glutamate to glutamine was reduced. 

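The log2 ratio at 5 min after glutamine was -2.86 for *pucR* (BG13983), -1.83 for *kipR* and -2.27 for *ytrA* (BG13911).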

Other transcriptional factors at lower expression level are SenS involved in secretion of degradative enzymes, the regulator PucR of purine degradation, the regulator KipR of the *kip* operon, and also the regulator YtrA of *ytrABCDEF* operon, which has been shown to be involved in acetoin utilization. The *kipR* and *pucR* were regulated by TnrA. 

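For *ytrB* (BG13912) the log2 ratio at 5 min after glutamine was -1.65, and -1.43, under 3-fold, with normexp background correction and loess. *ytrC* (BG13913) stood at -1.80, and the other genes of the operon, *ytrD* (BG13914), *ytrE* (BG13915) and *ytrF* (BG13916), were at -1.41, -0.83 and -0.93.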

The *ytrB* and *ytrC* genes of *ytrABCDEF* operon were repressed by glutamine to affect acetoin utilization. 

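For *kipA* the log2 ratio at 5 min after glutamine was -1.77, and -1.58, just under 3-fold, with normexp background correction and loess. For *kipI* it was -1.79.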

The *kipA* and *kipI* genes of the *kip* operon, involved in sporulation, were also downregulated.

A prominent group of genes that were upregulated at 5 min following valine addition were involved in protein synthesis. This group of genes included the 50S ribosomal protein genes; 30S ribosomal protein genes, threonyl-tRNA synthetase genes *thrSZ*, elongation factor gene *tsf*, and ribosome recycling factor gene *frr*. This major induction of ribosome proteins is indicative of a rapid synthesis and recruitment of the translational machinery. Glutamate and glutamine did not display rapid induction of translational machinery. Recently, Brauer *et al.* reported that a subset of the nutrient-regulated genes changes expression in response to nutritional status strictly dependent on growth rate but independent of the particular nutrient that limits the growth of the cells [26]. The expression levels of some of the genes, such as ribosome biogenesis genes, are directly proportional to the instantaneous growth rate. The levels of expression of members of this collection of genes provide a ‘growth rate signature’ that is highly predictive of the instantaneous growth rate of the cells from which the sample was taken. Based on Brauer's reseach, the induction of genes involved in ribosome biogenesis by valine is indicative of a rapid growth of *B. sublitis*. From data, we found that only valine revealed a strong inducible effect on the instantaneous growth rate of *B. sublitis*.

### Sig-regulons responding to Val, Glu, and Gln

Sigma factors play a central role to restructure the transcriptome responses to environmental signals. The microarray data were analyzed using T-profiler to identify some sigma factors in response to amino acids. T-profiler is a computational tool that uses the *t*-test to score changes in the average activity of predefined groups of genes based on Gene Ontology categorization, upstream matches to a consensus transcription factor binding motif, or KEGG pathway. It can be employed to determine significantly regulated gene groups. T-profiler, developed originally for the analysis of *S. cerevisiae* transcriptome data [27], was adapted for the analysis of genome-wide expression data for *B. subtilis* by Alex Ter Beek *et al.* [28]. All microarray data were uploaded online for T-profiler analysis (http://www.science.uva.nl/~boorsma/t-profiler-bacillusnew/). T-profiler transforms transcriptional data of single genes into the behavior of gene groups, reflecting biological processes in cells (TF model, KEGG model, and Subtilist model). All gene groups with significant *T* values (E-value<0.05, TF model, KEGG model, and Subtilist model) in any time point are presented in Tables S3–5.

Groupwise analysis using T-profiler yielded the significant values for the Sig-regulated gene groups (Table 2 and Fig. 3) to three amino acid pulses. T-value data revealed that SigB-, SigW, and SigD-controlled genes had similar temporal expression pattern after Glu and Gln exposure, the expression of genes dependent on SigK and SigE were significantly repressed by Val and Gln. Indeed, this observation is further supported by threefold-regulated genes of these Sig-regulons (Fig. 3). SigB, known to control general stress response, coordinates the expression of at least 150 genes in *B. subtilis*. Members of this regulon are transiently induced following heat shock; salt, ethanol, or acid stress; or limitation of glucose, phosphate, or oxygen [29]. In this study, we found the 52 genes of SigB-regulon were significantly repressed by valine. The *gsiB* gene, which code for a general stress protein, displayed the strongest repression ratio (ca. 58 folds). The 61 and 69 genes of the SigB-regulon were differently down-regulated following Glu and Gln pulse, respectively. The repression of SigB-regulon may be explained by the counteracting the nutrient limitation after amino acids addition as carbon and nitrogen source.

**Figure 3:**
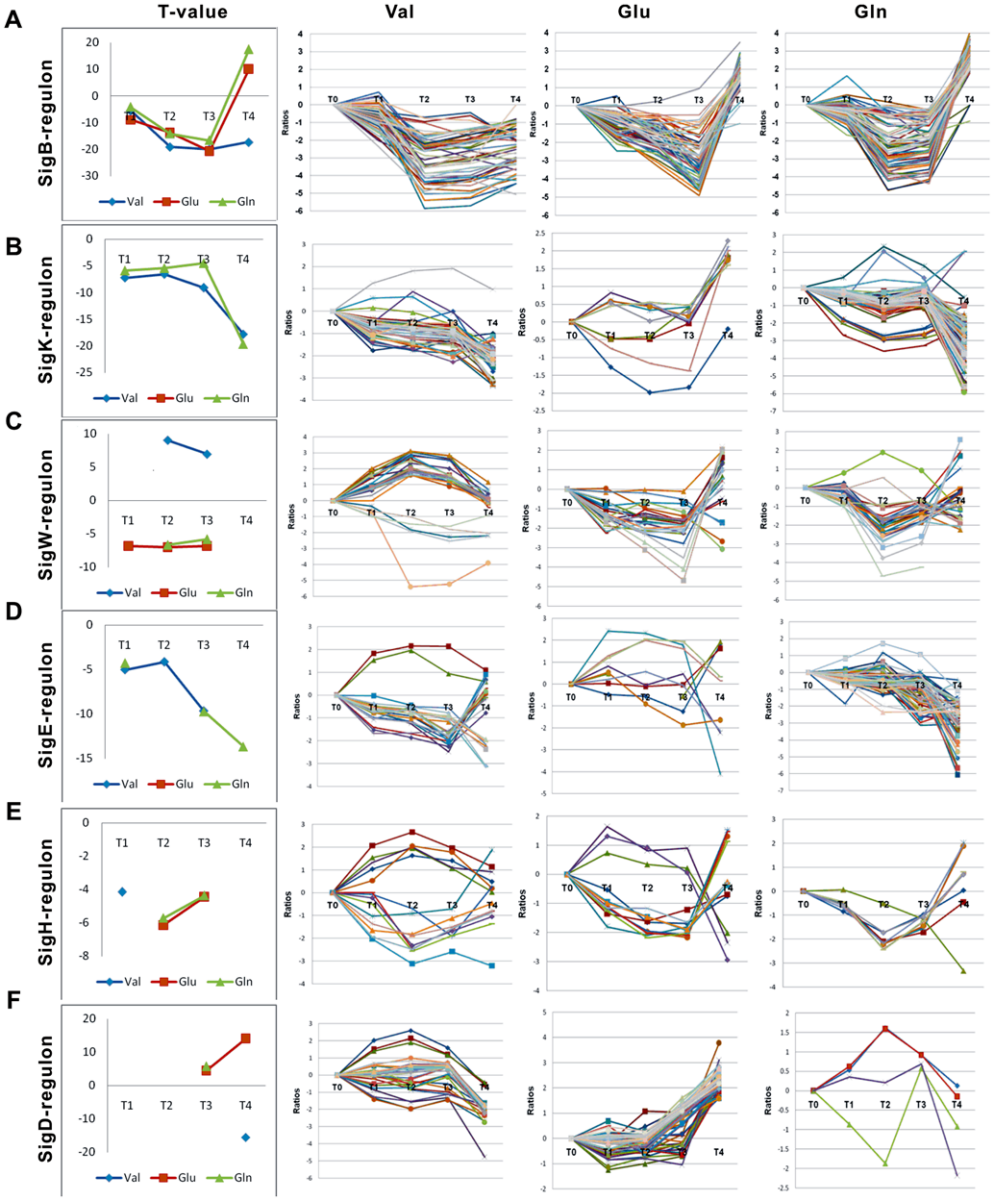
Expression patterns of genes in six sigma factor regulons. SigB-, SigD-, SigK-, SigW-, SigE-, and SigH-regulated genes were overrepresented at one and more time points after addition of valine, glutamate, and glutamine. The *T* values of gene groups regulated by SigB, SigK, SigW, SigE, SigH, and SigD are also shown, which have the significant *T* value (*E*<0.05) in the time course analyzed.

**Table 2:** Sigma factors that regulate operon expression (three-fold) in response to amino acid pulses.

Sigma factor	No. (%) of differentially expressed operons by Valine	No. (%) of differentially expressed operons by Glutamate	No. (%) of differentially expressed operons by Glutamine
sigA	99/335 (29.6%)	111/335 (33.1%)	130/335 (38.8%)
sigB	34/67 (50.7%)	46/67 (68.7%)	50/67 (74.6%)
sigW	17/34 (50%)	16/34 (47.1%)	20/34 (58.8%)
sigD	11/30 (36.7)	18/30 (60%)	3/30 (10%)
sigX	5/15 (33.3%)	5/15 (33.3%)	5/15 (33.3%)
sigE	15/83 (18.1%)	8/83 (9.6%)	48/83 (57.8%)
sigF	8/30 (26.7%)	7/30 (23.3%)	16/30 (53.3%)
sigG	6/61 (9.8%)	8/61 (13.1%)	32/61 (52.4%)
sigH	7/24 (29.2)	9/24 (37.5%)	7/24 (29.2%)
sigK	23/59 (39.0%)	5/59 (8.5%)	45/59 (76.3%)
sigL	2/6 (33.3%)	0/6 (0)	2/6 (33.3%)

In *B. subtilis*, the sigma factors SigE, SigF, SigG, SigK, and SigH are related to sporulation and germination [30], [31]. The significant negative *T*-values of the regulons of these sigma factors after Val and Gln addition showed the clear repress of the genes dependent on the sigma factors. Upon considering threefold-regulated genes, as is done in Fig. 3, same results were found. Indeed, most genes of SigK- and SigE-regulons were down-expressed. Partial repression of the sporulation regulons indicated that the full sporulation programme was inhibited by valine and glutamine. 

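The 7 genes from *ycsF* to *ycsK*, which hold the *kip* genes, had a median log2 ratio of -0.03 at 5 min after valine (-0.07 in culture 1, -0.01 in culture 2, and 0.02 with the median of the spots in place of their mean) and of 0.66 at 30 min. The median fell to -1.35 at 8 h, when all 7 were below 0 and 2 were called, and 0.06% of random lists were as low. At 5 min after glutamine it was -1.83, with 6 of 7 genes called, and none of the 10000 random lists was as low. The authors singled these genes out on the same arrays.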

We also found a clear downregulation of the KipR-regulated genes by valine and glutamine, which may indicate the release of the “brake” on the sporulation-regulatory cascade. KipR is the negative regulator of the *ycsFGI-kipIAR-ycsK* operon. KipI is an inhibitor of KinA, the primary kinase in the phosphorelay necessary for the phosphorylation of the key transcription factor Spo0A that regulates the initiation of sporulation. 

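*spo0M* (BG12229) had log2 ratios of 2.03 at 30 min, 1.76 at 2 h and 0.19 at 8 h after valine. At 5 min it was 0.39 in culture 1 and -0.40 in culture 2.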

The response of SigH-regulated genes to valine has two groups: one group of up-expressed genes (*spo0M*, *minC*, *mre* operon) was regulated only by SigH; one group of down-expressed genes (*racA, dacF, ytx* and *ure* operon) was regulated by SigH and other transcript factor jointly. Similarly, genes (*phrF, rapF, rapC*) regulated by the combination of SigH and ComA exhibited the distinct expression pattern with other genes of SigH regulon after glutamate addition.

Amino acid availability can repress the onset of sporulation and the development of competence [15]. Indeed, the gene groups regulated positively by the key competence regulators ComA and ComK show the significant *T* values at late stage after treatment with glutamate and glutamine. The *comK* gene encoding the competence transcription factor that activates the expression of late competence genes involved in DNA-binding and uptake and in recombination. This observation is further supported by the significant repression of 21 genes in ComK-regulon at 24 h after glutamine addition, including *comK* itself, *comFAB, comEABC, comGA*, and *comC*. Furthermore, all genes of ComA*-*regulon (*comS, pel, degQ, rapC, srfA, rapA-phrA, rapF-phrF*), involved in late competence genes and surfactin production exhibited an approximately 8-fold decreased mRNA level at 24 h after glutamate addition. 

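At 24 h after glutamate 5 genes of this list have a symbol, and all were called down, with a median log2 ratio of -3.54. *comS* (BG11045) stood at -2.92, *degQ* (BG10378) at -3.60 and *rapC* (BG11966) at -2.94. After glutamine at 24 h 1 of the 5 was called, *rapC*, at -1.86.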

Two-component signal transduction systems of Rap-Phr were the quorum-sensing systems of *B. subtilis*. [32]. *RapA-phrA* operon controlled by ComA and Spo0A was significantly down-regulated by three amino acids in this study, and inactivated post-exponential-phase gene expression and sporulation indirectly through Spo0A. These results are in agreement with previous observations that competence is repressed by the addition of amino acid mixtures during exponential growth of *B. subtilis* in minimal medium [33].

There are 153 genes related to sporulation in DBTBS database, 37, 17, and 83 genes of among them showed clear repession after Val, Glu, and Gln treatments, respectively (See Text S2). Some genes that encode products with functions in spore and sporulation (*sps, cot, spoVAABCDEF, spoIIIAABCDEFGH, cge, ssp* operons) exhibited significantly lower mRNA levels after Val and Gln addition. The sporulation master regulator Spo0A plays a central role in the initiation of sporulation [34]. The Spo0A-regulated genes with threefold change were very different in response to Val, Glu, and Gln. Two operons *skf* (sporulation killing factor) and *sdp* (sporulation delay protein) were activated by Spo0A. The *skf* operon, *dlt* operon, and *yvaX* gene exhibited significantly higher expression levels immediately after valine addition. 

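The log2 ratio of *yvaX* (BG14075) at 5 min after valine was 2.24 in culture 1 and -0.29 in culture 2 (mean 0.97 ± 1.79, SD, n = 2). The adjusted p of 0.0212 from limma uses the spread of all genes and not that of these cultures. Its place past 3-fold at 5 min rests on culture 1. At 30 min it was 3.51, at 2 h 3.31 and at 8 h 1.94.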

The *dlt* operon (D-alanyl-lipoteichoic acid) is responsible for D-alanine esterification of both lipoteichoic acid (LTA) and wall teichoic acid (WTA). However, *sdp* operon was repressed after Gln addition. 

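At 30 min after valine the log2 ratio was -1.97 for *motA* and -1.96 for *motB*. Of 42 flagellar and chemotaxis genes with a value there, these were the only ones called. At 8 h all 43 were below 0, with a median of -1.70, and 23 were called down. Their symbols come from lists that the authors made on these same arrays, so the shared direction is no independent test.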

The *fla-che* operon regulated negatively by Spo0A, involved in motility/chemotaxis, also displayed significantly different expression levels: repression with Val and induction with Glu. These results indicated that three amino acids have the distinct effect and mechanism on sporulation. The data demonstrated that the effect of amino acid preventing *B. subtilis* to enter the sporulation process was glutamine>valine>glutamate. 

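At 24 h after glutamate the log2 ratio was 1.75 for *kipI*, 2.10 for *kipA* and 1.82 for *kipR*. At 8 h after valine it was -0.76, -1.97 and -0.82, of which only *kipA* passed 3-fold.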

We found the KipR-regulated genes were repressed by Val and Gln, induced by Glu, which may indicate the different effects on the sporulation-regulatory cascade. In agreement with these results, Ulrike Mäder *et al.* [15] described a negative effect of amino acids on expression of early-stage sporulation genes. They reported that addition of CAA (Casamino Acids) to minimal medium affects the transcription of genes of competence, early-stationary-phase and sporulation.

The expression of genes dependent on GerE, involved in late spore coat genes and germination, also produced significant *T-* values after 24 h of valine and glutamine addition. The repression of the GerE-dependent genes (20 genes and 31 genes with respect to Val and Gln) was shown in Text S2. 

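The log2 ratio of *rnc* (BG11537) after valine was 1.25 and 0.97 in cultures 1 and 2 at 5 min, 1.81 at 30 min and 1.91 at 2 h. *cotC* (BG10492) was at least 1.37-fold higher at 30 min after glutamine, with its reference not well above background.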

Only ribonuclease III gene (*rnc*) and one spore coat protein gene (*cotC*) were induced by valine and glutamine, respectively. Three genes (*cotA, cgeD, cgeE*) were overrepresented by glutamate. Furthermore, glutamate displayed less effect on the process of sporulation and germination compared with valine and glutamine.

T-profiler analysis also showed a strong repression of genes involved in RelA-dependent after amino acid additions (Fig. 3). The significant *T-*values for both (RelA-dependent) positive and negative stringent control gene groups were found (Table S3). The (RelA-mediated) stringent response was restrained by these amino acids as nutrients. The significant upregulation of gene groups involved in translation and protein synthesis (Fig. 4A), as well as purine and pyrimidine synthesis, further reflects the repression of the stringent response.

**Figure 4:**
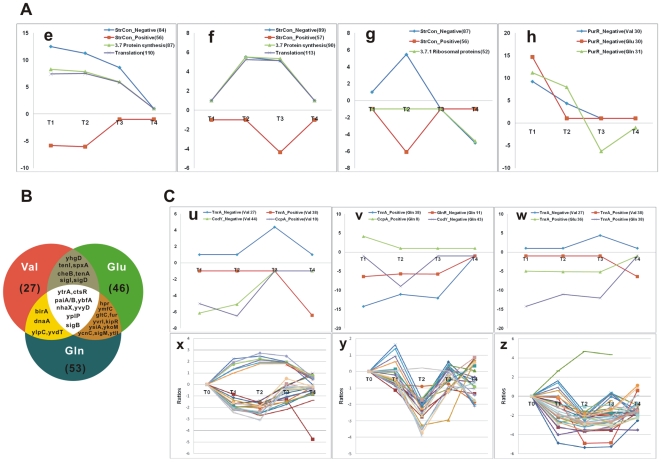
The TFs responding to amino acid pulses. (A) Repression of the stringent response in B. subtilis as revealed by T-profiler. The T values of gene groups negatively (diamond) and positively (square) controlled by RelA and involved in translation (cross) and protein synthesis (triangles) are shown after Val (e), Glu (f), and Gln (g) pulses. (h) Induction of purine and pyrimidine synthesis gene groups. The T values of gene groups regulated negatively by PurR after Val (diamond), Glu (square), and Gln (triangles) treatments. A distinction is made between groups of genes that are positively or negatively regulated by the transcription factor mentioned (indicated by Pos. and Neg., respectively). The T values were set to 1 or −1, if E-values>0.05. (B) Venn diagrams showing the number of regulated TF genes after treatment with Val, Glu, and Gln. The numbers represent a list of non-redundant genes with threefold induction or repression in response to Val, Glu, or Gln. (C) (u) The T values of gene groups regulated by TnrA positively (squares) and negatively (diamonds), by CodY negatively (triangles), and by CcpA positively (crosses) are shown after Val addition. (v) The T values of gene groups regulated by TnrA positively (diamonds), by CodY negatively (crosses), GlnR negatively (squares), and by CcpA positively (triangles) are shown after Gln addition. (w) The T values of gene groups regulated by TnrA after Val (squares and diamonds), Glu (triangles), and Gln (crosses) treatments. A distinction is made between groups of genes that are positively or negatively regulated by the transcription factor mentioned (indicated by Pos. and Neg., respectively). CodY-regulated genes after Val (x) and Gln (y), TnrA-regulated genes after Gln (z) are shown. The T values were set to 1 or −1, if E-values>0.05.

The SigW regulon of *B. subtilis* has been functionally implicated in cell-wall-associated processes and the adaptation to alkaline shock, salt shock, phage infection and certain antibiotics that affect cell wall biosynthesis [30], [35]. The genes were mainly involved in transport processes and detoxification. SigW-regulon to Val showed the positive *T*-value. Based on the definition of the SigW regulon structure of Huang *et al.* [36] and Wiegert *et al.* [37], we found 22 of the 62 SigW regulon members to be significantly induced (at 30 min and 2 h) after Val addition, whereas *yfh* operon, *yxjJ, spxA* genes to be repressed; 23 and 28 genes to be down-expressed after Glu and Gln addition. Most of these overrepresented genes are unassigned-function genes excepting *xpaC, pspA, yndN, sppA, pbpX, spxA, pbpE, racX, sigW* genes. We also observed the significant induction of genes regulated by YvrH after treatment with valine and glutamate in T-profiler analysis. The YvrG-YvrH two-component system appears to be related to cell membrane and cell wall function. Furthermore, SigX sigma factor relating to the cell surface homeostatic functions, was regulated by this system. Masakuni Serizawa *et al*. noted that the *yvrGHb* null mutant showed the unusual autolysis and higher susceptibility to the four kinds of antibiotics (aztreonam, cefepime, bacitracin, and fosfomycin) [38]. Indeed, *sunT, sunA*, *wapA-yxxG*, and *dlt* genes were upregulated, while *yvrI, sigX*, and *lytA* genes were downregulated (Text S2). On the other hand, *sigI* gene, which is a member of the class *VI* heat shock genes of the *B. subtilis* heat shock stimulon, encodes an alternative sigma factor of the σ^70^ family. Recent study reported that one function of SigI is related to the maintenance of cell envelope integrity and homeostasis during heat stress [39]. In this study, *sigI* gene was also induced by Val and Glu. These data demonstrated that valine and glutamate activated some genes involved in cell membrane and cell wall function.

SigD regulates genes related to flagellar synthesis, motility, chemotaxis, and autolysis. 31 genes of SigD-regulon were differently expressed at one or more time points after Val pulse. 24 of these genes, involved in motility/chemotaxis (*motAB, hag, fliDST, fla/che* operon, *mcpABC*), were significantly repressed; three genes, involved in autolysis (*dlt* operon), were immediately up-expressed in response to Val. 

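At 8 h after valine the log2 ratio was -4.77 for *hag* (BG10655), -2.68 for *motA* and -2.38 for *motB*. It was -2.03, -1.83 and -2.33 for *mcpA* (BG10861), *mcpB* (BG10859) and *mcpC* (BG11533), and -1.81 and -1.64 for *fliD* and *fliS*. *fliT* stood at -1.48, under 3-fold, and at -2.14 without Lowess.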

52 genes of SigD-regulon were differently induced at 24 h following Glu addition, related to motility/chemotaxis (*motAB, hag, fliDST, fla/che* operon, *mcpABC*). 

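The log2 ratio at 24 h after glutamate was 2.28 for *hag*, 2.35 for *mcpA*, 1.77 for *mcpB* and 2.58 for *mcpC*. At 2 h, 1 of the 43 flagellar and chemotaxis genes with a symbol was called, *cheB* (BG10255), at 1.59.

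**Figure D3:**
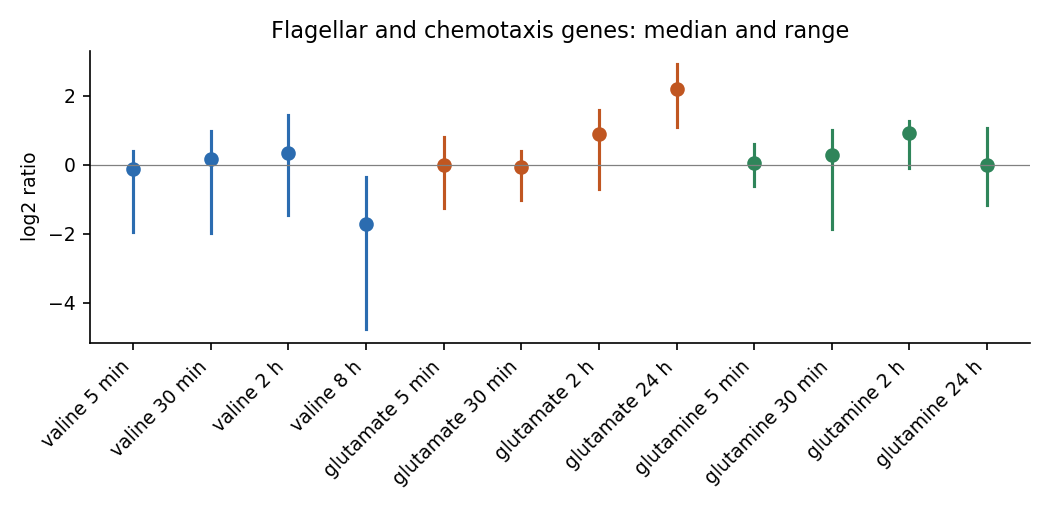
Log2 ratio of the 43 flagellar and chemotaxis genes with a symbol in each condition: the point is the median over the genes and the line runs from the lowest to the highest gene. The median is -1.70 at 8 h after valine and 2.20 at 24 h after glutamate. The symbols come from lists that the authors made on these same arrays.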

Only four SigD-regulated genes (*hag, dltC, dltB, lytA*) displayed significant changes after Gln addition (see Text S2). It was previously found that *B. subtilis* showed chemotaxis toward many amino acids [40]–[42]. 

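After glutamine *hag* stood at -0.54 at 5 min, -1.87 at 30 min, 0.18 at 2 h and -0.96 at 24 h, and of the 43 flagellar and chemotaxis genes with a symbol it was the only one called at any time point. Without Lowess its value at 2 h was -0.53.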

Recently, Márquez-Magaña *et al.* demonstrated that the expression of flagellar genes was repressed by the addition of CAA (a complete hydrolysate of casein) or a mixture of mono-amino acids in *B. subtilis*. The authors suggested that CodY, binding specifically to *hag* and *fla/che* promoter, was a nutritional repressor of the gene expression by sensing intracellular GTP levels [43], [44]. However, the effect of the different mono-amino acid on motility is yet to be known.

The data analysis in this study demonstrated that one of the major classes of genes differentially expressed under the treatment with valine and glutamate were those involved in motility, flagellar synthesis, and chemotaxis. Indeed, the results suggested that the amino acids exert their different effects on the expression of genes involved in motility: valine showed a strong repression of ciliary/flagellar genes (adjusted P-value 10^−14^) and chemotaxis genes (adjusted P-value 10^−6^); glutamate showed a clear induction of ciliary/flagellar genes (adjusted P-value 10^−25^) and chemotaxis genes (adjusted P-value 10^−11^). In agreement with the *hag-lacZ* study, transcription of the *hag* gene was three-fold reduced in cells grown after BCAA (Val, Leu, or Ile) addition. 

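For *hag* the log2 ratio after valine was -0.86 in culture 1 and -3.02 in culture 2 at 5 min (mean -1.94 ± 1.52, SD, n = 2, adjusted p 7.65e-08 from limma with the spread of all genes and not of these cultures), so that the call there rests on culture 2. It was -1.58 at 30 min, just under 3-fold, and -1.64 with normexp background correction and loess. At 2 h it was -1.34, and -2.18 without Lowess.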

The GTP-binding protein CodY appears to repress flagellin gene expression in response to the availability of amino acids [44].

No obvious expression changes of *codY* itself after valine, glutamate, and gltamine treatment were observed. CodY-mediated reduction of SigD-regulon expression might be mainly attributed to the function of its effectors BCAAs (not GTP) in response to valine. As described above, the amino acids additions significantly induced PyrR-regulon and PurR-regulon genes, and reduced PucR-regulon genes. The results adjusting these genes expression levels maybe lead to biosynthesis of cellular nucleotide pools. Although intracellular GTP concentration was not determined, possible increase of GTP can be expected after three amino acids addition. The availability of three amino acids did not displayed similar impact on expression of SigD-regulon. These results revealed the obvious CodY-mediated reduction may result from its effector BCAA, not from its effector GTP. Strikingly, the response of these genes to glutamate differed from the pattern of valine in that their expressions were clearly induced. To our knowledge, glutamate represents the first example showing induction of genes involved in motility after amino acid addition. The exact roles of glutamate in conferring transcriptional regulation of motility remain mysterious, and should be further investigated.

Interestingly, we observed major changes in *motAB* and *ytxDE (motPS)* genes involved in rotary motor of bacterial flagellum upon amino acids addition. In bacterial setting the dual motility systems appear to optimize motility under different conditions. Two stator-force generators (MotAB and MotPS) competitively combine with their single FliG partner in the flagellar rotor switch element, to create a proton channel that drives rotation of the flagellum. Recently, It is hypothesized that the interactions of MotAB are optimized for interactions with the single FliG rotor protein relative to those of MotPS, the MotPS make a contribution to motility at high pH, Na^+^, and viscosity when MotAB is also present [45]–[47]. Inspection of the response pattern of *motAB* and *ytaDE* genes revealed two hints: (i), MotAB and MotPS not only competitively combine with their single FliG partner at protein level, but also display antagonistic relationship at transcriptional level; (ii) valine and glutamine stimulated transcription of Na^+^-coupled MotPS, and suppressed transcription of H^+^-coupled MotPS, whereas glutamate exert the converse effect on transcription of motor proteins.

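After valine the log2 ratio of *ytxD* (BG10365) was 0.65 and 1.05 in cultures 1 and 2 at 5 min, 1.25 at 30 min and 0.25 at 8 h, and that of *ytxE* (BG10366) was 0.66 at 30 min and 0.33 at 8 h. None of these passed 3-fold. After glutamine *ytxD* stood at 2.02 at 30 min, and at 1.45, under 3-fold, with normexp background correction and loess. *ytxE* was at least 1.38-fold higher there, with its reference not well above background. After glutamate at 24 h they stood at -0.97 and -0.82.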

The *B. subtilis* genome probably encodes 317 transcription factors or transcriptional regulators (http://dbtbs.hgc.jp/). TFs are of special interest since they are capable of coordinating the expression of several downstream target genes and, hence, entire metabolic and developmental pathways. Of the approximately all potential TFs on the BSU microarray, 27, 46, and 53 showed marked (three-fold) changes in transcript abundance (Text S2) in response to three amino acids (Val, Glu, and Gln). The largest set of regulated TF genes was those changed by Gln (53 TF genes; Fig. 4B). 20 TFs were changed by both Glu and Gln, and 16 TF genes were regulated by both Val and Glu. A group of 9 TF genes was mutually overrepresented by treatment with all three amino acids, including *ytrA, ctsR, paiA, paiB, yplP, ybfA, nhaX, yvyD, sigB*. A more detailed discussion of the transcription factors is provided in the Text S2.

Genomic sequencing of various microorganisms has revealed the presence of many two-component regulatory systems in every species. In *B. subtilis*, 36 sensor kinases and 35 response regulators have been found, among which each of 30 kinase-regulator pairs resides in an operon on the genome. The addition of amino acids displayed slight effect on the expression of these genes. 

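At 8 h after valine the log2 ratio was -2.03 for *cheA* (BG10256), -1.82 for *cheB*, -1.73 for *cheW* (BG10692) and -1.25 for *cheY* (BG10258), the last at -1.76, past 3-fold, without Lowess. At 2 h *cheY* was at 1.45. *yocF* (BG13519) was at 1.47 in culture 1 and -0.30 in culture 2 at 5 min and at 1.64 at 30 min.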

We observed repression of chemotaxis TCS (*cheA, cheB, cheW*) and *citST*, and *ybdKJ* and *yocF* were clearly induced by valine, whereas *resE* and *cheY* also exhibited a moderate induction, but did not fulfil the threefold threshold. The *citST* was involoved in transport of divalent metal ions/citrate complexes (*citM*), and was repressed in the presence of glucose by the general transcription factor CcpA. The signals regulating the kinases *ybdK* and *yocF* are still unknown. It was reported that *ybdK* of the putative *ybdJK* two-component system was regulated by ComK, which suggests that the YbdJ response regulator might affect competence-specific gene transcription [48]. Yasutaro Fujita *et al.* found that YbdJ upregulated *ybdJ*, (*ybdK*), *purC, purN, purH, ald*, and downregulated *ykoM, ysfC, ysfD* [49]. The YocFG (DesKR) system was reported to be involved in thermosensing and signal transduction at low temperatures, and DesR was responsible for cold induction of the *des* gene coding for the Δ5-lipid desaturase [50]. The glutamate clearly induced chemotaxis TCS (*cheA, cheB, cheY, cheV*, and *cheW*) gene and quorum-sensing sytem *comX* gene. 

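At 24 h after glutamate the log2 ratio was 2.34 for *cheA*, 2.59 for *cheB*, 2.92 for *cheY*, 2.40 for *cheV* (BG10823) and 2.32 for *cheW*.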

None of the genes encoding TCS systems induced or repressed after treatment with Gln was found using threefold criterion.

### Effects of three amino acids on metabolism

The CodY-, CcpA-, TnrA- and GlnR-regulated gene groups displayed the significant *T* values (Fig. 4C). CodY, CcpA, and TnrA are three important global regulatory proteins involved in carbon and nitrogen metabolism in *B. subtilis* [51]–[52]. In this study, the cell adjusted carbon and nitrogen metabolism to redistribute the fluxes of carbon and nitrogen after addition of Val, Glu, and Gln. Valine as a BCAA activated the global regulator CodY, and negatively regulated gene expression of its regulon. The hypothesis is supported by the significant *T*-value of CodY_Negative gene group (Fig. 4C–u). The conclusion is further confirmed by the significant repression of CodY-regulon genes immediately after treatment with Val (Fig. 4C–x), including *ilvB, ilvA, dpp, ureABC* operons, *ilvD*, and *acsA* genes. However, *bkd* operon regulated by CodY, TnrA, and BkdR was greatly induced, involved in the control of isoleucine and valine utilization and degradation. As a result, valine via regulation of CodY activated genes of the carbon-overflow and BCAAs-degradation pathways, it repressed citric acid cycle, reutilization pathway of acetate, and BCAA biosynthesis. Glutamine revealed the delayed-regulation of CodY-regulon, exhibited the significant *T*-value of CodY_Negative gene group only after 30 min of Gln pulse (Fig. 4C–v). Indeed, *ilvB, ilvA, dpp, ureABC* operons, *ilvD, gabP, ybgE, citB*, and *acsA* genes were repressed at 30 min (T2) (Fig. 4C–y). The significant *T*-values of CcpA_Positive gene group (only *ilvB* and *alsSD* operons, *ackA* gene) showed negative values at 5 min and 30 min following valine addition, and positive value at 5 min following glutamine addition. Upon considering only threefold-regulated genes, some CcpA_negative genes were found. The utilization of carbohydrate pathways, including beta-glucosidic compounds (*licAC, bglPH* operon), xylose (*xylAB*), ribose (*rbsDB*), and gluconate (*gntKP*), were activated immediately after treatment with valine. 

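In response to valine the log2 ratio at 5 min was 2.05 in culture 1 and -0.82 in culture 2 for *xylA* (BG10806) (mean 0.61 ± 2.03, SD, n = 2). It was 2.02 and -0.39 for *xylB* (BG10807) (mean 0.81 ± 1.70, SD, n = 2). The rise past 3-fold of both rests on culture 1, and neither passed limma's test (adjusted p 0.241 and 0.079). At 30 min they stood at 1.33 and 1.64.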

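After valine the log2 ratio of *cydD* (BG11928) was 1.27 in culture 1 and 0.84 in culture 2 at 5 min (mean 1.05, adjusted p 0.0106 from limma). It was -2.02 at 30 min, -2.17 at 2 h and -0.50 at 8 h.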

The *cydABCD* operon, a branched electron transport chain, was induced transiently in the first 5 min, and repressed after 30 min following valine stress. The *lcfA* operon (*lcfA-ysiAB-etfBA*), as a group of genes apparently encoding proteins involved in the putative functions linked to fatty acid metabolism, was down-regulated by Glu and Gln.

The significant *T* values for both TnrA_positive and TnrA_negative gene groups were observed. These results indicated that three amino acids inactivated the regulator TnrA. 

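At 30 min after glutamine the log2 ratio was -3.62 for *nrgB*, -3.74 for *nasB* and -3.22 for *nasC*. For *kipI*, *kipA* and *kipR* it was -2.85, -2.72 and -2.75. *yccC* (BG12755) fell at every time point, to -3.62 at 5 min, -3.62 at 30 min, -3.44 at 2 h and -2.61 at 24 h.

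**Figure D4:**
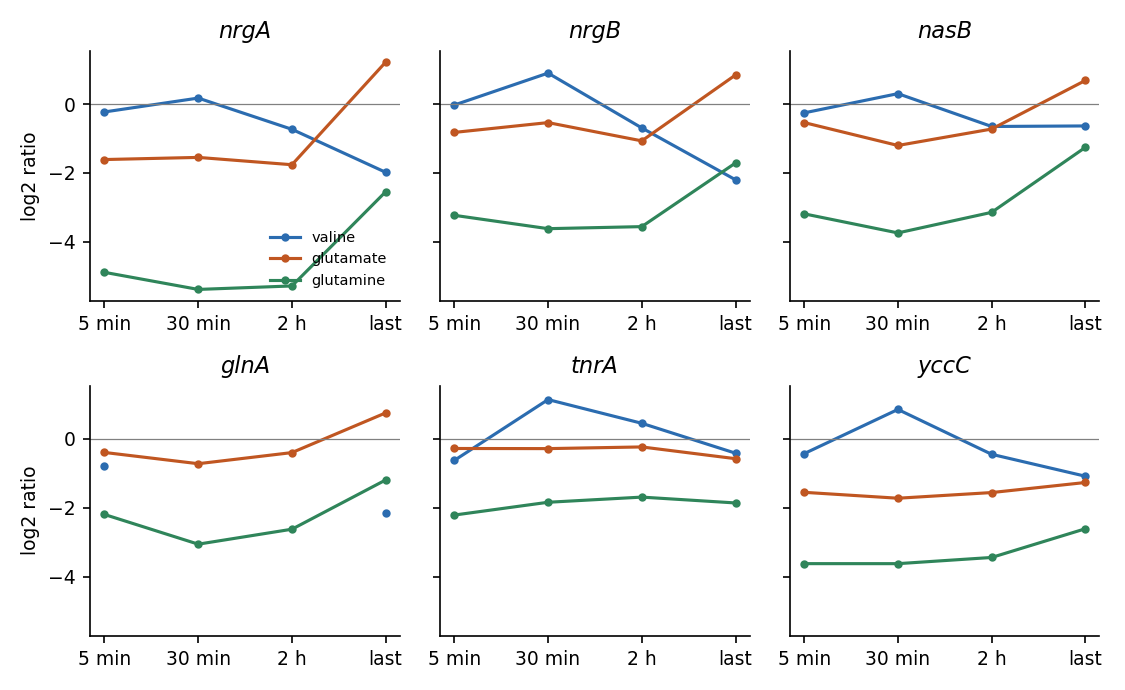
Log2 ratio of 6 genes at the first to the fourth time point after valine (blue), glutamate (orange) and glutamine (green), where the last is 8 h for valine and 24 h for the others. Each point is 1 array, except for the mean of the cultures at 5 min after valine. After glutamine all 6 lie below 0 at every time point.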

When glutamine was added, TnrA significantly repressed operons such as *nrgAB, nasBC* and *nasDEF*, the products of which mediate the uptake of ammonium ion and the use of secondary nitrogen sources such as nitrate and nitrite, also down-regulated glutamine ABC transporter (*glnQHMP*), *kipA* operon, *glnAQ, gltA* genes, only activated a function-unassigned gene (*yccC*) (Fig. 4C–z).

#### Central carbon pathway

According to SubtiList functional classification, the central carbon pathway includes the specific pathways (2.1.1), main glycolytic pathways (2.1.2), and TCA cycle (2.1.3). As shown in Fig. 3B, a total of 30, 48, and 58 genes, involved in the specific pathways were identified as significantly expressed at one or more time points in response to additions of Val, Glu, and Gln, respectively. These genes are mainly involved in the glycolysis, TCA, the overflow pathway (acetoin, lactate, and acetate syntheses), and utilization of carbohydrates and related molecules (Fig. 5).

**Figure 5:**
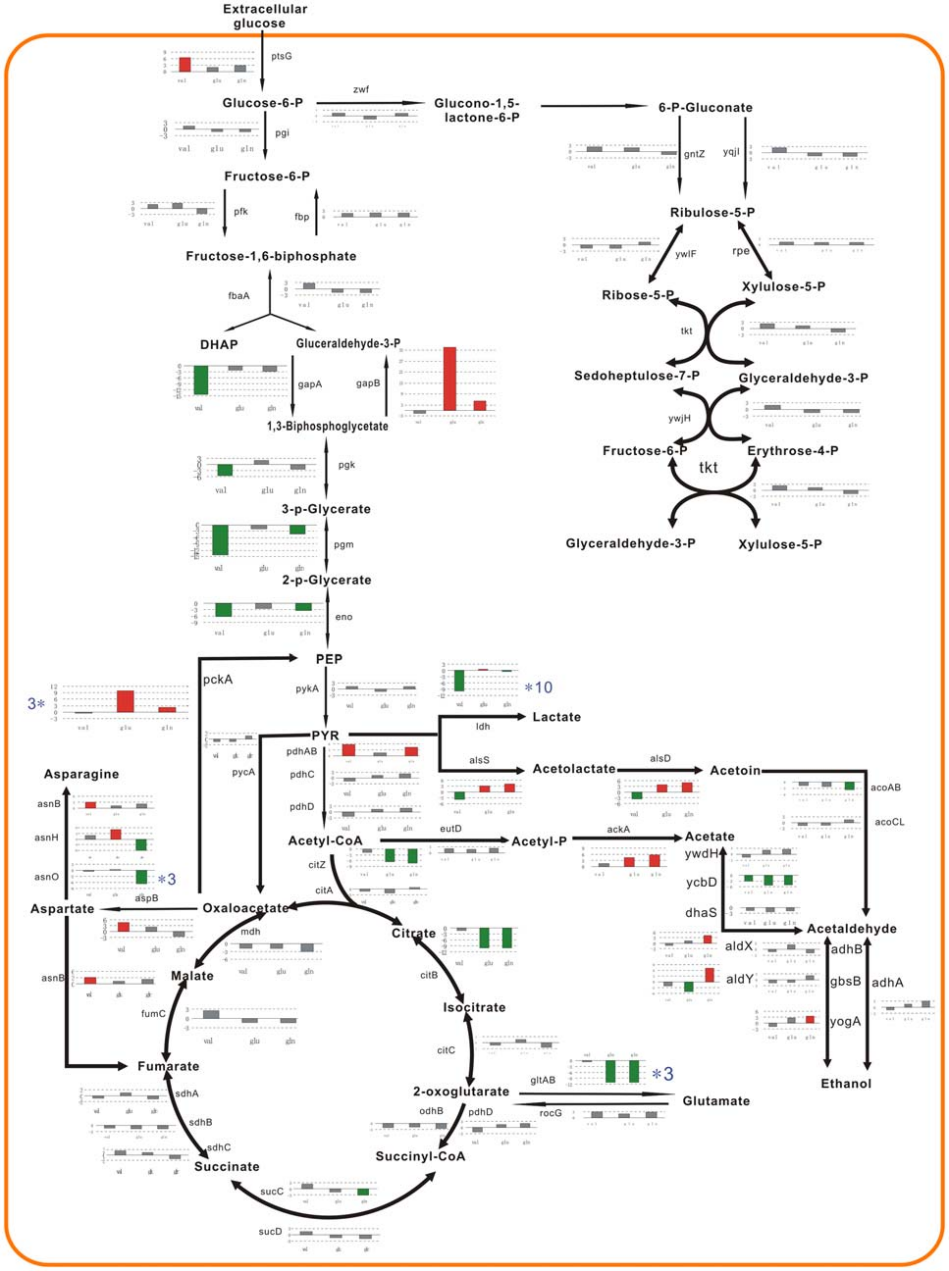
Effects of three amino acids on central carbon pathway. The expression of the genes related to central carbon pathway is schematically presented. Three bars from left to right represent the fold changes of gene expression in response to valine, glutamate, and glutamine, repectively. Red bars represent an upregulation, green bars represent a downregulation, and grey bars refer to messages that are not considered to be significantly changed by our cutoff (three-fold).

Valine activated the transport of glucose, whereas inhibited the production of pyruvate. The *gapB* gene encoding the anabolic glyceraldehyde-3-phosphate dehydrogenase in gluconeogenesis pathway was subject to a strong induction of glutamate and glutamine. The pyruvate dehydrogenase encoded by the *pdhABCD* operon links glycolysis to the TCA and overflow metabolism. The addition of valine and glutamine resulted in a fourfold induction of this operon. Under the addition of valine, the *alsSD* operon encoding a-acetolactate synthase and decarboxylase as well as the *lctEP* operon coding for lactate dehydrogenase and permease were obviously repressed, suggesting that pyruvate is specifically catabolized to acetyl-CoA. While, glutamate and glutamine activated acetoin formation, one of the overflow metabolism pathways that serve to excrete excess carbon from the cell. Acetyl-CoA is then the starting point of two alternative pathways: it may be used as a substrate of citrate synthase (*citZ*) to initiate TCA, or it can be converted to acetate. Two CcpC-controlled genes *citZ* and *citB* (encoding aconitase) were repressed by glutamate and glutamine. It suggested that the TCA cycle was downregulated after addition of these two amino acids. Induction of CcpA-controlled *ackA* (encoding acetate kinase) expression was significant under these conditions, and resulted in acetate formation, additional one of the overflow metabolism.

The expression of *alsSD* operon is induced by gluamate and gltamine, and is repressed by valine. *ldh-lctP* operon, encoding L-lactate dehydrogenase and L-lactate permease, some acetate metabolism genes (*ydaP, acsA, ycbD*) were repressed by valine, glutamate, and glutamine. It was reported that the strong induction of YvyD was caused by amino acid starvation [53]. Our transcriptional data appeared to show that *yvyD* and *ytrA* (involved in acetoin utilization) displayed reverse correlation of expression in response to amino acid addition. An intriguing explanation for this result could be that YvyD may be somehow involved in the re-utilization of by-products of carbon-overflow pathways. It is known that the compounds pyruvate and 2-oxoglutarate are particularly important to the main glycolytic pathways and TCA cycle in the cell respectively. Several potential fates of pyruvate, such as the biosynthesis of amino acid, fatty acids, lactate, acetate, and acetyl-CoA for the citric acid cycle, determine the distribution of carbon flux among these pathways. Valine and glutamine obviously activate the flux from pyruvate to acetyl-CoA through overexpression of pyruvate dehydrogenase genes (*pdhAB*) at 5 min and 30 min, and suppress the production of pyruvate from glucose through underexpression of the *gap* operon of CggR-regulon at 30 min. We did not observe an effect of glutamate on the expression of *pdhAB* genes and *gap* operon. The *pckA* and *gapB* genes involved in gluconeogenesis are repressed by CcpN in glycolysis conditions. The two genes repression is released at 30–120 min by glutamate (30–34 fold) and glutamine (6-5 fold). It would be interesting to bridge the linkage between derepression of CcpN and glutamate/glutamine. The CcpA- and CcpC-controled gene citZ and CcpC-, AbrB-, CodY-, TnrA-controled gene citB, encoding the first two enzymes genes of the citric acid cycle (citrate synthase and aconitase), were also repressed at 30-120 min by glutamate and glutamine. *citB* will be repressed strongly by the combined activities of CcpC and CodY, and induced by AbrB and TnrA. It is intriguing that the addition of valine did not display repression effect on the expression of *citB* gene. The genes (*mdh, ywaK*, and *yjmC*), encoding three malate dehydrogenase isoenzymes, seem to be differently regulated by glutamine. 

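Of these genes only *yjmC* (BG13206) is paired with a symbol. After glutamine its log2 ratio was -0.68 at 5 min, -2.39 at 30 min and -2.38 at 2 h, and at 24 h it was at least 2.92-fold lower, with the sample after the pulse not well above background.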

Three amino acids exerted the different effects on the central carbon pathway. The results were shown in Fig. 5.

#### Glutamate/Glutamine metabolism and nitrogen metabolism

In *B. subtilis*, two transcriptional factors, TnrA and GlnR, control gene expression in response to nitrogen availability. TnrA activates and represses gene transcription when nitrogen is limiting for growth, while GlnR represses gene expression during growth with excess nitrogen. If glutamine as the favoured nitrogen sources is available, ThrA represses operons such as *nrgAB* (encoding GlnK-AmtB system), *nasA, nasBC, nasDEF*, the products of which mediate the uptake of ammonium ion and the utilization of the secondary nitrogen sources nitrate and nitrite. As expected, the addition of glutamine significantly downregulates TnrA-controled genes *nrgAB*, *nasA*, *nasBC*, and *nasD* immediately. However, *narGHJI* operon of Fnr-regulon, encoding the differentially regulated nitrate reductase is slightly induced (about 3.5 folds) at 5 min by glutamine. 

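The one gene of this operon with a symbol, *narI* (BG11084), was at least 1.89-fold higher at 5 min after glutamine, with its reference not well above background. At 2 h its log2 ratio was 0.61 and at 24 h 1.01.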

Fnr is a global transcription regulator that activates the expression of genes encoding many of the enzymes required for the anaerobic environment. The phenomena suggest that the low oxygen tension resulted from rapid growth maybe generate the anaerobic induction of Fnr-regulon genes.

As shown in Fig. 6, the glutamate synthase GOGAT (*gltAB* operon), glutamine synthase GS (encoded by *glnA*), and glutamate dehydrogenase GDH (RocG) play an important role in glutamate/glutamine metabolism and nitrogen metabolism, and tightly are dual control by the carbon and nitrogen signalling systems. The regulation of the *gltAB* operon is complex and involves directly two regulatory proteins TnrA and GltC. Valine, glutamate, and glutamine display the different repressive effect on the expression of *gltAB* gene with 3-fold (at 5 min), 11/48-fold (at 30 and 120 min), and 20-fold (at 30 and 120 min), respectively. Expression of *gltC* and *tnrA* also is down regulated after glutamine addition.

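After glutamine the log2 ratio of *tnrA* was -1.84 at 30 min, -1.69 at 2 h and -1.86 at 24 h.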

**Figure 6:**
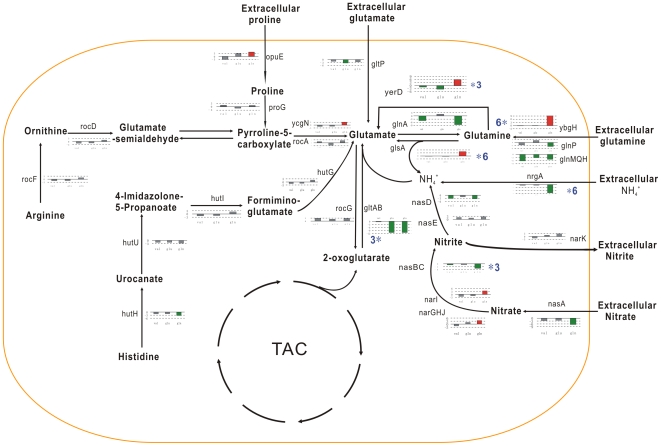
Effects of three amino acids on metabolism of nitrogen. The expression of the genes related to the utilization and metabolism of nitrogen is schematically presented. Three bars from left to right represent the fold changes of gene expression in response to valine, glutamate, and glutamine, repectively. Red bars represent an upregulation, green bars represent a downregulation, and grey bars refer to messages that are not considered to be significantly changed by our cutoff (three-fold).

The expression of *glnA* gene is regulated by two transcriptional factors, TnrA and GlnR. The signal molecule, glutamine, is an effector of TnrA and GlnR. Recently the molecular mechanism of modulation of TnrA and GlnR activity mediated by glutamine has been elucidated [54], [55]. It is observed that expression of *glnRA* operon immediately is repressed after glutamine addition. 

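After glutamine *glnR* was at -1.81 at 30 min, -1.75 at 2 h and -1.75 at 24 h, the last -1.49, under 3-fold, without Lowess. *glnA* was at -3.06, -2.62 and -1.19.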

Glutamine is now known to be metabolized not only by glutamate synthetase encoded by *gltA* but also by glutaminase encoded by *glsA*. The *glsA*-*glnT* (*ybgJH*) operon is greatly upregulated with 25/50-fold instantly after glutamine addition. 

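For *ybgJ* (BG12753) the log2 ratio after glutamine was 3.96 at 5 min, at 30 min 4.56 and at 2 h 4.34.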

Besides GlnT involved in the uptake of glutamine, *B. subtilis* contains an ATP-binding cassette transporter system for glutamine, encoded by *glnQHMP* operon. Although *glnT* gene is significantly induced by glutamine, *glnQHMP* operon controlled by TnrA is repressed. 

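The 4 genes of the *glnQHMP* operon had a median log2 ratio of -0.84 at 5 min after glutamine, with none past 3-fold, and of -2.13 at 30 min, with all 4 called. At 30 min *glnH* (BG11486) stood at -2.30, *glnM* (BG11487) at -2.29, *glnP* (BG11488) at -1.97 and *glnQ* (BG11485) at -1.65. The last 2 depended on the background and came to -1.39 and -1.11, under 3-fold, with normexp background correction and loess. At 5 min 0.13% of random lists of 4 genes had a median as low, for an operon that the authors named from the same arrays.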

*B. subtilis* maybe possess some unidentified glutamine transport and utilization systems other than the GlnQHMP/GlnT and GlsA/GltT.

#### Amino acid metabolism

Previous studies suggested regulation by amino acid availability for the amino acid biosynthesis operons [15]. Indeed, the addition of valine, glutamate, and glutamine exhibited the strong effect on the amino acid metabolism. There are 129 genes related to metabolism of amino acids and related molecules in DBTBS database, 57, 42, and 84 genes of among them showed significant expression after Val, Glu, and Gln treatments, respectively.

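At 30 min after valine the log2 ratio of *trpE* was -1.64 and that of *aroB* -2.43.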

The operons (*aroA, trp, aroFBH*), involved in the aromatic amino acids synthesis from erythrose-4-phosphate and phosphoenolpyruvate through chorismate, were repressed at 5–30 min after valine addition. Glutamate and glutamine only suppressed the tryptophan biosynthesis genes *trpABCDEF* from chorismate with 30 min-delay. 

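The one *trp* gene with a symbol, *trpE*, stood at 0.16 at 5 min, -0.92 at 30 min and 1.77 at 2 h after glutamate. After glutamine it was already down past 3-fold at 5 min, and it was at -3.72 at 30 min, -1.09 at 2 h and -1.49 at 24 h.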

Many genes regulated by Glu and Gln displayed the similar phenomenon of delay. It demonstrates that valine has more direct and straightaway function on gene expression compared with glutamate and glutamine. The transcription of the *trp* operon is regulated by transcription attenuation with MtrB (TRAP) and AT proteins, in response to the availability of tryptophan, and charged tRNA^Trp^ [56]. The T-profiler analysis clearly revealed the significant *T* values for MtrB_Positive gene groups after Val, Glu, and Gln additions. It is intriguing that only tryptophan biosynthesis operon was accordantly downregulated by all three amino acid. However, the significant change on expression of *at* operon and *mtrB* gene was not observed. Besides transcription attenuation, *trp* operon might be rigorously regulated and possibly linked with other amino acids availability.

*B. subtilis* has four transcription units that are devoted to BCAA biosynthesis: *ilvA*, *ilvD*, *ybgE* genes and *ilv-leu* operon. It is known that the *ilv-leu* operon is elaborately regulated by the global regulators of cellular metabolism (CcpA, CodY, TnrA and RelA) according to the cellular energetic and nutritional conditions through the intracellular concentrations of the signal compounds, such as FBP, GTP, BCAAs, and glutamine. Thus, the regulation of BCAA biosynthesis most likely plays a central role to link catabolism to anabolism in the overall metabolism of *B. subtilis* [57]. As expected, valine activated CodY, and immediately repressed the *ilv-leu* operon at 5–30 min. Glutamine, as the favoured nitrogen source, inactivated TnrA, and maybe resulted in derepression of the *ilv-leu* operon [58]. However, we observed that glutamine represses the expression of the *ilv-leu* operon at 30 min in this study. *ilvA*, *ilvD*, *ybgE* genes are also repressed by valine and glutamine, probably by indirect mechanisms. *hom* operon, involved in the biosynthesis of aspartate (the precursor molecule of isoleucine) from L-aspartate semi-aldehyde, is downregulated at 30 min by valine and glutamine. The *bkd* operon, involved in the degradation of BCAAs and biosynthesis of lipids, is rigorously regulated by BkdR, CodY, and TnrA. Valine activates the expression of *bkd* operon through CodY at 5–120 min. 

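After valine *bkdAA* was at 2.21 at 30 min, 1.92 at 2 h and 0.77 at 8 h. *lpdV* was at 2.72, 2.45 and 0.59, and *bcd* at 1.92, 1.91 and 0.41. *bkdAB*, without a value at 30 min, was at 1.73 at 2 h and 0.43 at 8 h.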

Some genes, involved in the arginine systhesis and urea cycle, were regulated by three amino acids: the arginine systhesis from glutamate to ornithine to arginine was activated at 5 min, whereas urease genes (*ureABC*) were suppressed.

In summary, the BCAAs, Phenylalanine, tyrosine, tryptophan, and glutamine biosynthesis gene were immediately downregulated, while asparagine synthetase gene (*asnB*) and the S-box-regulated transcriptional units, involved in sulfur and methionine metabolism, were immediately upregulated after addition of Val. 

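At 30 min after glutamate the log2 ratio was 2.21 for *argC*, 1.86 for *argJ* (BG10192), 1.70 for *argB* (BG10193), 1.41 for *argD* (BG10194) and 1.46 for *argG*. The first 3 passed 3-fold, *argB* not without Lowess (1.51). At 5 min *argC* was at 2.49.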

Arginine biosynthesis, S-box-regulated units, and glycine cleavage system were induced, whereas glycine oxidase gene and glutamate synthase genes were repressed after treatment with glutamate. However, arginine biosynthesis and utilization (*argCJB, rocB*), BCAAs, phenylalanine, tyrosine and tryptophan biosynthesis, histidine metabolism (hutH), asparagine synthetase (*asnOH*), glutamine synthetase *(glnA)*, and glutamate synthase (*gltA*) gene were repressed, whereas S-box-regulated units, and glycine cleavage system genes were induced after treatment with glutamine. 

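At 30 min after glutamine the log2 ratio was -2.81 for *argC*, -2.12 for *argJ* and -1.29 for *argB*. At 24 h they stood at -1.75, -1.21 and -0.95.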

Fig. S1 depicted the effects of valine, glutamate, and glutamine on the metabolism of twenty amino acids.

#### Cysteine/Methionine metabolism and sulfur metabolism

Sulfur is a crucial atom in cysteine and methionine (Met), as well as in several coenzymes and cofactors such as thiamine, biotin, or coenzyme A (CoA). In this study, we observe that three amino acids all activate the sulfur metabolism, including the assimilation of sulfur, biosynthesis of cysteine and methionine, and methionine salvage process (Fig. 7 and Text S2). The genes, involved in the assimilation of sulfur, mostly are upregulated a certain extent after addition of the three amino acids. The *yusABC* and *yxeMNO* genes, related to the methionine uptake system, is most significantly activated (10–20 folds). Among three amino acids, glutamine exhibits the strongest active effect on assimilation of sulfur.

**Figure 7:**
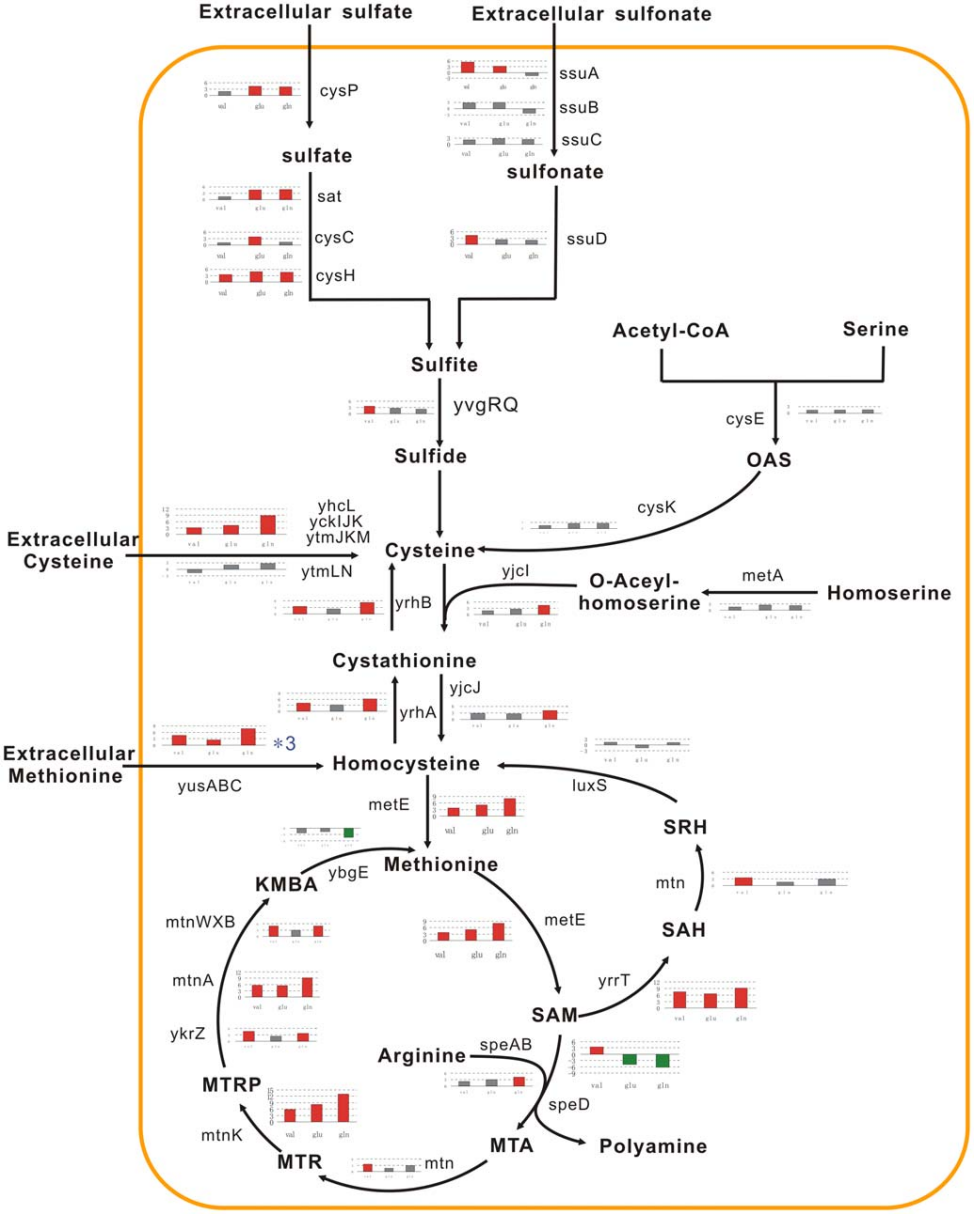
Effects of three amino acids on metabolism of sulfur. The expression of the genes related to transport and metabolism of sulfur is schematically presented. Three bars from left to right represent the fold changes of gene expression in response to valine, glutamate, and glutamine, repectively. Red bars represent an upregulation, green bars represent a downregulation, and grey bars refer to messages that are not considered to be significantly changed by our cutoff (three-fold).

*B. subtilis* has two major cysteine biosynthetic pathways: the thiolation pathway requiring sulfide and the reverse transsulfuration pathway, which converts homocysteine to cysteine with the intermediary formation of cystathionine. Although the production of sulfide from the uptake and reduction of sulfate (*cysP, cysC, cysH, sat genes*) is activated, three amino acids do not significantly induce the thiolation pathway (*cysK, cysE*). The genes *yrhA* and *yrhB*, involved in reverse transsulfuration pathway from homocysteine to cysteine, are upregulated by valine (3.5–4 folds at 5–30 min), glutamate (3 folds at 30 min), and glutamine (6 folds at 30 min).

*B. subtilis* has three major Met bioavailable pathways: the biosynthesis by transsulfuration pathway, Met salvage pathway, and SAM recycling pathway. The genes *metI* (*yjcI*) and *metC* (*yjcJ*), involved in transsulfuration pathway are induced at 30–120 min by only glutamine. Three amino acids all activate Met salvage pathway (*speD, speE*, *ykrTS* (*mtnKA*) and *ykrWXYZ (mtnWXBD)* operons, and SAM recycling pathway (*mtn, yrrT, metE*) at 30 min.

YrzC (now renamed by CymR) has been identified as a master transcription regulator in cysteine metabolism and sulfur metabolism. YrzC regulator negatively controlled the expression of *ytmIJKLMNO-ytnIJ-ribR-ytnLM, yrrT-mtn-yrhABC, yxeKLMNOPQ, ssuBACD-ygaN* operons, and *ytlI, cysK, yhcL(tcyP), ydbM* genes [59], [60]. In this study, the significant T-values of YrzC_Negative group genes indicated that three amino acids may have the effect upon cysteine metabolism and sulfur metabolism. Indeed, this observation is further supported by the significant induction of 4 out of 7 operons (*yrrT-mtn-yrhABC, yxeKLMNOPQ, ssuBACD-ygaN, yhcL*) by valine and the induction of 6 operons (but *ydbM*) by glutamine and glutamate (Fig. S2). The YrzC-dependent genes shared the similar expression pattern (clear and transient induction at 30 min) after treatment with Glu and Gln, indicating same regulatory effect of the two amino acids. Valine displayed the different effect on expression of YrzC-regulon: the *yxe* operon (encoding products resembling proteins that function in organic sulfonate and methionine uptake) and *yrrT-mtn-yrhABC* operon (involving in cysteine synthesis from S-adenosylmethionine through intermediates S-adenosylhomocysteine, ribosylhomocysteine, homocysteine, and cystathionine), were immediately and obviously up-regulated; *ydbM* gene, encoding a protein similar to butyryl-CoA dehydrogenase, was repressed. 

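After valine the log2 ratio of *ydbM* (BG12080) was -0.99 in culture 1 and 0.52 in culture 2 at 5 min, -1.60 at 30 min and -1.71 at 2 h. Without Lowess the later values were -1.23 and -1.41, under 3-fold.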

YrzC may be considered as a repressor controlling several pathways leading to cysteine biosynthesis, including the OAS-thiol-lyase (CysK), L-cystine transporters (YhcL and YtmJKLMN), sulfonate assimilation (SsuABCD), and the methionine-to-cysteine conversion involving YrhA and YrhB [61]. As revealed from these data in Fig. S2, expression of genes related to sulfur, methionine and cysteine metabolism was affected by three amino acids availability. The amino acids upgraded the sulfur flux from sulfite (including sulfite assimilation and uptake) and homocysteine to cysteine as well as the sulfur flux from SAM and homocysteine to methionine. Two major cysteine biosynthetic pathways both were intensified: the thiolation pathway requiring sulfite and the reverse transsulfuration pathway, which converts homocysteine to cysteine. Glutamine presented the induction of both pathways on the conversion of methionine-cysteine each other.

#### Phosphate metabolism

*B. subtilis* has two major systems of phosphate transport: a low-affinity phosphate uptake system (*pit* gene) and a high-affinity phosphate transport system (*pst* operon). In some organisms, a high expression of the PstS protein occurs under stress conditions, including alkali-acid conditions, the addition of subinhibitory concentrations of penicillin, and the response of pathogenic bacteria to the eukaryotic intracellular environment. These observations suggest that PstS would be one of the multi-emergency proteins that help cells to adapt to growth in different environments [62]. Valine, glutamate, and glutamine induced the expression of *pst* operon (Text S2) at 5 min, 30 min, and 24 h, respectively. 

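For *pstS* (BG11375) the log2 ratio at 5 min after valine was 2.52 in culture 1 and 0.23 in culture 2 (mean 1.38 ± 1.62, SD, n = 2, adjusted p 0.000333 from limma with the spread of all genes), so that its rise past 3-fold rests on culture 1. Taking the median of the spots the mean was 1.67. After glutamate it was 1.45 at 5 min, 3.21 at 30 min, 3.25 at 2 h and 4.79 at 24 h. At 24 h after glutamine it was 1.44, under 3-fold, and 1.64 with the median of the spots.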

In some organisms, such as *S. lividans* and *S. coelicolor*, certain carbon sources (fructose, galactose or mannose) can activate the expression of *pst* operon [63]. The *pit* gene also was up-regulated by three amino acids. In addition, all the *ybcPST* and *ybdABDE* genes of *skf* operon regulated by PhoP, Spo0A, and AbrB diplayed significant and transient (5–30 min) induction immediately after valine pulse, and produced the sporulation killing factor to lyze sister cells; all the *tuaABCDEFGH* genes of *tua* operon diplayed significant and transient (30–120 min) induction after glutamate pulse, and produced teichuronic acid. 

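At 5 min after valine the log2 ratio of *ybcT* (BG12717) was 2.68 in culture 1 and 1.59 in culture 2 (mean 2.14, adjusted p 2.31e-09 from limma). Those of *ybdA* (BG12718), *ybdD* (BG12720) and *ybdE* (BG12721) had means of 1.69, 1.80 and 2.02, with *ybdA* at 1.47, under 3-fold, in culture 2. At 30 min the 4 genes stood at 3.49, 2.45, 2.89 and 2.82. At 2 h *ybcT* was at 1.86 and *ybdE* at 1.61, the latter 1.53, under 3-fold, with normexp background correction and loess. After glutamate *tuaA* (BG12688) was at 2.88 at 30 min, 2.38 at 2 h and 2.54 at 24 h. *tuaE* (BG12692), *tuaF* (BG12693), *tuaG* (BG12694) and *tuaH* (BG12695) were at 2.03, 2.15, 2.18 and 1.89 at 30 min and at 0.65, 0.81, 0.80 and 0.90 at 24 h.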

In *B. subtilis*, *ybhH* gene of SigE-regulon, encoding a sporulation protein, was induced during phosphate deprivation [64]. In this study, *yhbH* gene was clearly repressed after treatment with valine and glutamine. These combined data revealed the obvious induction of some genes of PhoP-regulon may not result from phosphate starvation, may exist a connection between phosphate and amino acid regulation, which should be further investigated.

#### Nucleotide metabolism

There are three transcriptional regulators PyrR, PucR, and PurR, involved in nucleotide metabolism. The pathway responsible for the de novo synthesis of pyrimidines was encoded by PyrR/PurR-controlled *pyr* operon. The *pyr* operon, containing 10 genes, was slightly induced at 5 min after amino acid addition (Fig. S3). The expression of these genes was regulated by PyrR, PurR and cellular nucleotide pools.

The de novo synthesis of purine nucleotides is carried out by pathways encoded by *pur* operon. PurR, as a repressor of purine biosynthesis, inhibits transcription of its regulon genes *purR*, *pur*, *glyA*, *guaC*, *ytiP(pbuO)*, and *pbuG*, and *pur*, *nusB-folD*, *pyr*, and *xpt-pbuX* operons. The *pbuX*, *pbuE* (*ydhL*), *nupG* (*yxjA*), and *pbuG* genes encode purine transporter. The *purR* gene did not exhibited obvious change of expression. However, *pur* operon and *pbuX* gene of its regulon were significantly induced immediately at 5 min after treatment of three amino acids. Indeed, T-profiler analysis showed a strong induction of genes of purine biosynthesis at 5 min after amino acid additions (Fig. 5A–h). The significant *T* values for Pur_Negative gene groups were found. Interesting, these genes exhibited the different expression pattern at 30–120 min in response to valine, glutamate, and glutamine. The hypoxanthine-guanine permease *pbuG* was also induced by glutamate and glutamine. Purine efflux pump gene *pbuE* was repressed. Similarly, the results adjusting these genes expression levels leads to enlargement of cellular nucleotide pools for rapid growth.

When the preferred nitrogen sources, e.g., glutamate plus ammonia or glutamine, are not present in the growth medium, *B. subtilis* may activate PucR-regulon to utilize alternative nitrogen sources, such as purine, allantoic acid, allantoin, and uric acid. PucR is a transcriptional activator involved in the purine degradation pathway. PucR induces the expression of *yurHG*, *pucH*, *ywoE*, *pucJKLM*, *ureABC*, and *guaD* while it represses the expression of *pucR* and *pucABCDE*. The purine degradation in *B. subtilis* is subjected to a two-level positive control mechanism involving TnrA and PucR. 

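After glutamine the log2 ratio of *pucR* was -2.91 at 30 min, -3.11 at 2 h and -2.26 at 24 h.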

The addition of glutamine, as the favoured nitrogen source, *pucR* gene and most genes of *pucR*-regulon were significantly repressed promptly (Fig. S3). The glutamine inactivated TnrA, and repress the the expression of *pucR*. The *pucABC* genes, encoding xanthine dehydrogenases as first step of hypoxanthine and xanthine degradation pathway, were obviously repressed immediately. Meanwhile guanine and xanthine permease genes *pbuX, pbuG, pbuO (ytiP)* controlled by PurR were induced at 5–120 min, and to mediate the uptake of hypoxanthine, guanine and xanthine. Consequently, the integration of the expression of these genes leads to enlargement of cellular nucleotide pools for rapid growth. Valine displayed no effect on the purine degradation pathway. Only *pbuX* was significantly induced. Fig. 8 depicted the effects of valine, glutamate, and glutamine on the salvage and metabolism of nucleotides.

**Figure 8:**
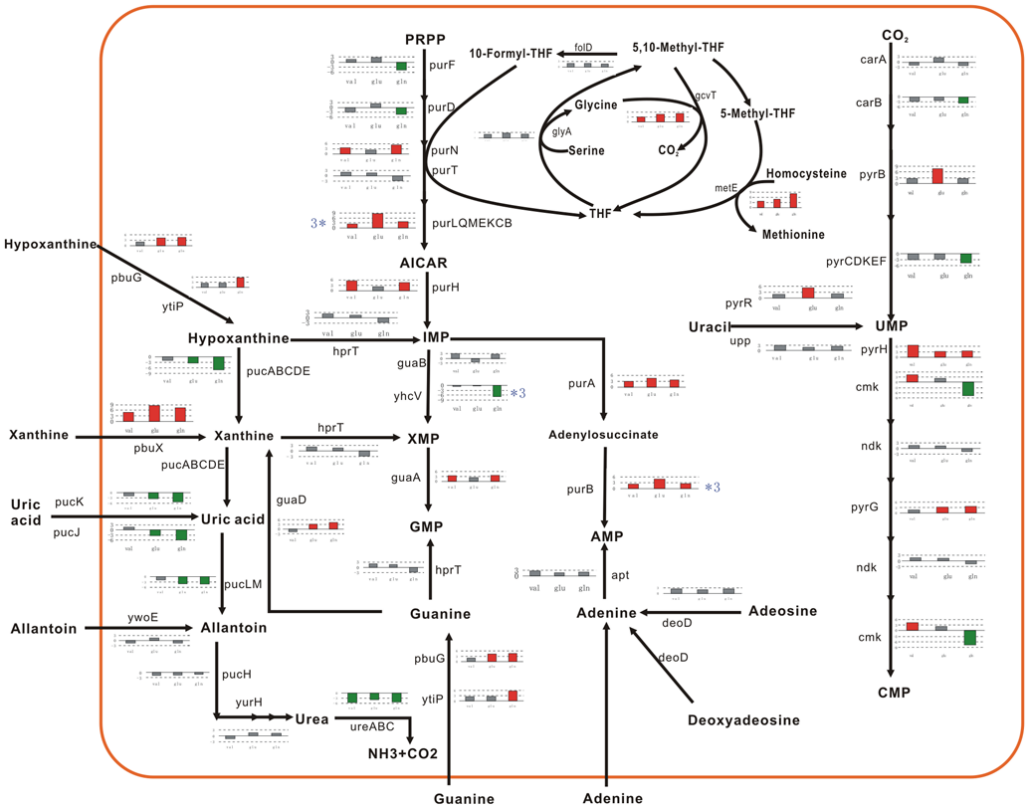
Effects of three amino acids on metabolism of nucleotide. The expression of the genes related to the salvage and metabolism of nucleotides is schematically presented. Three bars from left to right represent the fold changes of gene expression in response to valine, glutamate, and glutamine, repectively. Red bars represent an upregulation, green bars represent a downregulation, and grey bars refer to messages that are not considered to be significantly changed by our cutoff (three-fold).

#### Fatty-acid metabolism

In *B. subtilis*, two transcriptional global regulators, FadR (YsiA), a TetR family member, and FapR (YlpC), a DeoR family member, are involved in fatty acid degradation and biosynthesis respectively. FadR represses the expression of genes of fatty acid degradation [65], whereas FapR represses almost genes involved in all the processes in the biosynthesis of saturated fatty acids and phospholipids. 20 genes that are most correlated with Fap-regulon expression pattern (Fatty Acid Biosynthesis) were found across 116 microarray experiments by Hans Peter Fischer *et al.* [66], including *yjaX, yjaY, yhfB, gltT, fabD, accB, yhdO, ylpC, fabG, yxlF, panD, yjbW, panB, ylmB, plsX, yraK, azlD, ykoK, yobL*, and *yrhI*. Indeed, these genes were induced by valine, whereas were repressed by glutamate and glutamine (Fig. S4).

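The 8 genes of fatty acid biosynthesis with a symbol had a median log2 ratio of 1.45 at 2 h after valine, with 3 called up. At 30 min it was -1.20 after glutamate, with 2 called down, and -1.96 after glutamine, with 6 called down. These medians were higher than in 99.98% of random lists of 8 genes matched on mean intensity, and lower than in all but 0.09% and 0.02%. As the authors reported these genes from the same arrays, this is no independent test.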

A total of 25, 14, and 25 genes, involved in the metabolism of lipids were identified as significantly expressed at one or more time points in response to additions of Val, Glu, and Gln, respectively. Valine significantly induces *bkd* opreon immediately, involved in the utilization and degradation of isoleucine and valine for biosynthesis of branched chain fatty acid. As expected, T-profiler showed a clear induction of *bkd* operon genes to valine addition. 

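Of the *bkd* operon 4 genes have a symbol. At 5 min after glutamate *bkdAA* and *bkdAB* stood at -0.05 and -0.26, and *bcd* and *lpdV* at -0.32 and 0.17. After glutamine the 4 genes, in that order, were at 0.45, 0.38, 0.71 and 0.63. None was called at any time point after either pulse.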

The change on expression of the *bkd* operon was not observed after Glu and Gln addition. In addition, valine exhibits the moderate induction of FapR regulon, *uppS*, and *accD* genes for the biosynthesis of fatty acids and phospholipids, and repression of *yusJKL* operon (*fadN-A-E*) related to fatty acid β-oxidation. 

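At 2 h after valine the log2 ratio was 2.54 for *plsX* (BG11843), 1.82 for *fabD* (BG11836) and 1.57 for *fabHA* (BG13127). Taking the median of the spots, *fabD* was at 1.53, under 3-fold, and without Lowess *fabHA* was at 1.79, past it. *fabI* was at 1.16 at 2 h and 1.95 at 8 h. *yusJ* stood at -2.12 at 30 min, *yusK* at -1.53 and *yusL* at -1.72, the last -1.47 without Lowess. With normexp background correction and loess *yusK* was at -1.65, past 3-fold.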

Glutamate exerts immediate and strong effect on the fatty acid β-oxidation. 

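At 2 h after glutamate the log2 ratio was -4.17 for *ywjF*, -3.38 for *acdA*, -4.08 for *ysiA*, -4.03 for *ysiB*, -4.17 for *etfB* and -4.21 for *etfA*. For *yusJ*, *yusK* and *yusL* it was -3.36, -3.76 and -4.20. At 24 h *ywjF* was at -2.84 and *yusL* at -3.53.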

The operons *fadF* (*ywjF*)*-acdA-rpoE, yusJKL, lcfA-fadR-fadB-etfB-etfA*, *fadH-fadG* (*ykuF-ykuG*) are significantly downregulated after the addition of glutamate. Glutamine exhibits the moderate repression of *fapR* regulon genes for the biosynthesis of fatty acids and phospholipids, and *yusJKL*, *lcfA-fadR-fadB-etfB-etfA*, *fadH-fadG* operons related to fatty acid β-oxidation (Fig. S4). 

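At 30 min after glutamine the log2 ratio was -3.90 for *fabHB*, -2.46 for *fabI* and -1.18 for *plsX*. Of the 10 genes of fatty acid degradation with a symbol, 8 were called down at 30 min (median -1.68). At 24 h all 10 were up (median 1.61), with 5 called.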

The availability of three amino acids did not displayed impact on expression of *mmgABC* operon. It is noteworthy that *ywiE* gene, encoding cardiolipin (CL) synthase, is downregulated by three amino acids, and *des* gene, encoding fatty acid desaturase, are obviously downregulated by glutamate and glutamine. Two genes are both involved in the membrane components. The adjustment of membrane components maybe change the biophysical state of the membranes, which plays a key role in the regulation of some transporters [67]. *B. subtilis* has three putative anionic phospholipid cardiolipin (CL) synthases (*ywnE, ywiE* and *ywjE*). The transcriptional microarray analysis of stress responses has indicated that the *ywiE* gene is induced during ethanol or NaCl stress, its promoter being sigma B-dependent, as for most of the genes responding to general stress effectors [68]. Three amino acids repress the expression of *ywiE* gene at 30–120 min with 10–27 folds, and reduce the synthesis of anionic phospholipid cardiolipin. As a result, the decrease of negatively charged lipids in the lipid bilayer of the cells would reduce the negative charge of the surface of the membrane. *B. subtilis* does not produce unsaturated fatty acids via the de novo biosynthetic pathway, but rather forms *iso*- and *anteiso*-branched chain fatty acids. However, when the bacteria are subject to an abrupt shift to a lower growth temperature, existing phospholipids are desaturated to increase the fluidity of the membrane bilayer. This adaptive reaction is carried out by Δ5-fatty acid desaturase (Δ5-Des), a membrane-bound acyl desaturase that introduces a double bond at the 5-position of the fatty acid chain on intact phospholipids [69]. The *des* gene is tightly regulated by a two-component regulatory system DesK-DesR (YocF-YocG) encoded by the *desK-desR* genes located in an operon adjacent to the *des* gene. Des desaturation increases the fluidity of the membrane leading to reduces DesK kinase activity and reduced *des* expression. Diego de Mendoza *et al* proposed one model of *des* transcriptional control by DesK-DesR [70]. DesK is a bifunctional enzyme with both kinase and phosphatase activities that could assume different signaling states in response to changes in membrane fluidity. DesR is activated by DesK in response to a decrease in membrane lipid fluidity, and to induce *des* gene expression. Glutamate and glutamine repress immediately the expression of *des* gene with 14–55 folds. 

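The log2 ratio of *yocF* (*desK*) was 0.42 at 5 min and -0.71 at 24 h after glutamate, and -0.75 and -1.19 after glutamine. For *yocG* (BG13520) (*desR*) it was 0.13 and -0.88 after glutamate, and -0.84 and -0.72 after glutamine.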

The significant change of *desK-desR* genes expression is not observed after addition of glutamate and glutamine. It is unclear that whether the repression of *des* gene by glutamate and glutamine is mediated through DesK-DesR or the unknown regulation mechanism of *des* gene seems to exist. Fig. 9 depicted the effects of valine, glutamate, and glutamine on the fatty-acid metabolism.

**Figure 9:**
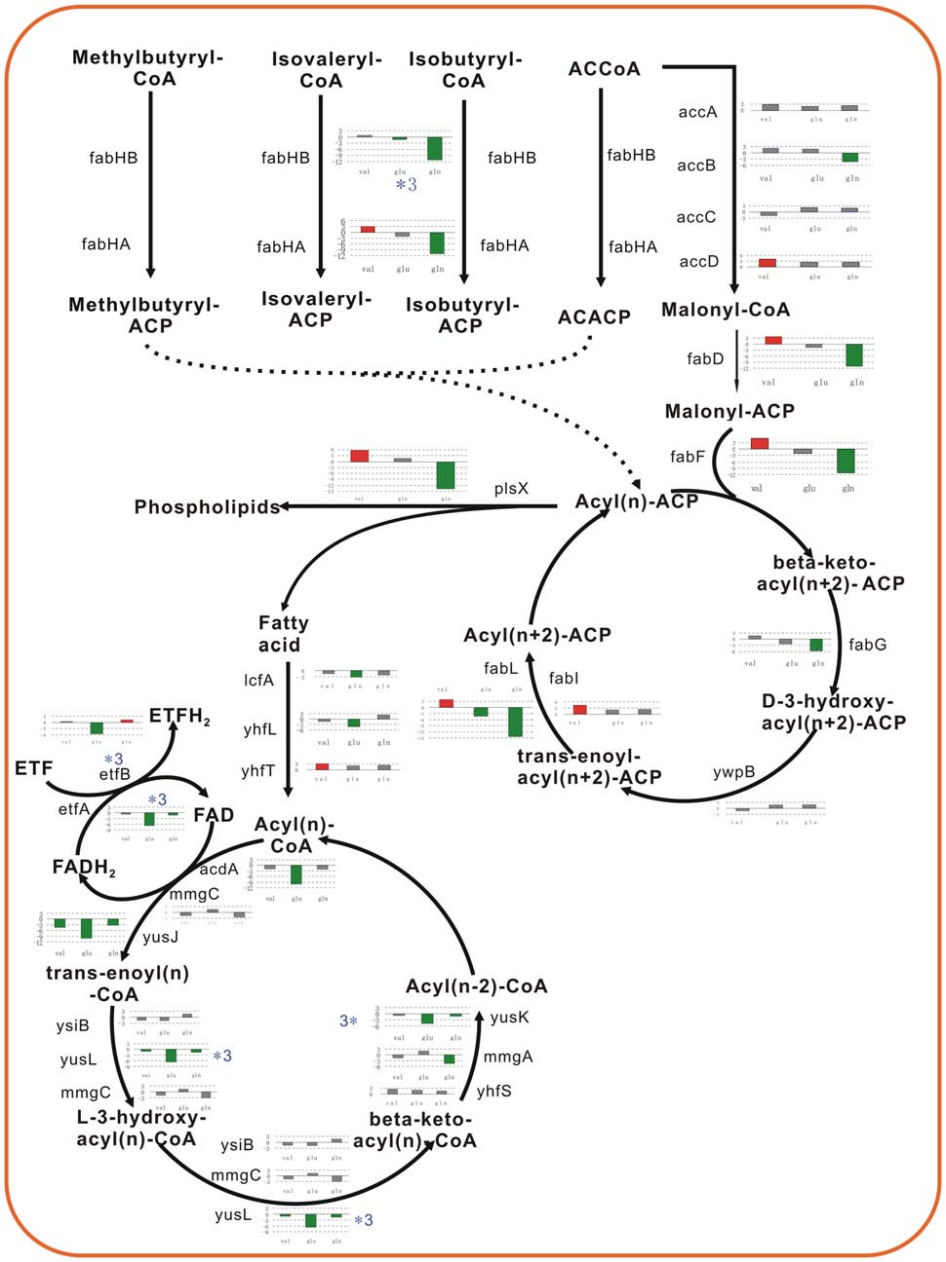
Effects of three amino acids on metabolism of fatty-acid. The expression of the genes involved in biosynthesis and degradation of fatty-acid is schematically presented. Three bars from left to right represent the fold changes of gene expression in response to valine, glutamate, and glutamine, repectively. Red bars represent an upregulation, green bars represent a downregulation, and grey bars refer to messages that are not considered to be significantly changed by our cutoff (three-fold).

#### Metabolism of coenzymes and prosthetic groups

Thiamine is an essential cofactor comprising a sulfur heterocycle. Its biosynthesis needs two separated pathways. The first synthesizes the thiazole group (5-methyl-4-(-hydroxyethyl) thiazole), and the second a pyrimidine (4-amino-5-hydroxymethylpyrimidine pyrophosphate). These two molecules are combined to yield thiamine pyrophosphate. The pyrimidine moiety is derived from 5-aminoimidazole ribotide. Thiazole is derived from tyrosine, cysteine, and 1-oxy-D-xylulose-5-phosphate. The pathways involve several operons and genes such as *tenAI-goxB-thiSGF-yjbV (thiD)*, *ywbI-thiME*, *thiC, thiL*, *pdxK* (*ywdB*), *yuaJ* and *ykoFEDC (thiUVWX)*. Valine inactivates immediately the biosynthesis and transport of thiamine by downregulating *tenAI-goxB-thiSGF-yjbV* operon. Glutamate inactivates strongly the biosynthesis and transport of thiamine at 30–120 min by downregulating *tenAI-goxB-thiSGF-yjbV* operon (ca. 100-fold), *ykoFEDC* operon (ca. 10-fold), and *thiC* (ca. 9-fold). 

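The log2 ratio at 30 min after glutamate was -3.58 for *ykoF* (BG13251), -3.31 for *ykoE* (BG13250), -3.44 for *ykoD* (BG13249) and -3.35 for *ykoC* (BG13248). At 2 h these genes stood at -3.39, -3.87, -4.09 and -4.10, and at 24 h none was past 3-fold. The other operon and *thiC* are not paired with an identifier.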

Glutamine displays the reverse effect on the biosynthesis of thiamine: moderately induce the *ykoFEDC* operon (ca. 3-fold) and *thiC* (ca. 4-fold). 

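At 2 h after glutamine the *ykoFEDC* genes had a median log2 ratio of 1.74, from 1.54 for *ykoE* to 2.36 for *ykoF*, and 3 of the 4 were called. *ykoC* was at 1.59, and at 1.51 with normexp background correction and loess.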

Recently Jenkins *et al*. [71] have identified a new pathway involved in the salvage of base-degraded forms of thiamin. Thiamin hydrolysis products such as N-formyl-4-amino-5-aminomethyl-2-methylpyrimidine (formylaminopyrimidine) are transported into the cell using the Thiamine transport system, Formyl aminopyrimidine can then be converted to aminopyrimidine by the *ylmB*-encoded amidohydrolase that in turn is hydrolyzed to hydroxypyrimidine by TenA (thiaminase II). Hydroxypyrimidine is then used as a building block for the biosynthesis of thiamine phosphates and in particular the cofactor thiamine diphosphate. We find that *ylmB* gene is downregulated (ca. 5-fold) at 30–120 min after glutamate addition. 

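The 5 *bio* genes with a symbol had a median log2 ratio of 1.27 at 5 min after valine (1.59 in culture 1 and 1.02 in culture 2), from 1.06 for *bioA* (BG11524) to 1.47 for *bioW* (BG11529), none past 3-fold. *bioW* (1.92), *bioD* (BG11526) (1.84) and *bioI* (BG11528) (1.59) were past it in culture 1, and none was in culture 2. At 30 min the 5 genes were between 1.54 and 2.15, the value of *bioB* (BG11525). There 4 were called, and *bioA* was also past 3-fold without Lowess (1.85). *hepT* (BG10281) was at 1.48 in culture 1 and 0.54 in culture 2 at 5 min, 2.35 at 30 min and 2.46 at 2 h.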

Valine also activated the biosynthesis of biotin (*bio* operon) and linear heptaprenyl unit (heptaprenyl−diphosphate synthase genes *hepS* and *hepT*). *B. subtilis* was reported to produce the catecholic siderophore itoic acid (2,3-dihydroxybenzoate (DHB)-glycine) encoded by the *dhb* operon in response to iron deprivation (Fur-regulon). In our case, *dhb* operon is induced by valine, whereas repressed by glutamate.

### Conclusion

In the current study, we exploit the accurate control of chemostat *B. subtilis* cultures to generate reproducible perturbation experiments with amino acids. Although the comprehensive transcriptional profiling of *B. subtilis* in response to amino acid mixtures availability has been studied [15], to our knowledge, this is the first comparative investigation of the effects of different mono amino acid on global gene expression over time. In addition, this is the first report to explore the relationship between the actions of valine, glutamate, and glutamine using a comprehensive expression profiling approach. We found that the addition of different amino acids resulted in a distinctive massive restructuring of the transcriptional output. The data about dynamics of transcript levels in response to each amino acid revealed overlap and divergence between the actions of these three amino acids. A total of 673, 835, and 1135 genes (approximately 16.4%, 20.3%, and 27.7% of all *B. subtilis* genes) were identified as significantly expressed at one or more time points in response to pulses of valine, glutamate, and glutamine, respectively, including genes, involved in cell wall, cellular import, metabolism of amino-acids, fatty acid, and nucleotides, transcriptional regulation, flagellar motility, chemotaxis, phage proteins, sporulation, and many genes of unknown function (40–62%). 213 genes were induced by both Glu and Gln, and 93 genes were upregulated by both Val and Gln. A group of 44 genes was upregulated by treatment with all three amino acids. 

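The rule called 36 genes up in all 3 pulses, where independent calls would give 4.48. For glutamate and glutamine 202 genes were called up in both (58.7 if independent), for valine and glutamine 79 (37.1) and for valine and glutamate 66 (37.8).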

A total of 219 genes were repressed by both Glu and Gln, and 214 genes were repressed by both Val and Gln. Only 118 genes were down-regulated by both Val and Glu. 

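In all 3 pulses 104 genes were called down, against 6.05 for independent calls. For glutamate and glutamine 229 genes were called down in both (73.5 if independent), for valine and glutamine 218 (56.8) and for valine and glutamate 125 (36.0).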

A total of 101 genes were mutually repressed by three amino acids. T-profiler analysis revealed that SigB-, SigW, and SigD-controlled genes had similar temporal expression pattern after Glu and Gln addition, the expression of genes dependent on SigK and SigE were significantly repressed by Val and Gln. The amino acids responsive genes with known-function were classified based on their established or putative functions according Subtilist database. This classification of genes is important for understanding the functional divergence and modes of action of amino acids on gene expression, and will be useful for obtaining a system view of the regulation effect of amino acids to provide insight into the activities of amino acids as effectors. The results revealed the different and sequential cellular processes in response to a sudden addition of various amino acids. Approximately 215, 140, and 113 genes, as rapidly responding genes, were found to change threefold during the first 5 min after treatment with valine, glutamate, and glutamine, respectively. The number of the rapidly valine-regulated genes was about twice than the rapidly glutamate/glutamine-regulated genes. Valine immediately and significantly regulated the expression of genes, involved in transports of nutrients, metabolism of amino acid, and ribosome biogenesis at 5 min, whereas most of these genes were regulated at 30 min after addition of glutamate/glutamine. This suggested that valine exerted the more direct effects on gene expression for the rapid growth. Glutamate and glutamine exhibited delayed regulation of the expression of these genes. We have also analyzed the effect of exogenous amino acids on gene expression of the major metabolic pathways in cell to better understand the role of amino acid in metabolic network. Our analysis demonstrated that the metabolism of *B. subtilis* was reprogrammed following amino acid pulses. The data revealed that three amino acids all resulted in induction of biosynthesis of purines and pyrimidines, sulfur assimilation, and biosynthesis of cysteine and methionine, whereas displayed different effects on metabolism of carbohydrate and nitrogen, biosynthesis and β-oxidation of fatty acid, metabolism of coenzymes and prosthetic groups. Our data comfirmed that amino acids significantly affected expression of sporulation, competence, chemotaxis, and motility genes, whereas three amino acids had different effects on expression of these genes.

Our study provide new insight into the mechanism of amino acid function as effectors to transcriptional regulation, and to better elucidate the specific actions of each amino acid. In view of the diversity and complexity of signaling network underlying gene expression responses to valine, glutamate, and glutamine, many fundamental mechanisms remained to be resolved. In future investigations, it will be interesting to uncover the regulatory interplay between transcriptional network, metabolic network, and the metabolites that serve as effectors for bridging the the gap between the metabolic and regulatory networks in *B. subtilis*. These studies will be essential to meet the longstanding challenge of systems biology: to reconstruct integrated model of transcriptional and metabolic networks including regulation mediated by metabolites, and to come to an integral understanding of responses of living cells to environment.

## Materials and Methods

### Strain, media and growth condition

In this study, *Bacillus subtilis* 168 was used. Bacteria was inoculated in LB medium (10 g tryptone, 5 g yeast extract, and 10 g NaCl per liter of distilled H_2_O), grown for 16 h at 37°C and 200 rpm. The seed culture was used to inoculate in a an aerobic chemostat culture in a 5-L fermentor with a working volume of 2 L on the adapted medium (2 g (NH_4_)_2_SO_4_, 7g K_2_HPO_4_, 3 g KH_2_PO_4_, 1 g sodium citrate, 0.2 g MgSO_4_·7H_2_O, 5 g glucose per liter of distilled H_2_O). The culture was allowed to grow in batch mode for 7–8 h before the feed pump and effluent pump were turned on to start the chemostat. The concentration of glucose was increased to 20 g per liter of distilled H_2_O in feed medium. Chemostat experiments were performed under aerobic conditions at a dilution rate of 0.1 h^−1^ based on growth rate of the strain. The pH was measured using a glass electrode and controlled at 7.0 using ammonia water. Other fermentation parameters are a temperature controlled at 37°C, an inlet airflow of 0.6 L/min, stirrer speed of 500 rpm and dissolved oxygen higher than 30%. Optical density (OD_600_), remaining sugar concentration and colony morphous were measured every one or two hours during fermentation, the continuous culture was considered as steady state if these fermentation parameters were stable.

At the age of 70 h, the steady-state chemostat culture was perturbed by the addition of amino acid (valine, glutamate, or glutamine) to the fermentor so that amino acid concentration was suddenly increased to about 1.8 g/l, 3.3 g/l, or 4.6 g/l (15.4 mM, 22.4 mM, or 31.5 mM). The amino acid was rapidly injected by a pneumatic system (<1 s). The samples were harvested prior to the amino acid pulse (steady-state samples, t = 0, as reference samples) and at different time points (5 min, 30 min, 2 h, 8 h, 24 h) after the perturbation. Samples drawn for RNA isolation were immediately quenched in liquid nitrogen, and stored at −80°C. The whole procedure took no longer than 50 s. Two independently cultured replicates were performed for the valine pulse experiment. The results for glutamate and glutamine were derived from a single culture.

### Microarray construction

The *B. subtilis* DNA microarrays (BSU v1.0) were customized using Agilent eArray 5.0 program according to the manufacturer's recommendations (https://earray.chem.agilent.com/earray/). Each customized microarray (8 X15K) contained spots in triplicate with 4,106 gene-specific 60-mer oligonucleotides representing the 4,106 protein-coding genes in *B. subtilis* (as reported for the *B. subtilis* genome at http://genolist.pasteur.fr/SubtiList/).

### RNA isolation, labeling, hybridization, and scanning

30 mL of culture broths from chemostat culture were sampled, rapidly filtered within seconds, and quenched in liquid nitrogen, subsequently stored at −80°C until further use. Total RNAs were isolated from culture samples by using the Trizol reagent (Gibco BRL, Cleveland, OH) according to the standard protocols. The RNAs were subsequently purified by QIAGEN RNeasy Mini Kit. The quality and quantity were determined by nanodrop UV spectroscopy (Ocean Optics) and analysis on a RNA 6000 Nano LabChip (Agilent Technologies) using a 2100 bioanalyzer (Agilent Technologies).

Agilent Quick Amp Kit (Agilent Technologies) was used to synthesize cDNA from total RNA samples of 2 µg and subsequently produce the amino allyl modified cRNA according to the supplier's manual, except using amino allyl-dUTP (Ambion). The amplified cRNAs were purified using Qiagen's RNeasy mini spin columns, and quantitated by Nanodrop ND-1000. In the next step, the amino allyl labeled cRNA of 4 µg is coupled with the monoreactive succinimide ester derivative of a Cy dye (GE healthcare, PA13105 or PA15100). The fluorescently labeled cRNA is purified with a RNeasy mini spin column, to remove any unreacted dye. The resulting fluorescently labeled cRNA is fragmentated in fragmentation buffer (Agilent). The prepared-as cRNA of 55 µl was mixed in 55 µl GEx Hybridization Buffer HI-RPM (Agilent). Hybridization was performed in an Agilent Microarray Hybridization Chamber (G2534A) for 16 h at 65°C at rotation of 10 rpm. After the hybridization, the slides were washed in Gene Expression Wash Buffer (Agilent). Microarrays were scanned using an Agilent G2565BA scanner.

### Microarray data extraction, processing, and analysis

Feature extraction and image analysis software (Feature Extraction Software; Agilent Technologies) was used to locate and delineate every spot in the array, to integrate each spot's intensity, and to normalize data using the Lowess method [72]. After masking data points with flag value of non-zero or a signal-to-noise ratio smaller than 2.6, the remaining data were log transformed and averaged for each gene and each time-point. All microarray data reported in the manuscript is described in accordance with MIAME guidelines. A threefold change and a less than pValueLogRatio (pValueLogRatio<0.05) were used as thresholds for selection of amino-acid-regulated genes. Clustering analyses were performed using Microarray Expression Viewer software MeV 4.0 (MEV-TIGR; http://www.tm4.org/mev.html). All amino-acid-regulated genes were distributed over MIPS functional categories as a function of time (s) (http://mips.gsf.de/projects/funcat) with a threshold *p*-value of 0.01 with Bonferroni correction.

To identify different gene expressional reponses to different amino acid pulses, the probe-level log ratios in each two pulse experiments were tested for difference using the paired t-test, and DE probes were determined with thresholds of *p*-values adjusted by the BH method [73] (adjusted *p*-value< = 0.2 for Val vs. Glu and Val vs. Gln; nominal *p*-value <0.05 for Glu vs. Gln). Combining these between-experiment DE probes led to 2508 DE probes, or 922 DEGs. A hierarchical clustering of the 922 DEGs was also performed using MeV 4.0.

To assess the contribution of the expression of genes from specific gene classes to the total gene expression of all 4,003–4,091 genes, all genes were analyzed with T-profiler [74]. T-profiler was adapted for the use of *B. subtilis* transcriptome data by implementing predefined gene groups from the following sources: the Database of Transcriptional Regulation in *Bacillus subtilis* (DBTBS) (release May 2006), the Kyoto Encyclopedia of Genes and Genomes database (KEGG) (release May 2006), the SubtiList database, and the stringently controlled genes by Alex Ter Beek *et al.* [28]. All microarray data were online performed for T-profiler analysis (http://www.science.uva.nl/~boorsma/t-profiler-bacillusnew/). Gene groups regulated positively or negatively by a specific transcription factor were named accordingly. For transcription factors acting both as an activator and as a repressor, separate gene groups were made.

## Supporting Information

Dataset S1 Clusters and List of Genes That Significantly Changed upon AA Additions. Each worksheet contains amino acid-responsive gene clusters (three-fold changes). Columns in each worksheet indicate the following (from left to right): Heatmaps of clusters; Gene name; Log2 ratios (expression of samples of T = 5 min, 30 min, 2 h, 8 h, or 24 h versus reference sample of T = 0); Sig: sigma factor; Reg: transcriptional regulator; Description.
(3.26 MB XLS) Click here for additional data file.

Figure S1 Effects of Three Amino Acids on Biosynthesis of Amino Acids. The effects of valine (A), glutamate (B), and glutamine (C) on the metabolism of twenty amino acids are shown. Red arrows: activation of pathway; Green symbal T: repression of pathway.
(0.93 MB TIF) Click here for additional data file.

Figure S2 The expression profiles of genes involved in metabolism of sulfur. Expression pattern of genes of YrzC-regulon after treatments with Val (A), Glu (B), and Gln (C), other genes related to sulfur metabolism after treatments with Val (D), Glu (E), and Gln (F), yjcIJ (metIC), ykrV (mtnV), ykrZ (mtnZ, mtnD).
(1.65 MB TIF) Click here for additional data file.

Figure S3 The expression profiles of genes related to nucleotide metabolism. Expression pattern of PyrR operon, PucR-regulon, and PurR-regulon in response to Val (ADG), Glu (BEH), and Gln (CFI).
(2.72 MB TIF) Click here for additional data file.

Figure S4 The expression profiles of genes involved in fatty acid metabolism. Expression pattern of the genes related to fatty acid biosynthesis in response to val(A), Glu (B), and Gln (C). Expression pattern of the genes related to fatty acid degradation in response to val(D), Glu (E), and Gln (F).
(1.33 MB TIF) Click here for additional data file.

Table S1 Between-experiment Differentially Expressed Genes. Columns indicate the following (from left to right): Heatmaps of clusters; Gene No; Gene name; Sig: sigma factor; Reg: transcriptional regulator; Description; and Functional category (Subtilist Database).
(0.62 MB XLS) Click here for additional data file.

Table S2 Rapidly AA-responsive Genes (at 5 min). All rapidly AA-responsive genes and change folds were listed by the induction, repression, and functional classifications (Subtilist Database).
(0.07 MB XLS) Click here for additional data file.

Table S3 T-values of Gene Groups using Subtilist-pathway Model. The expression values of all genes after amino acid treatments (Dataset S1) were performed with Subtilist-pathway Model for T-profiler analysis in-line (http://www.science.uva.nl/boorsma/t-profiler-bacillusnew/). T-value, E-value (>0.05), Mean, and ORFs are listed.
(0.03 MB XLS) Click here for additional data file.

Table S4 T-values of Gene Groups using Transcript Regulators Model. The expression values of all genes after amino acid treatments (Dataset S1) were performed with transcript regulators model for T-profiler analysis in-line (http://www.science.uva.nl/boorsma/t-profiler-bacillusnew/). T-value, E-value (>0.05), Mean, and ORFs are listed.
(0.04 MB XLS) Click here for additional data file.

Table S5 T-values of Gene Groups using KEGG-pathwayModel. The expression values of all genes after amino acid treatments (Dataset S1) were performed with KEGG-pathway model for T-profiler analysis in-line (http://www.science.uva.nl/boorsma/t-profiler-bacillusnew/). T-value, E-value (>0.05), Mean, and ORFs are listed.
(0.04 MB XLS) Click here for additional data file.

Text S1 Replicate and Reproducibility. Reproducibility of replicate experiments was discussed.
(0.14 MB DOC) Click here for additional data file.

Text S2 Expression Analysis of Some Genes in Response to Val, Glu, and Gln. The genes, involved in sporulation/germination, motility, cell-wall, cysteine/methionine metabolism, phosphate metabolism, and transcriptional factors, were discussed.
(3.92 MB DOC) Click here for additional data file.

# Supplementary material for: Time-Resolved Transcriptome Analysis of Bacillus subtilis Responding to Valine, Glutamate, and Glutamine
**Source:** PLoS One. 2009 Sep 18;4(9):e7073. doi: 10.1371/journal.pone.0007073
**Supplement:** Text S1 — Replicate and Reproducibility. Reproducibility of replicate experiments was discussed. (0.14 MB DOC)

## Supporting Information:

## Time-resolved Transcriptome Analysis of *Bacillus subtilis* Responding to Valine, Glutamate, and Glutamine

**Test S1 Replicate and reproducibility**

Two independent cultures were pulsed with valine. The raw data were read into R using the Limma function read.maimages, which recognized the mean intensity of each probe and the median of the corresponding background. To remove the intensity-level-dependent bias of log ratios, all probes except the control spots underwent the loess normalization. As the red channels (Cy5) all reflect gene expressions in the reference sample, which should have no between-array difference, we applied the ‘Rquantile’ normalization method from the limma package to ensure that the red (second) channel has the same empirical distribution across arrays. The log-scaled intensities in the green channels (i.e., expression values of the samples of interest), and the M (log2 ratio) values were output for subsequent analyses.

Log intensities in either channel demonstrated a high correlatioin between the two series of replicated measurements (above 0.9, p<1e-16), and correlation was also significant if examining the replicated log ratios. Additionally, we investigated the relationship between CVs (coefficients of variation) and mean values. This was done for log2R, log2 G, and M, respectively. It is seen that CVs of log intensities in either channel were nearly all below 20%, but CVs of Ms were much higher. However, the CV of M goes down with the absolute value of M. It means that higher M is associated with lower variance.

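Over all genes with a value on both valine arrays at 5 min, in the setting of that text, Pearson's r of the log2 ratio between the cultures was 0.609 across genes, which are not independent replicates, and the median CV was 89.1%.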

These two independent pulses were highly reproducible and the median coefficient of variation (CV, S.D. divided by the mean) for the signals of red and green channels at replicate time point of 5 min was below 6.1%.

Figure S1

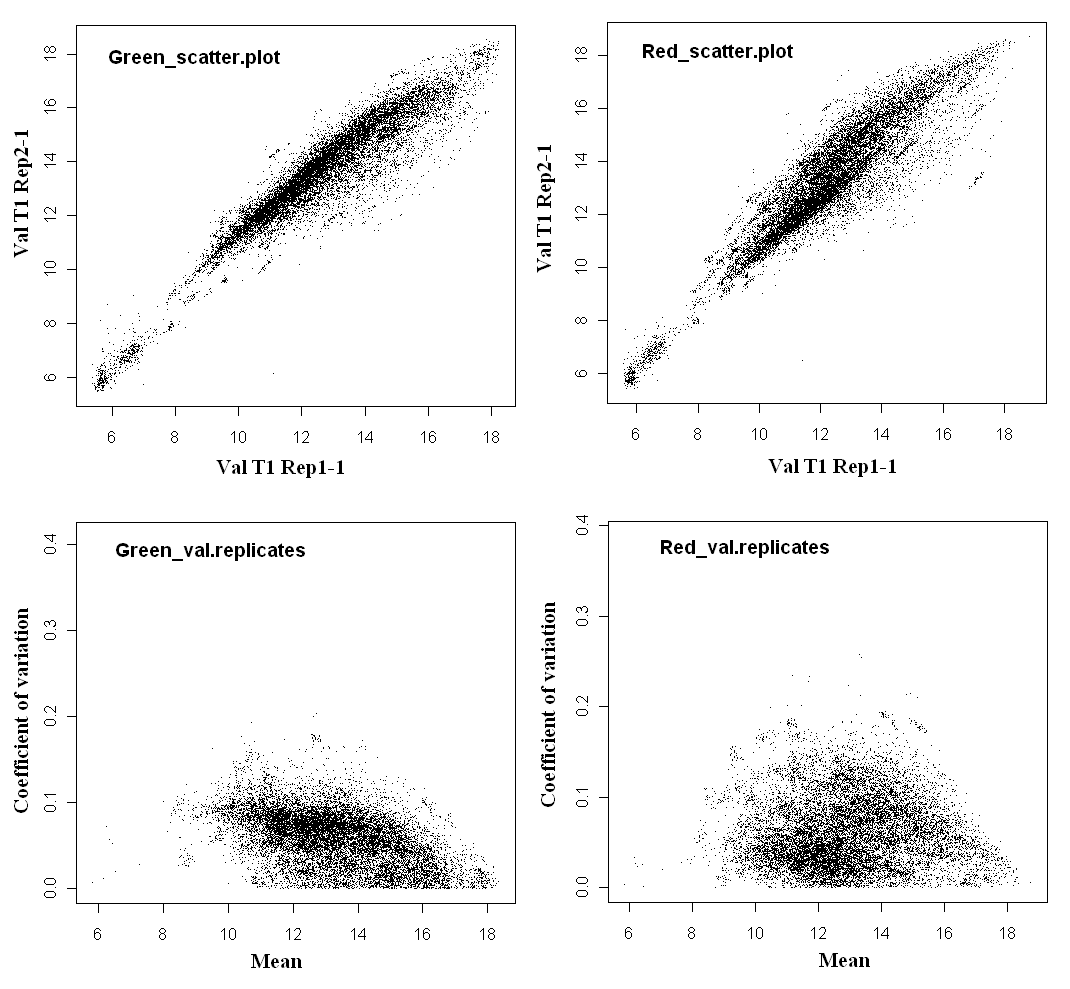

Table S1 The correlation values and median CV between biological replicates

|  | Correlation value | p-value | median(cv) % |
| --- | --- | --- | --- |
| Log2 R | 0.92 | <2.2e-16 | 6.12 |
| Log2 G | 0.94 | <2.2e-16 | 5.40 |
| M ( > threefold) | 0.82 | <2.2e-16 | 15.8 |

# Supplementary material for: Time-Resolved Transcriptome Analysis of Bacillus subtilis Responding to Valine, Glutamate, and Glutamine
**Source:** PLoS One. 2009 Sep 18;4(9):e7073. doi: 10.1371/journal.pone.0007073
**Supplement:** Text S2 — Expression Analysis of Some Genes in Response to Val, Glu, and Gln. The genes, involved in sporulation/germination, motility, cell-wall, cysteine/methionine metabolism, phosphate metabolism, and transcriptional factors, were discussed. (3.92 MB DOC)

## Supporting Information:

## Time-resolved Transcriptome Analysis of *Bacillus subtilis* Responding to Valine, Glutamate, and Glutamine

**Test S2 Expression of some genes in response to val, glu, and gln**

**1. Expression of sporulation and germination genes**

There are 153 genes related to sporulation in DBTBS database, 37, 17, and 83 genes of among them showed clear repession after Val, Glu, and Gln treatments, respectively (Fig. S1 and Table S1).

**
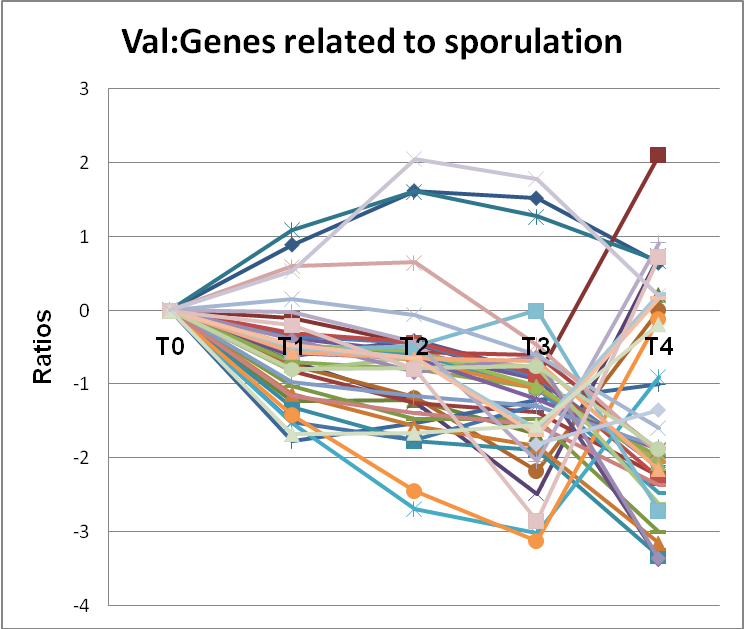
** **
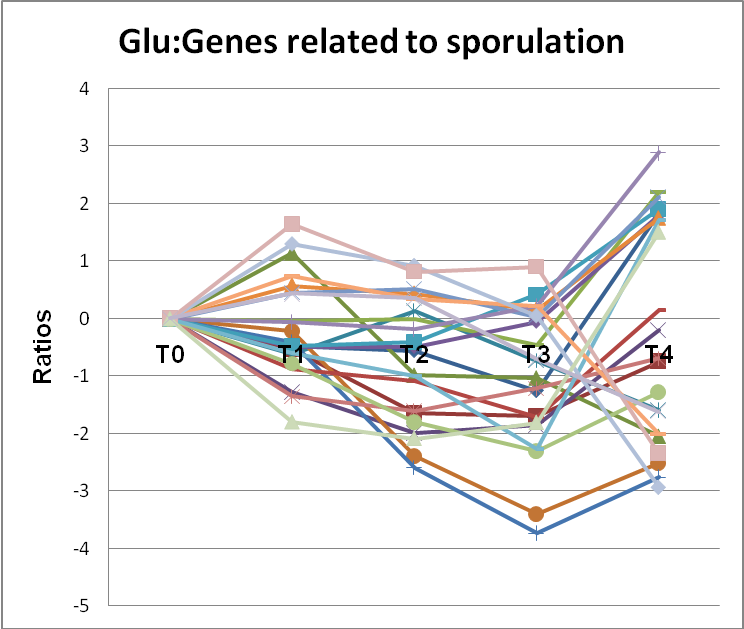
** **
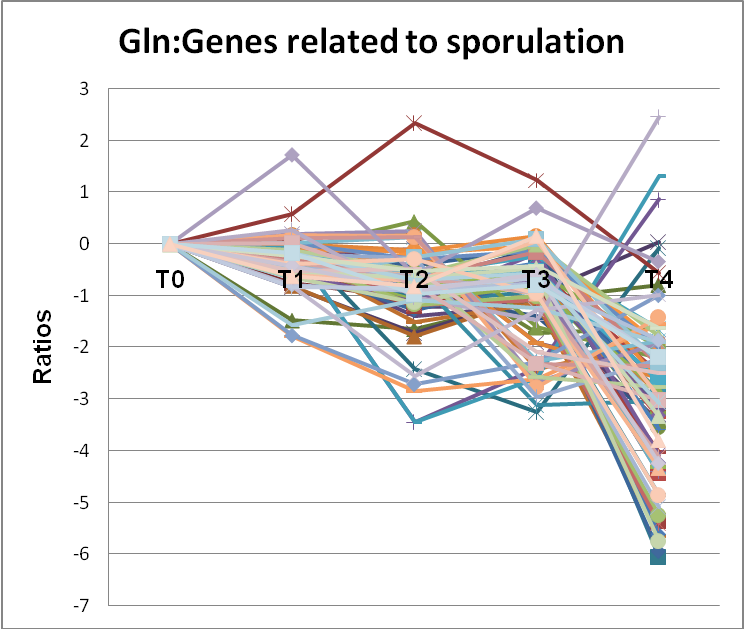
**

**Figure S1.** Expression pattern ofgenes ralated to sporulation after treatments with Val (A), Glu (B), and Gln (C)

**Table S1. AA-responsive genes related to Sporulation**

The expression of genes dependent on GerE, involved in late spore coat genes and germination, also produced significant *T*values after 24 h of valine and glutamine addition. The repressionof the GerE-dependent genes (20 genes and 31 genes with respect to Val and Gln) was shown in Fig. S2 and Table S2. Only ribonuclease III gene (*rnc*) and one spore coat protein gene (*cotC*) were induced by valine and glutamine, respectively. Three genes (*cotA, cgeD, cgeE*) were overrepresented by glutamate. Furthermore, glutamate displayed less effect on the process of sporulation and germination compared with valine and glutamine.

**
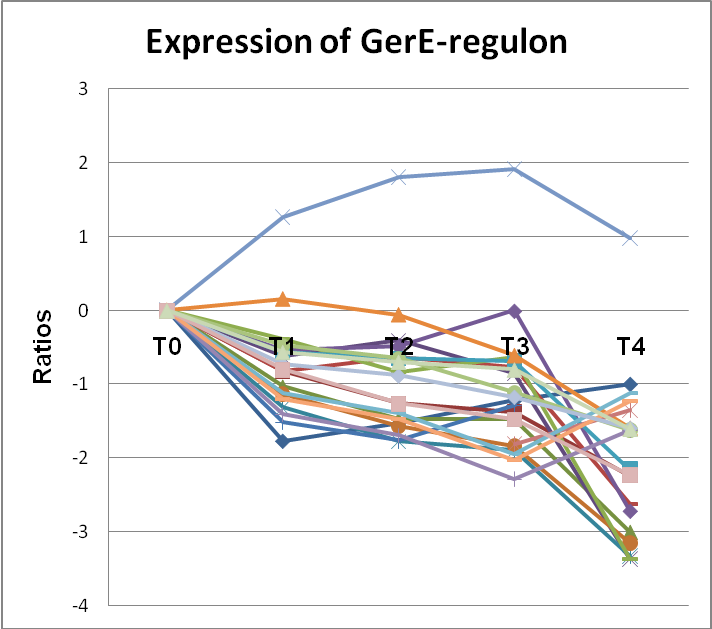

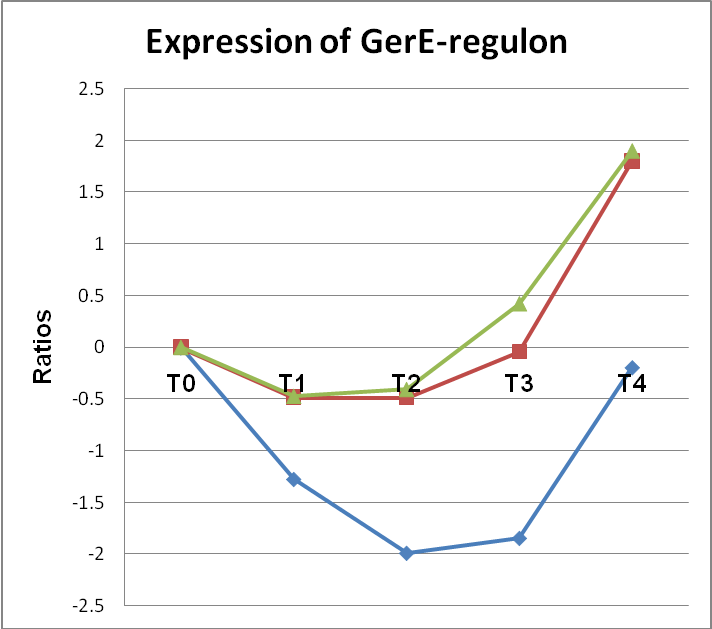

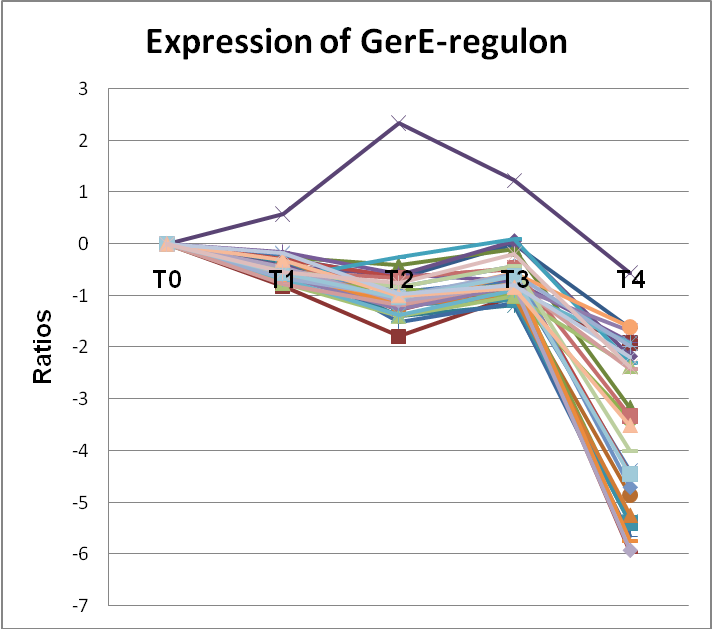
**

**Figure S2.** Expression pattern ofgenes of GerE-regulon after treatments with Val (A), Glu (B), and Gln (C)

**Table S2. AA-responsive genes of GerE-regulon**

**2. Expression of motility-associated genes**

**Table S3. Genes involved in motility with threefold changes**

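At 8 h after valine all 43 flagellar and chemotaxis genes with a symbol had a log2 ratio below 0, with a median of -1.70, and 23 were called down. The lowest was *hag* and the ratio nearest 0 was -0.34. The symbols of these genes come from lists that the authors made on these same arrays, so their shared direction is no independent test. At 5 min the median was -0.11, with 0.05 in culture 1 and -0.29 in culture 2.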

Twenty-three of the 56 known flagellar and chemotaxis genes (*motAB, hag, fliDST, fla/che* operon, *mcpABC*) were expressed at lower levels 8 h after valine pulse; the majority of these genes are regulated by sigma factor SigD (Fig.S3A). Forty-one genes (*motAB, hag, fliDST, fla/che* operon, *mcpABC*) involved in motility were differently induced at 24 h following glutamate addition (Fig.S3B). 

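Of the flagellar and chemotaxis genes with a symbol, 42 had a value at 24 h after glutamate. All were above 0, between 1.09 and 2.92 with a median of 2.20, and 38 were called up. As their symbols come from the authors' lists from these same arrays, this is no independent test.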

Interestingly, we observed major changes in *motAB* and *ytxDE (motPS)* genes involved inrotary motor of bacterial flagellum upon amino acids addition (Fig.S3C).

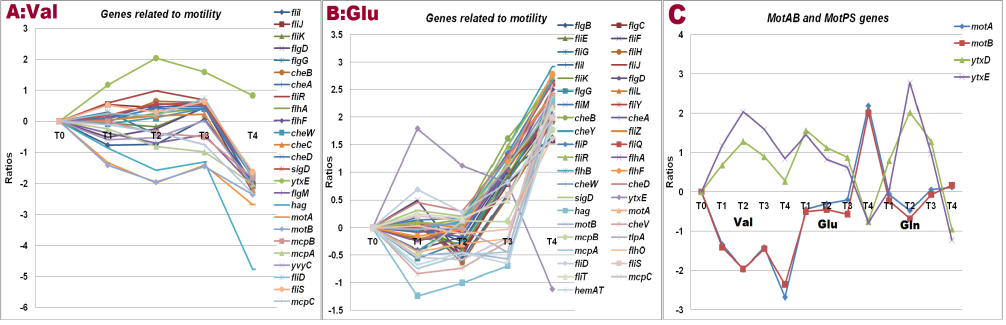

**Figure S3. The expression profiles of genes related to motolity**

The genes with threefold changes were shown after treatment of valine (A) and glutamate (B). (C) The different expression patterns of *motAB* and *motPS* genes under the conditions of three amino acids treatments.

**3. Expression of cell-wall-associated genes**

The SigW regulon of *B. subtilis* has been functionally implicatedin cell-wall-associated processes and the adaptation to alkalineshock, salt shock, phage infection and certain antibiotics that affect cell wall biosynthesis. We found 22of the 62 SigW regulon members to be significantly induced (at 30 min and 2 h) after Val addition, whereas *yfh* operon, *yxjJ, spxA* genes to be repressed; 23 and 28 genes to be down-expressed after Glu and Gln addition. Most of these overrepresented genes are unassigned-function genes excepting *xpaC, pspA, yndN, sppA, pbpX, spxA, pbpE, racX, sigW* genes. We also observed the significant inductionof genes regulated by YvrH after treatment with valine and glutamate in T-profiler analysis. The YvrG-YvrH two-component system appears to be related to cell membrane and cell wall function. It is reported that the YvrGH system positively regulates the seven transcriptional units (*wprA, wapA-yxxG, dltABCDE, sunA, sunT-bdbA-yolJ-bdbB, yvrI-yvrHa,* and *sigX-rsiX*), and negatively regulates the *lytABC* operon. *wprA, wapA, lytB, and lytC* encode the main cell surface proteins of *B. subtilis*. *lytC* encodes an N-acetylmuramoyl-L-alanineamidase, and it is known as a major autolytic enzyme. Furthermore, SigX sigma factor relating to the cell surface homeostatic functions, was regulated by this system. Masakuni Serizawa *et al*. noted that the *yvrGHb* null mutant showed the unusual autolysis and higher susceptibility to the four kinds of antibiotics (aztreonam, cefepime, bacitracin, and fosfomycin). Indeed, *sunT, sunA*, *wapA-yxxG,* and *dlt* genes were upregulated, while *yvrI, sigX,* and *lytA* genes were downregulated (Fig.S4).

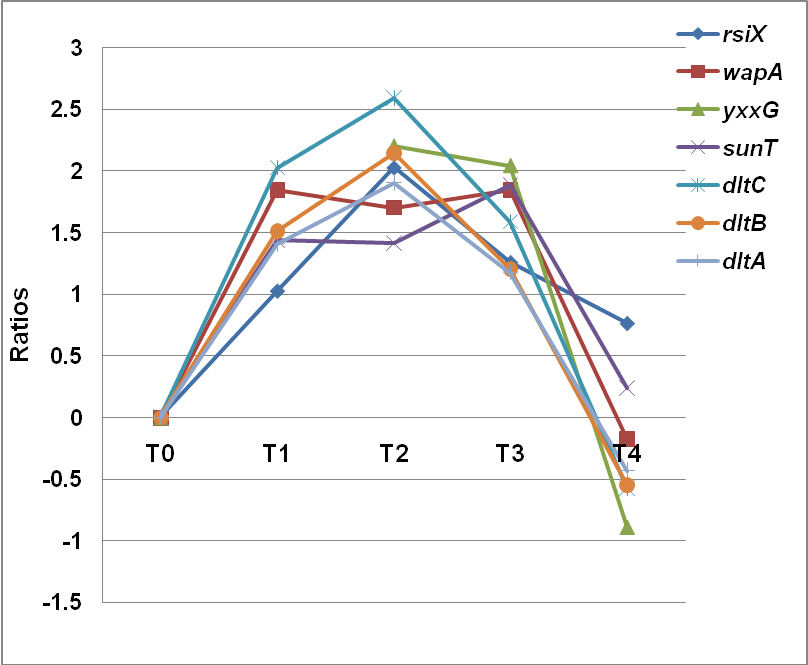

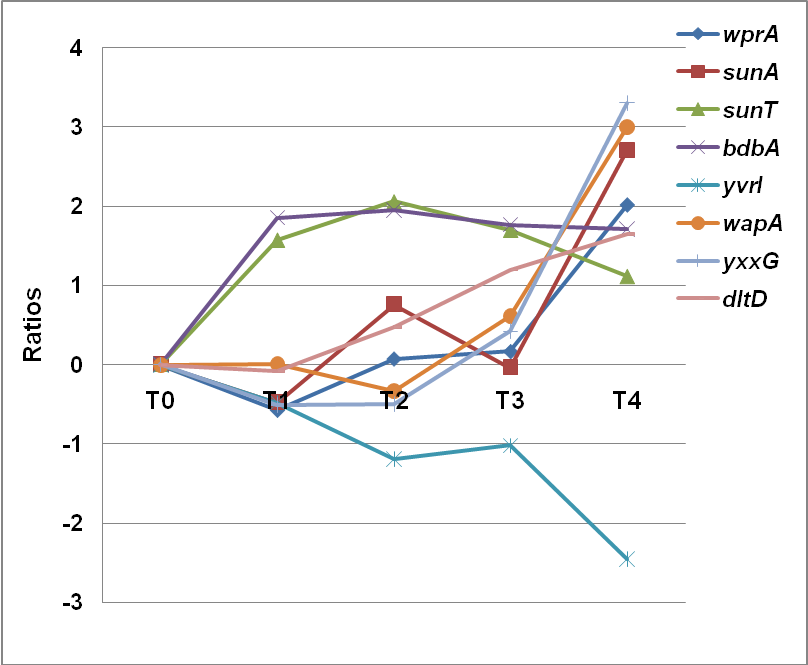

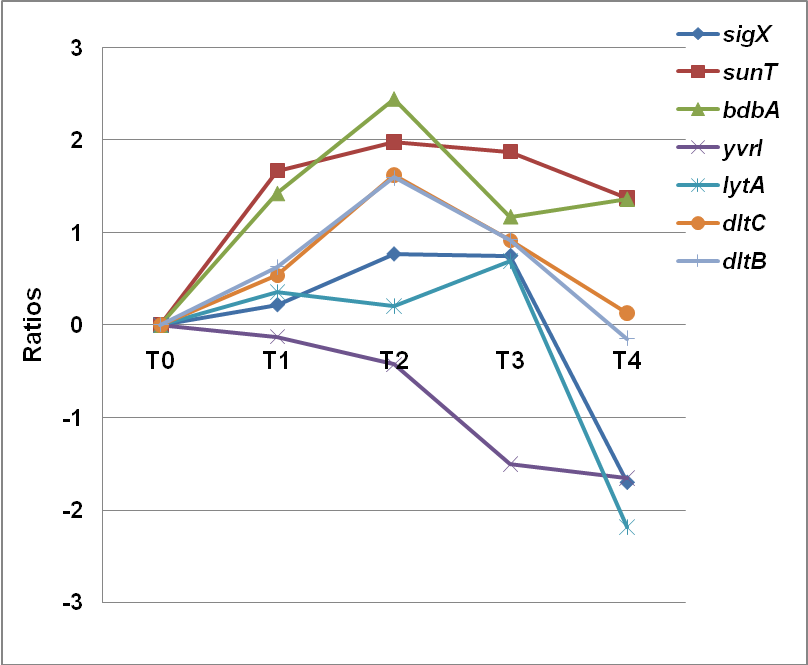

Figure S4. Expression pattern ofgenes of *yvrH*-regulon after treatments with Val (A), Glu (B), and Gln (C).

**4. Cysteine/Methionine metabolism and sulfur metabolism**

Sulfur is a crucial atom in cysteine and methionine, as well as in several coenzymes and cofactors such as thiamine, biotin, or coenzyme A (CoA). In *E. coli* and *B. subtilis*, among the ca 4100 and 4,500 genes in the genome, more than one hundred genes are directly involved in some step of sulfur metabolism. In this study, we observe that three amono acids all activate the sulfur metabolism, including the assimilation of sulfur, biosynthesis of cysteine and methionine, and methionine salvage process (Table S4).

**Table S4. AA-responsive g**enes related sulfur, methionine, and cysteine metabolism

**5. Phosphate metabolism**

In addition to the sulfur metabolism-related gene functions,we observed a significant expression change of the gene group regulated by the central phosphate-regulatory proteinPhoP. Valine, glutamate, and glutamine induced the expression of *pst* operon (Fig. S5A) at 5 min, 30 min, and 24 h, respectively. In some organisms, such as *S. lividans* and *S. coelicolor*, certain carbon sources (fructose, galactose or mannose) can activate the expression of pst operon. *pit* gene also was up-regulated by three amino acids (Fig.S5B). In addition, all the *ybcPST* and *ybdABDE* genes of *skf* operon regulated by PhoP, Spo0A, and AbrB diplayed significant and transient (5-30 min) induction immediately after valine pulse (Fig.S5C), and produced the sporulation killing factor to lyze sister cells; all the *tuaABCDEFGH* genes of *tua* operon diplayed significant and transient (30-120 min) induction after glutamate pulse, and produced teichuronic acid (Fig.S5D). In *B. subtilis*, *ybhH* gene of SigE-regulon, encoding a sporulation protein, was induced during phosphate deprivation. In this study, *yhbH* gene was clearly repressed after treatment with valine and glutamine (Fig.S5E). These combined data revealed the obvious induction of some genes of PhoP-regulon may not result from phosphate starvation, may exist a connection between phosphate and amino acid regulation, which should be further investigated in the future.

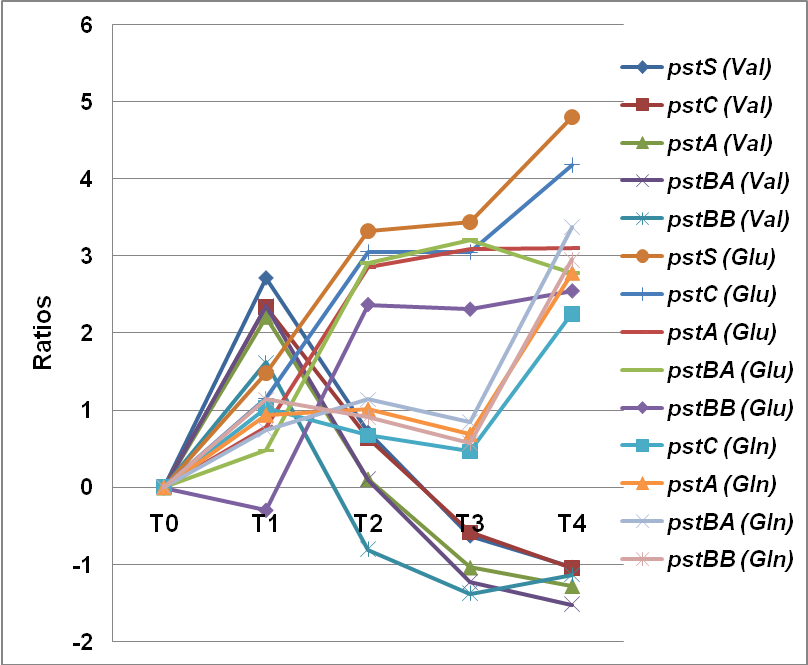

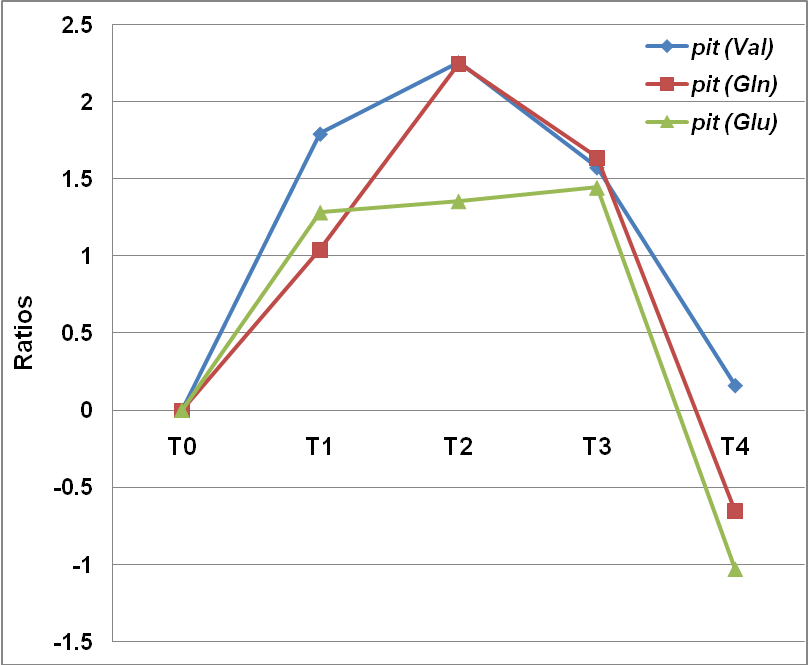

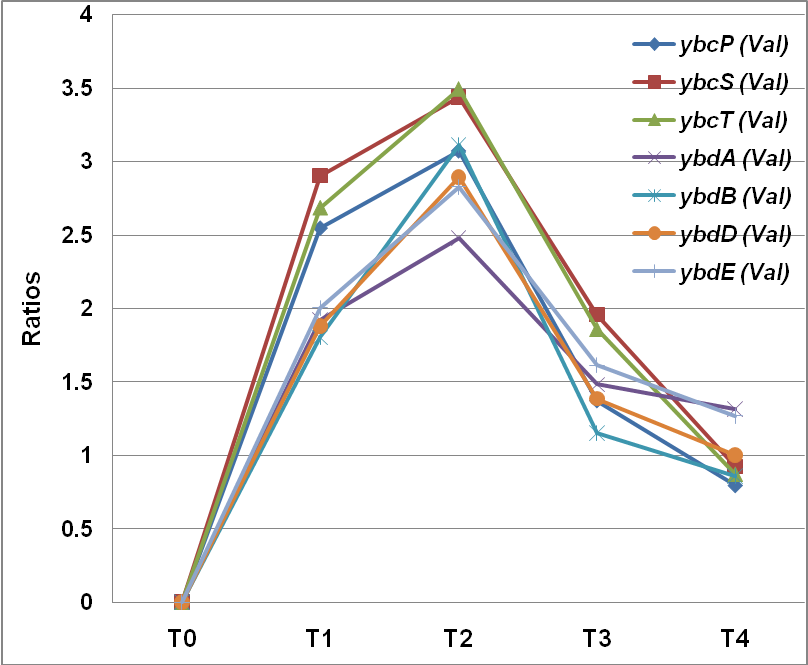

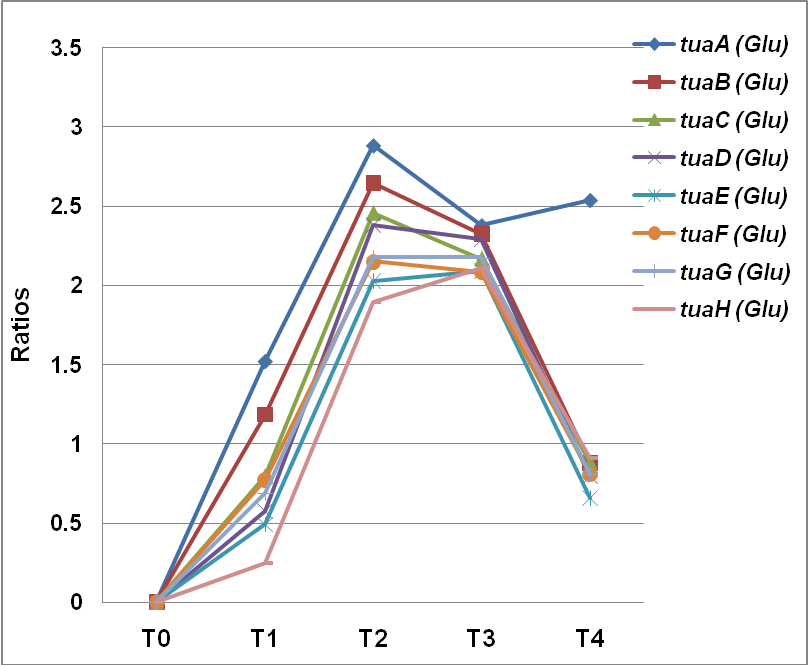

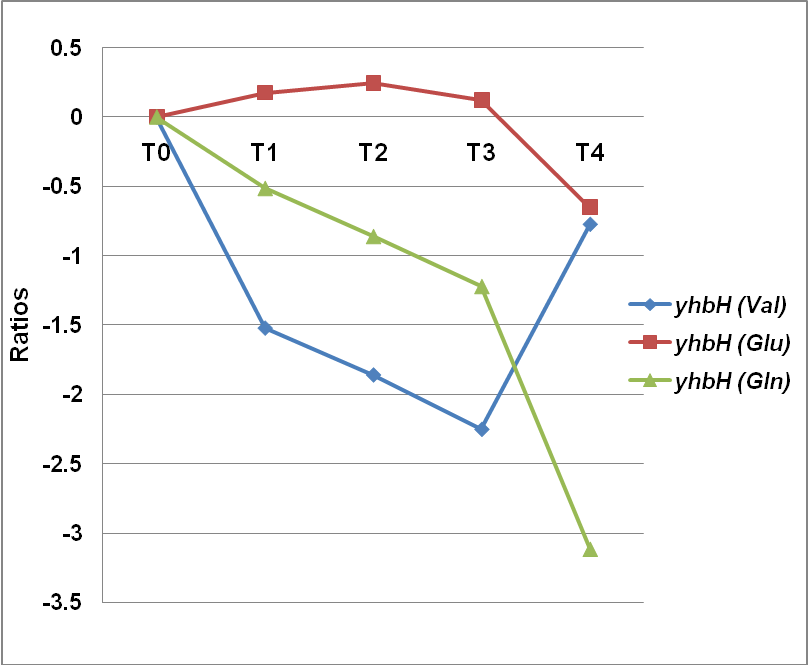

Figure S5. Expression pattern ofgenes of *pst* operon (A), *pit* gene (B), *ybc-ybd* operon (C), *tua* operon (D), and *yhbH* gene (E) after treatments with amino acids.

**6. Transcriptional Factor and two-component regulatory systems**

The *B. subtilis* genome probably encodes 317 transcription factors or transcriptional regulators (http://dbtbs.hgc.jp/). TFs are of special interest since they are capable of coordinating the expression of several or many downstream target genes and, hence, entire metabolic and developmental pathways. Of the approximately all potential TFs on the BSU microarray, 27, 46, and 53 showed marked (three-fold) changes in transcript abundance (Figure S6 and Table S5) in response to three amino acids (Val, Glu, and Gln).

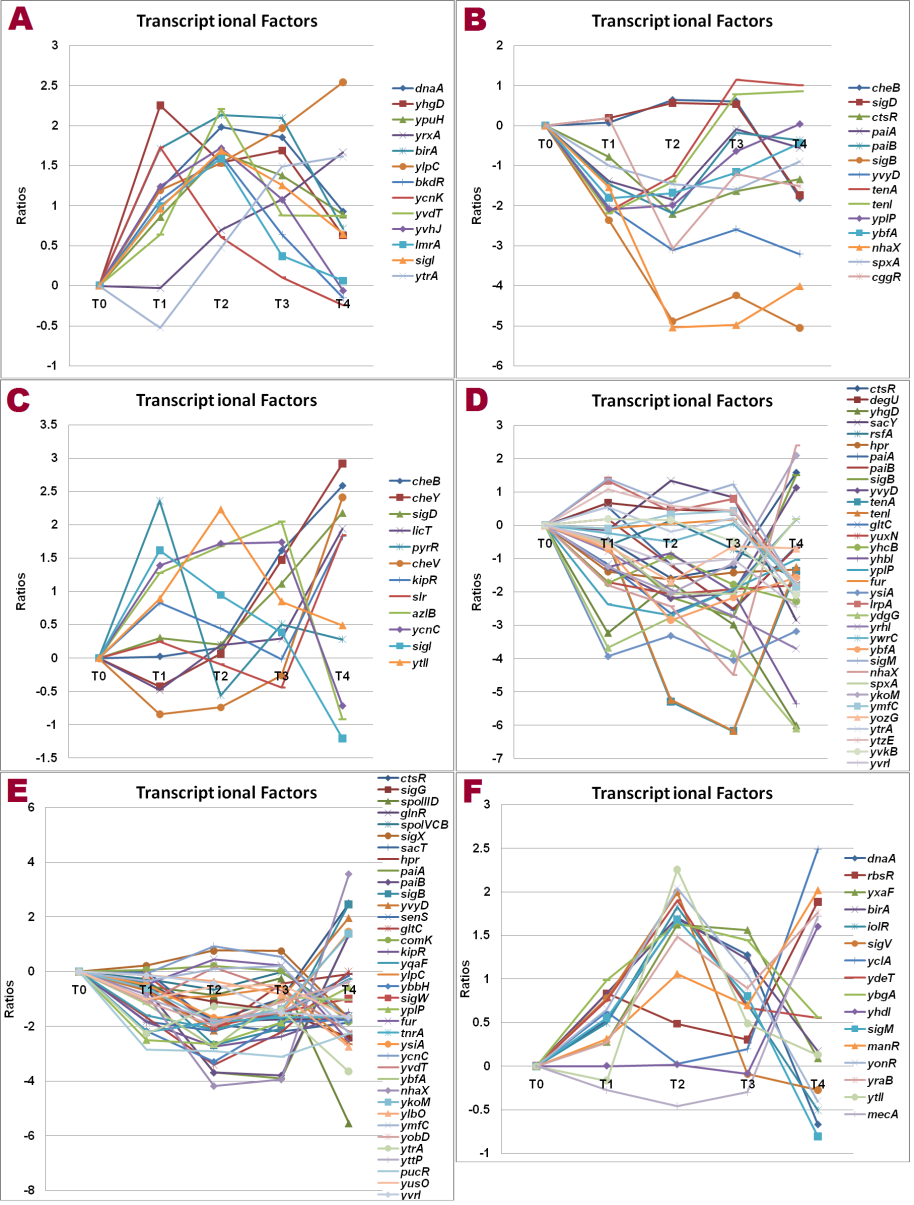

**Figure S6. Expression pattern of genes of TFs response to amino acids**

The expression profiles of TFs genes were shown after treatments with Val (AB), Glu (CD), and Gln (EF).

**Table S5. Transcriptional regulators with threefold changes**

In *B. subtilis*, the *pai* operon, encoding *paiA* and *paiB*, is involved in negativecontrol of sporulation as well as the production of extracellularand cell-associated proteases and other enzymes such as -amylaseand alkaline phosphatase. The overexpression of the two genes down-regulatesthe amount of transcripts for the extracellular metalloprotease,suggesting that this operon negatively controls the proteaselevels through transcriptional repression [1]. However, Farhad Forouhar *et al.* demonstrated that PaiA is a novel SSAT(*N*-acetyltransferase capable of acetylating bothspermidine and spermine), not a transcriptional factor. The *pai* operon may be involved in polyamine homeostasis. Polyamines are small, aliphatic cations that have importantroles in many biological processes, including DNA bindingand stability, chromatin condensation, RNA binding and conformation,mRNA translation, protein binding, and other processes.The intracellular levels of these cations are tightly regulated,through biosynthesis, import, degradation, and export pathways. SSAT catalyzes the first reaction in both the degradationand the export pathways for polyamines [2]. *pai* operon was significantly downregulated at 5-30 min, 30-120 min (about 15-fold lower), and at 120 min after treatment with Val, Gln, and Glu, respectively (Fig.S7A). The other degradative enzyme genes (*aprE, nprE, phoA, amyE*) did exhibited a clear induction, whearas *aprE* and *nprE* were repressed by Glu (Fig.S7B). 

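After glutamate the log2 ratio of *nprE* (BG10448) was -1.81 at 2 h and -3.54 at 24 h. After valine it was 0.84 at 8 h and after glutamine 1.07 at 24 h.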

The amino acid availability may accelerate biosynthesis of polyamines, and suppress degradationand the export pathways for polyamines. The expression of *ctsR, nhaX*, and *sigB*, as stress regulatory proteins, was shown in Fig.S7C. CtsR (class three stress gene repressor) negatively regulates the expression of class III heat shock genes (*clpP, clpE* and the *clpC* operon). The expression of *ytrA, yvyD, yplP,* and *ybfA* were shown in Fig.S8. *yplP, ybfA* were probable unknown transcriptional regulators. ytrA negatively regulates ytrABCDEF operon, encoding a putative ATP-binding cassette (ABC) transport system involved in acetoin utilization of *B. subtilis*. It is known that *B. subtilis* produces acetoin as an external carbon storage compound using carbon-overflow pathways and then reuses it later during stationary phase and sporulation. 

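The log2 ratio of *ytrA* was 1.49 at 2 h and 1.55 at 8 h after valine, -2.19 at 24 h after glutamate and -3.65 at 24 h after glutamine. After valine it passed 3-fold at 2 h without Lowess (1.71) and at 8 h with the median of the spots (1.83).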

The genes encoding the enzymes for acetoin production have been reported to form a single operon, *alsSD*. In addition, it has been proposed that there are at least two systems for acetoin catabolism: one encoded by the *acuABC* (ccpA negatively) genes and the other by the *acoABCL* genes (ccpA sigL)[3]. CcpA activates the expression of the genes *alsSD* that are required for the synthesis of acetoin, and CodY contributes to the activation of the acetate- and lactate-synthesis pathways. Additionally, the re-utilization enzymes for acetate and acetoin are repressed by both CcpA and CodY. It was reported that the strong induction of YvyD was caused by amino acid starvation [4]. Our transcriptional data appeared to show that *yvyD* and *ytrA* displayed reverse correlation of expression in response to amino acid addition (Fig.S8D). An intriguing explanation for this result could be that YvyD may be somehow involved in the re-utilization of by-products of carbon-overflow pathways, such as lactate, acetate and acetoin.

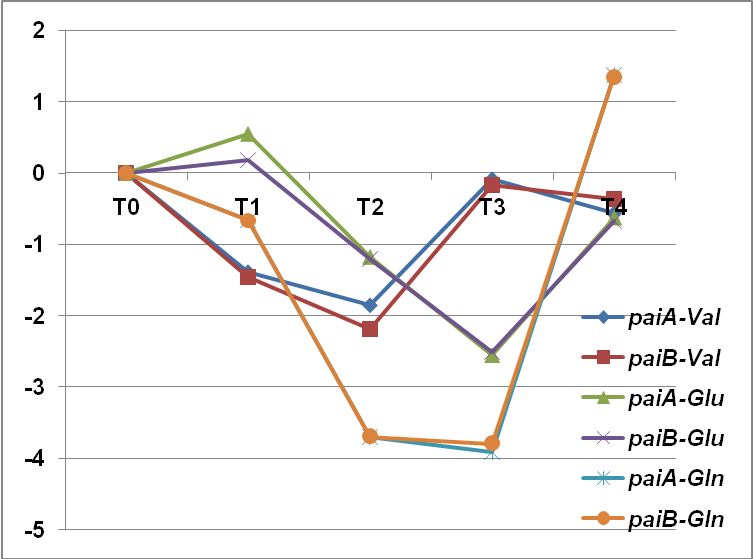

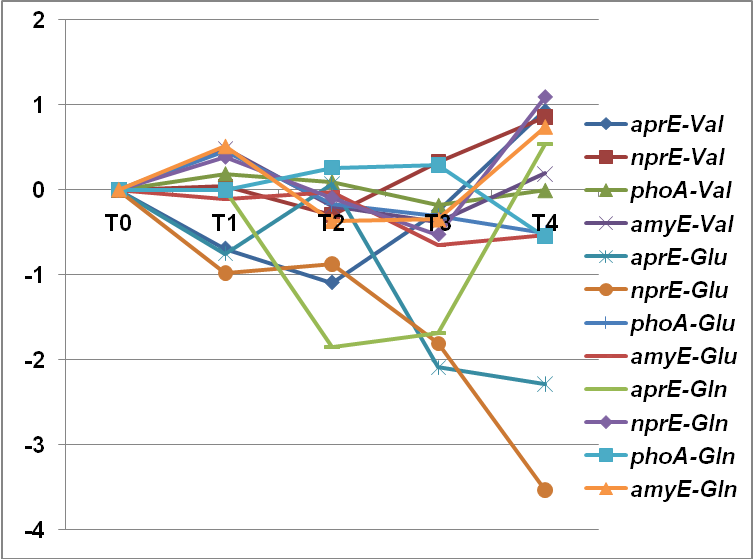

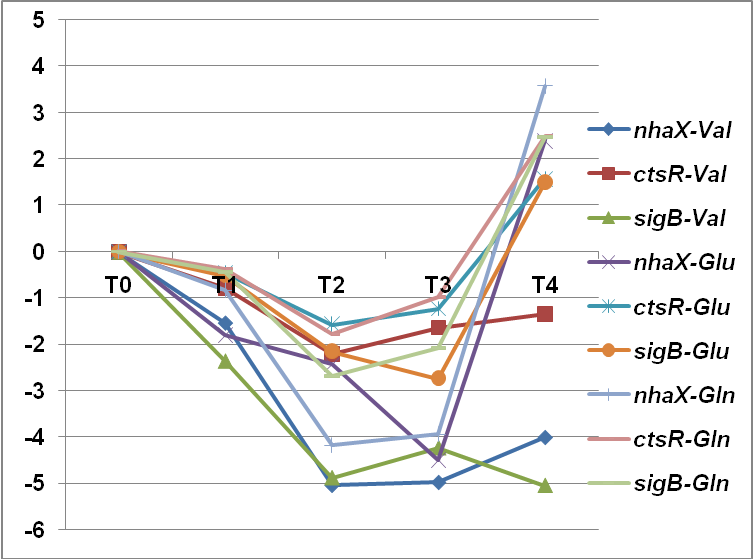

Figure S7. Expression pattern ofthegenes related to paiA/B (A), degradative enzyme genes (B), and stress regulatory proteins (C).

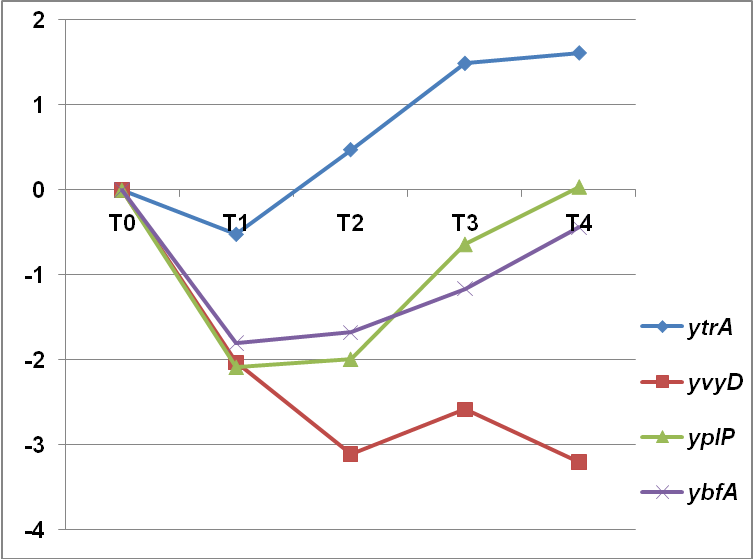

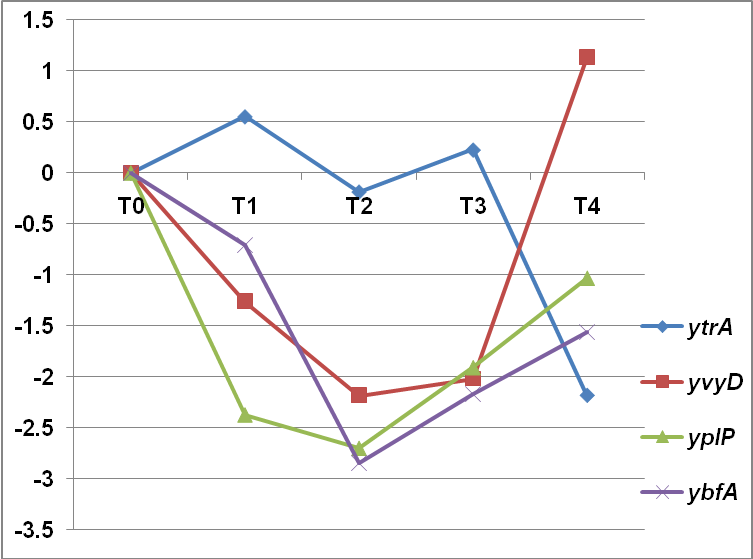

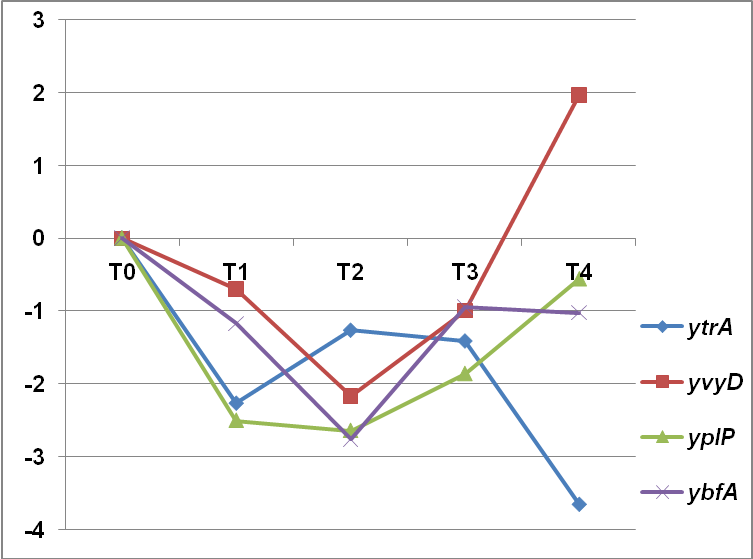

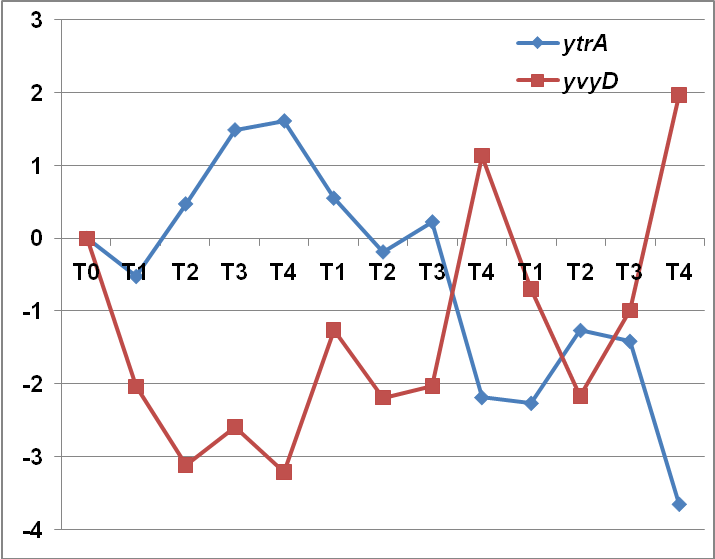

Figure S8. Expression pattern ofytrA, yvyD, yplP, and ybfA after treatments with Val (A), Glu (B), and Gln (C). (D) *yvyD* and *ytrA* displayed reverse correlation of expression in response to amino acid addition.

Seven TF genes were overrepresented by both Val and Glu, including *yhgD, cheB, tenA, tenI, spxA, sigI,* and *sigD*. *sigD* and *cheB* genes, involved in flagellar synthesis, motility, and chemotaxis, exhibited similar expression pattern (Fig. S9B). TenA and TenI have been implicated in regulating the production of extracellular proteases. As *paiA* and *paiB*, *tenAI* genes were also significantly repressed by Val and Glu (about 73-fold lower at 120 min) (Fig. S9A). Thiamin pyrophosphate is an essential cofactor in all living systems and is biosynthesized by a complex pathway. TenA, as thiaminase II, is involved in the salvage of the thiamin pyrimidine from base-degraded thiamin [5]. TenI shows significant structural homology to thiamin phosphate synthase, and exerts an opposite effect to reduce alkaline protease production. YhgD is a putative uncharacterized HTH-type transcriptional regulator of TetR/AcrR family. Spx is a global transcriptional regulator of the oxidative stress response in *B. subtilis*. The induction of *spxA* (*yjbD*) gene is associated with a variety of stress conditions including heat, salt, disulfide, and peroxide stress. SpxA governs the expression of genes functioning in sulfur metabolism. SpxA promotes negative control (by stimulating YrzC production) of operons that function in cysteine synthesis from alternative sulfur sources but stimulates *yrrT* operon expression in the absence of cysteine, thus promoting cysteine synthesis through S-adenosyl methionine catabolism [6]. *sigI* gene, which is a member of the class *VI* heat shock genes of the *B. subtilis* heat shock stimulon, encodes an alternative sigma factor of the σ70 family whose regulon is poorly defined. Recent study reported that overexpression of the *B. subtilis sigI* gene could specifically stimulate expression of both the actin homolog gene *mreBH* and the bacitracin resistance gene *bcrC (ywoA)* of *B. subtilis*. The *B. subtilis bcrC* gene encodes an undecaprenyl pyrophosphate phosphatase that is important for cell wall biosynthesis and for bacitracin resistance. *mreBH* gene encodes a bacterial homolog of actin that is important for cell morphogenesis. The critical role of SigI in regulation of *bcrC* and *mreBH* implies that one function of SigI is related to the maintenance of cell envelope integrity and homeostasis during heat stress [7]. In this study, *sigI* gene was induced by Val and Glu. As described, the yvrH-regulon, appears to be related to cell membrane and cell wall function, also was induced by Val and Glu. These data demonstrated that valine and glutamate activated some genes involved in cell membrane and cell wall function.

Four TF genes were overrepresented by both Val and Gln, including *dnaA, birA, ylpC*, and *yvdT*. As shown in Fig.S9, *dnaA* and *birA* genes were induced by three amino acids (about 2.6-fold higher by Glu). DnaA plays an important role in the initiation and regulation of chromosomal replication. Biotin (vitamin H) is an essential cofactor for a class of important metabolic enzymes, biotin carboxylases and decarboxylases. Bifunctional protein BirA acts both as a biotin-operon repressor and as the enzyme that synthesizes the corepressor, acetyl-CoA: carbon-dioxide ligase [8].

Four TF genes were overrepresented by both Val and Gln, including *dnaA, birA, ylpC*, and *yvdT*. As shown in Fig.S9, *dnaA* and *birA* genes were induced by three amino acids (about 2.6-fold higher by Glu).

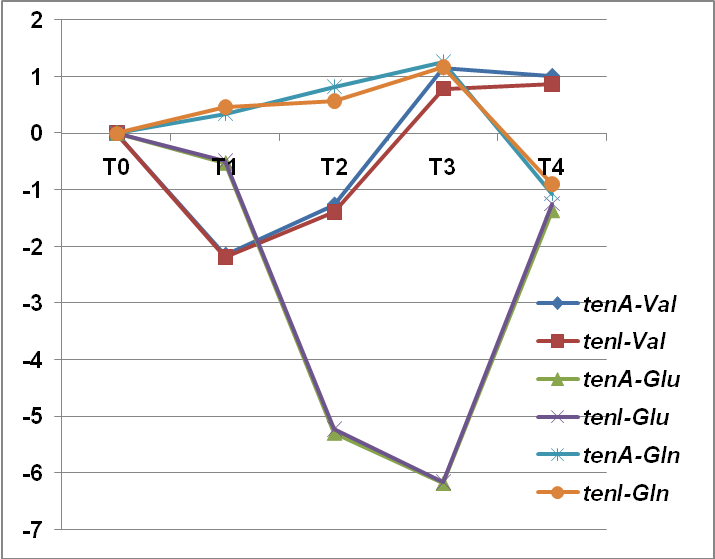

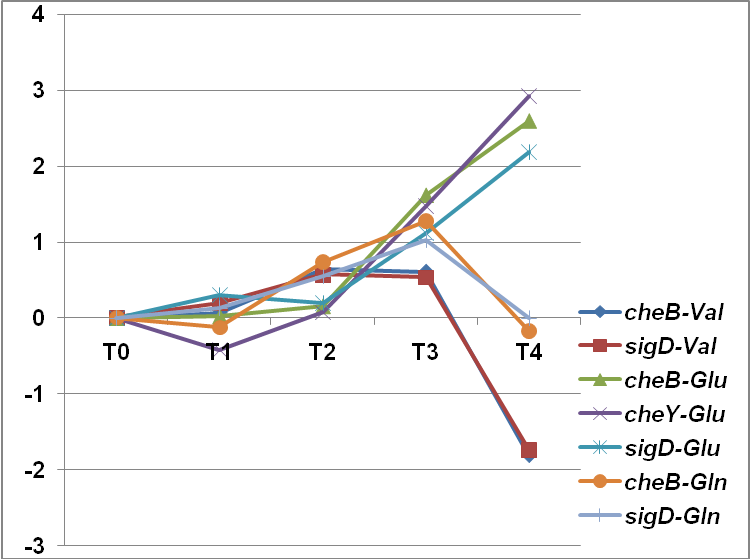

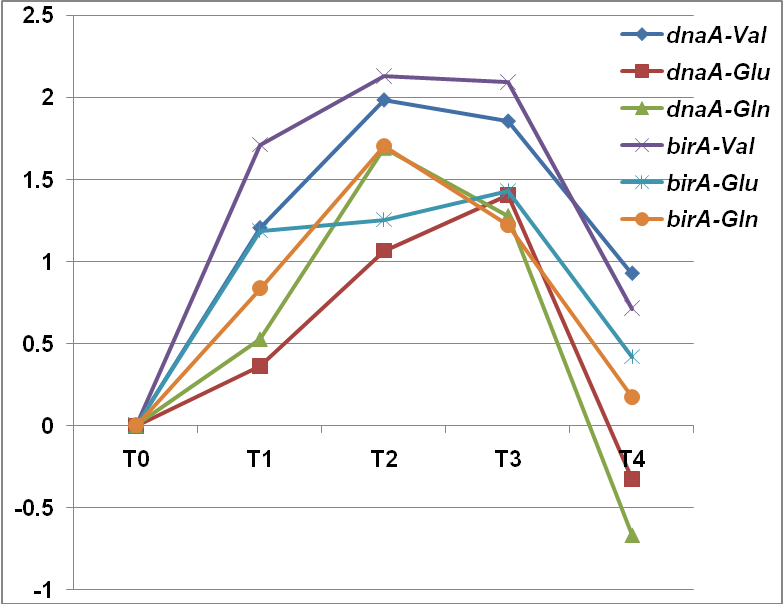

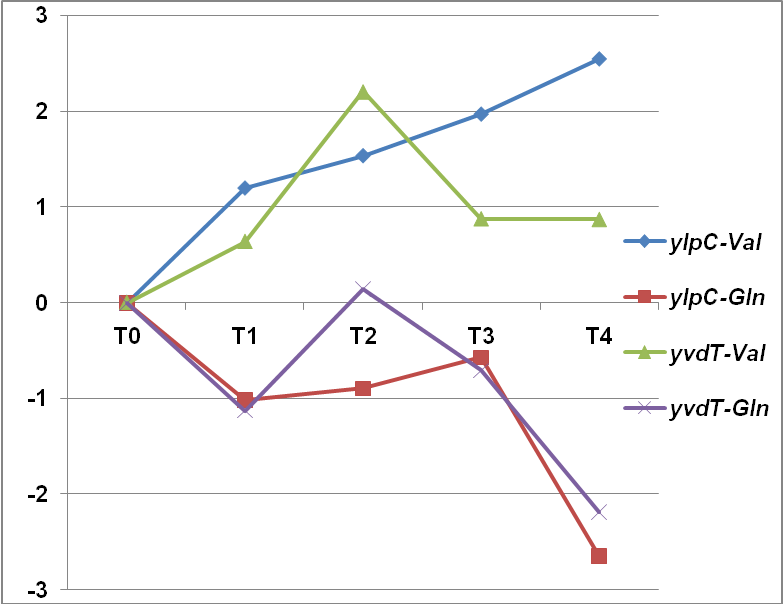

Figure S9. Expression pattern ofthegenes related to tenA/I (A), sigD and cheB (B), *dnaA* and *birA*genes (C), *ylpC* and *yvdT* (D) in response to amino acid addition.

Eleven TF genes were overrepresented by both Glu and Gln, including *hpr, gltC, fur, ysiA, ykoM, ymfC, yvrI, kipR, ycnC, ytlI,* and *sigM*. Most of these TF genes were downregulated by Glu and Gln. YtlI was involved in cysteine metabolism and sulfur metabolism. Hpr negatively regulate sporulation and extracellular proteases genes (*aprE, nprE, sin*). TnrA, GltC, and GlnR are the important transcriptional regulators, regulating nitrogen metabolism. It is not surprising that glutamate and glutamine exhibited significant effects on the expression of genes involved in nitrogen metabolism. Indeed, as shown in Fig.S10, genes of *gltA, gltC,* and *gltC* were significantly repressed by glutamate (31-, 6-, 52-fold). The metabolite 2-oxoglutarate stands at the crossroads between carbon metabolism and nitrogen metabolism. 2-oxoglutarate provides the carbon skeleton for the two most important nitrogen-containing compounds in the cell, glutamate and glutamine using glutamate synthase (GltA). Moreover, 2-oxoglutarate also provides entry point into central metabolism for the carbon skeletons of some amino acids (including arginine, ornithine, proline and histidine) through glutamate metabolism by glutamate dehydrogenase (RocG). Availability of glutamate inactivated carbon flux from TCA to amino acid by repressing *gltA, gltC, gltC,* and *yerD* (glutamate synthase). However, the activation of the synthesis of 2-oxoglutarate from glutamate by RocG was not observed. NAD synthetase (NadE) and ArgJ from glutamine and glutamatewere stimulated. 

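At 2 h after glutamine *glnM* stood at -2.12, and at 24 h at -2.02. At 5 min it was at -1.19, under 3-fold.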

Genes of *gltA, gltC, gltD, glnA, glnM, glnR, yerD,* and *tnrA* were significantly repressed by glutamine (30-, 10-, 40-, 9-, 5-, 5-, 5-fold). These results demonstrated that the metabolite flux from 2-oxoglutarate to glutamate to glutamine was obviously reduced. Meanwhile, the fluxes from glutamine to glutamate (*yccC* induced by 26-fold), to GMP (*guaA* 3.5-fold), to NAD+ (*nadE* 10-fold), and to purine metabolism (*purD* 4-fold) were increased.

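The 3 probes of *yccC* had log2 ratios between -3.65 and -3.58 at 5 min after glutamine.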

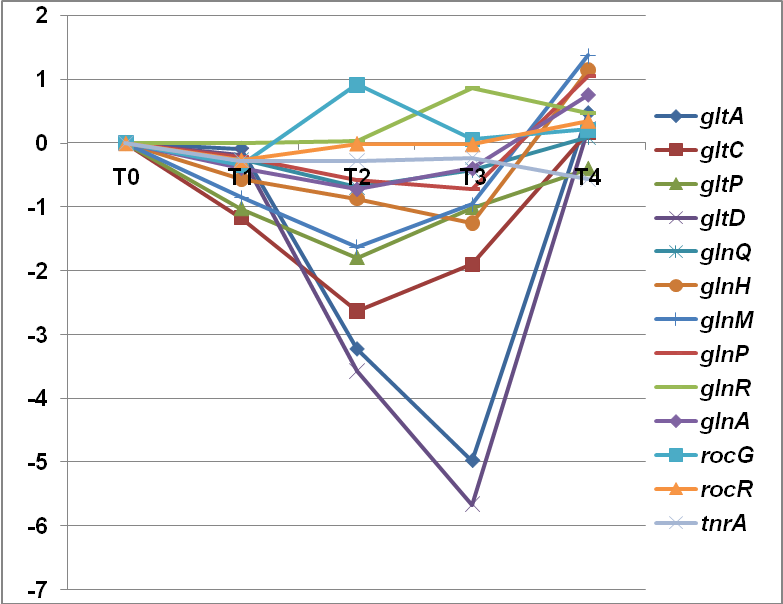

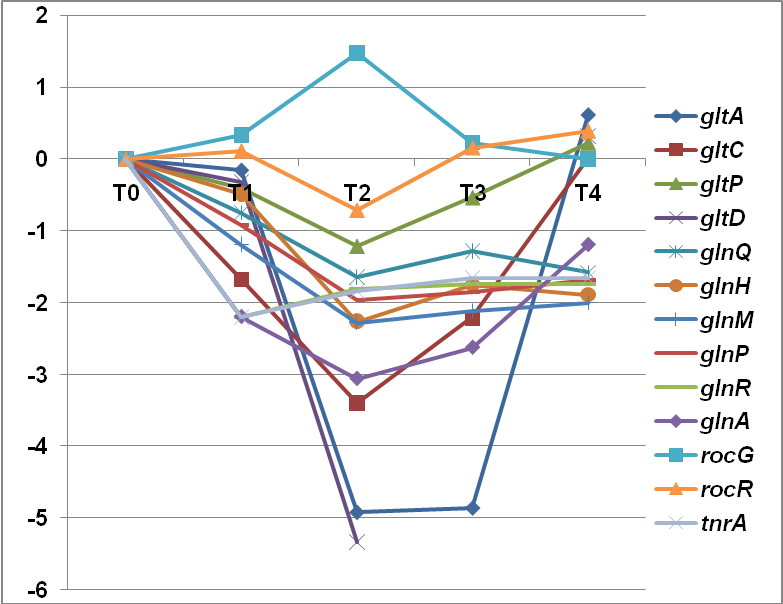

Figure S10. Expression pattern ofthegenes related to nitrogen metabolism in response to Glu (A), and Gln (B).

The YsiA (now renamed by FadR) regulon, involved to the fatty acid -oxidation pathway. Fatty acid metabolism in *B. subtilis* is likely controlled by YlpC (FapR) (controlling fatty acid biosynthesis and phospholipids) and YsiA (controlling fatty acid degradation). YlpC presumably senses the in vivo concentration of malonyl-CoA, an increase of which inactivates this protein, whereas YsiA is most likely inactivated by an increase in the in vivo concentration of long chain acyl-CoAs [9,10]. YlpC (FapR) negatively regulates the expression of many genes involved in fatty acid and phospholipid metabolism (the fap regulon). Control of FapR by the cellular pools of malonyl-CoA provides a mechanism for sensing the status of fatty acid biosynthesis and to adjust the expression of the fap regulon accordingly. Valine induced *ylpC* and *yvdT*, whereas glutamine repressed *ylpC* and *yvdT*. 

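After valine *ylpC* (BG13400) was at 1.90 at 2 h and 2.54 at 8 h, and *yvdT* (BG12428) at 2.21 at 30 min and 0.87 at 2 h. After glutamine *ylpC* was at -1.03 at 5 min and -2.96 at 24 h, and *yvdT* at -1.13 and -2.19.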

The function of YvdT is still unclear.

Beside these TF genes, isoleucine and valine utilization (*bkd* operon) regulator *bkdR*, lincomycin operon (*lmrBA*) negative regulator *lmrA*, probable transcriptional regulators *yvdT, ypuH, yrxA, ycnK,* and *yvhJ* were induced by valine. In *B. subtilis*, at least four genes encodingmultidrug resistance efflux transporters have been characterized,namely, *blt*, *bmr*, *lmrB*, and *bmr3 (mdr)*. The expression of all genes related to multidrug resistance was shown in Fig.S11. Although *lmrA* displayed some extent induction, *lmrB* was not repressed. Whereas, *bmrU* gene, in response to cellular invasion by certain lipophilic cationic compounds (drugs), was significantly downregulated by three amino acids.

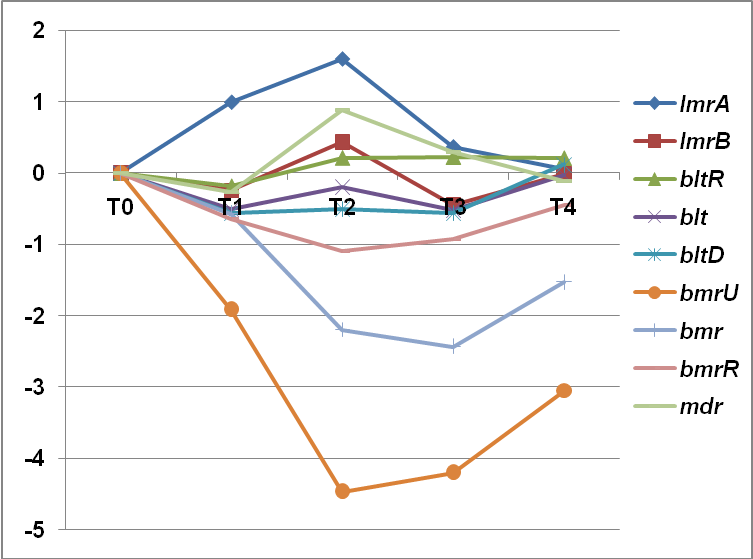

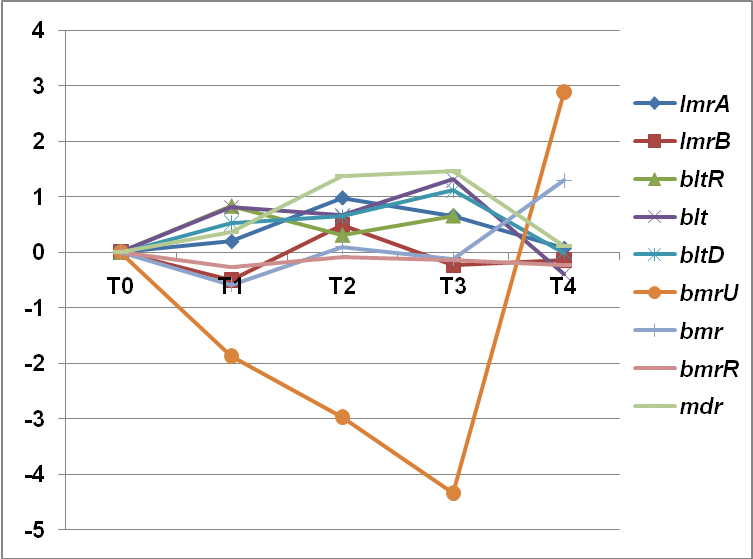

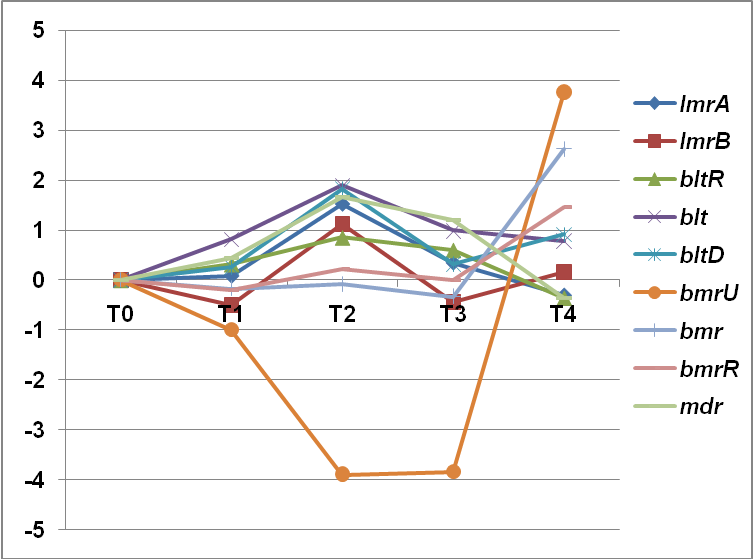

Figure S11. Expression pattern ofall genes related to multidrug resistance after treatments with Val (A), Glu (B), and Gln (C).

cggR and the central glycolytic genes were obviousely repressed by valine. The central glycolytic genes repressor (CggR) controls the transcription of the *cggR-gapA-pgk-tpiA-pgm-eno* operon encoding encoding five key glycolytic enzymes that catalyse the five steps of the central carbon metabolism, *tpi* (triose phosphate isomerase), *gapA* (glyceraldehyde-3-phosphate dehydrogenase), *pgk* (phosphoglycerate kinase), *pgm* (phosphoglycerate mutase) and *eno* (enolase). The second gene, which putatively encodes a glyceraldehyde-3-phosphate dehydrogenase (GAPDH), *gapB*, very similar in sequence but is in the *gapB-speD* operon. It is reported that *gapA* and *gapB* are submitted to opposite regulation: *gapA* is transcribed at a basal level under gluconeogenic conditions of growth, and its transcription is enhanced in the presence of glucose or other glycolytic carbon sources; in contrast, *gapB* transcription is repressed in the presence of glycolytic carbon sources and strongly induced under gluconeogenic conditions of growth [11]. Stéphane Aymerich *et al.* found that fructose-1,6-biphosphate (FBP) acts as an inhibitor of CggR DNA-binding activity [12]. Ludwig *et al.* suggested that CggR could respond synergistically to two different signals, a catabolic one derived from the presence of sugars, and an anabolic one derived from amino acid metabolism, and the presence of sugars and amino acids synergistically results in the induction of the *gapA* operon [13]. In our study, *gapA* operon was significantly repressed by treatment with valine at 30 min (8-fold), was slightly repressed by glutamine at 30 min (2.5-fold), was not impacted by glutamate. Meanwhile, *gapB* transcription was obviously induced only by glutamate (34-fold) and glutamine (5-fold) (Fig. S12).

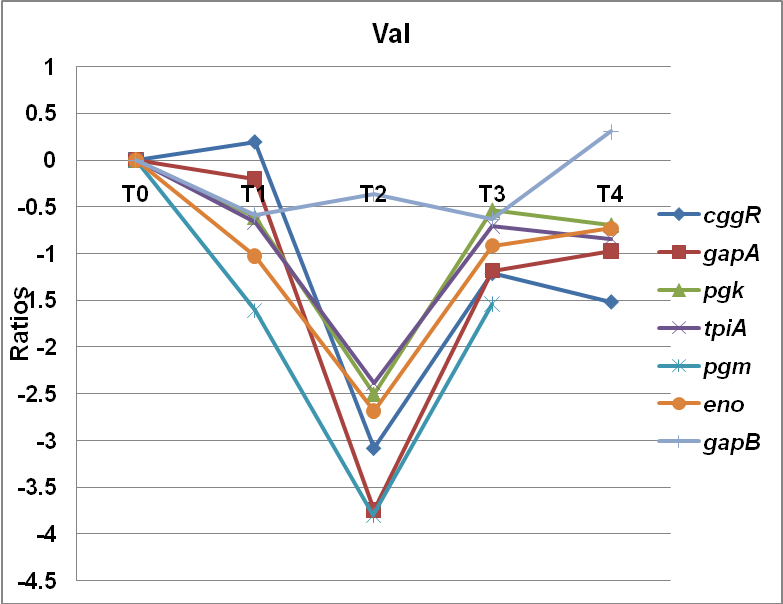

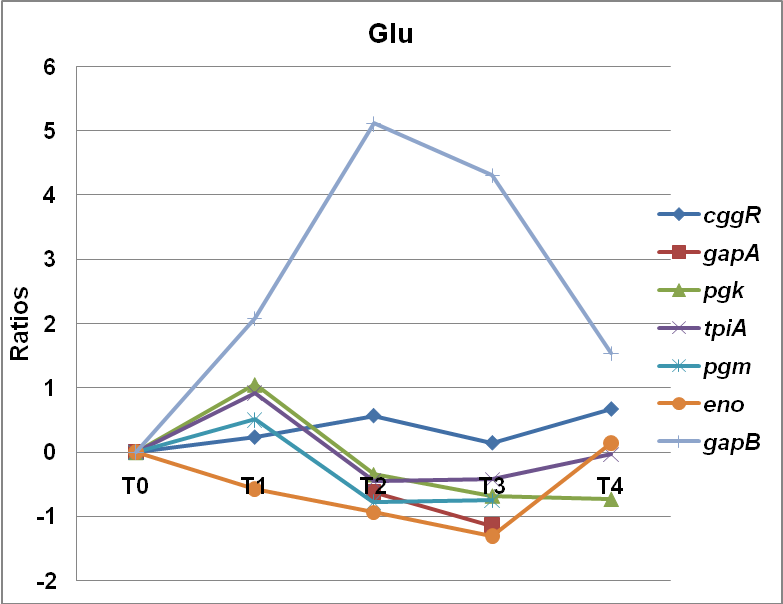

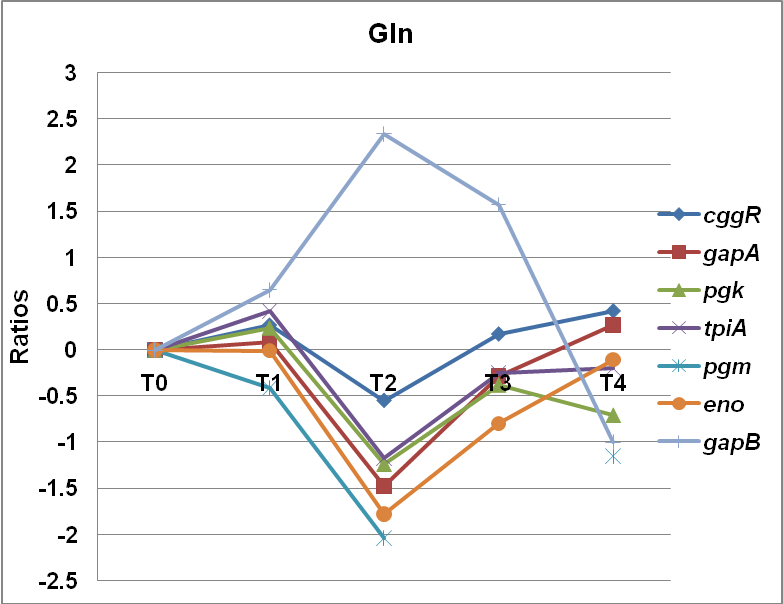

Figure S12. Expression pattern ofthe central glycolytic genes after treatments with Val (A), Glu (B), and Gln (C).

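At 24 h after glutamate the log2 ratio of *ydgG* was -6.10. *yhbI* (BG13003) was at least 13.9-fold lower, with the sample after the pulse not well above background, and at 2 h its log2 ratio was -2.01.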

YdgG and YhbI were also two of TFs that were the most significantly repressed (69-fold and 40-fold) by glutamate. It was reported *ydgG* contained LexA binding sites within its promoter region, but was not significantly induced by MC or UV in wild-type cells. *ydgG* maybe not an additional SOS genes in *B*. *subtilis* [14]. So far, the exact roles of YdgG and YhbI in conferring transcriptional regulation remain mysterious, as two of transcriptional regulators of MarR family.

Most of TF genes were downregulated by glutamate, only 12 genes were upregulated, including *cheB, sigD, sigI, ycnC, slr, cheY, cheV, licT, azlB, kipR, ytlI,* and *pyrR*. PyrR is involved in repression of the *pyr* operon (pyrRPBCAAABKDFE) for pyrimidine biosynthesis.

Some function-unassigned transcriptional regulator genes *ybbH, yqaF, yobD, ybfA,* and *yttP* were reduced quickly to Gln addition, with *ybbH* being the most responsive (repression with 10-fold).

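After glutamine *ybbH* (BG11569) had log2 ratios of -2.17 at 5 min and -3.31 at 30 min. *yqaF* (BG11257) was at least 1.07-fold lower at 5 min and *yobD* (BG13497) at least 1.44-fold lower at 30 min, each not well above background after the pulse.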

Genomic sequencing of various microorganisms has revealed the presence of many two-component regulatory systems in every species. In *Bacillus subtilis*, 36 sensor kinases and 35 response regulators have been found, among which each of 30 kinase-regulator pairs resides in an operon on the genome. The addition of amino acids displayed slight effect on the expression of these genes. Indeed, we observed repression of chemotaxis TCS (*cheA, cheB, cheW*) and *citST*, and *ybdKJ* and *yocF* were clearly induced, whereas *resE* and *cheY* also exhibited a moderate induction by valine, but did not fulfil the threefold threshold. The *citST* was involoved in transport of divalent metal ions/citrate complexes (*citM*), and was repressed in the presence of glucose by the general transcription factor CcpA. The signals regulating the kinases *ybdK* and *yocF* are still unknown. It was reported that *ybdK* of the putative *ybdJK* two-component system was regulated by ComK, which suggests that the YbdJ response regulator might affect competence-specific gene transcription. The glutamate clearly induced chemotaxis TCS (*cheA, cheB, cheY, cheV,* and *cheW*) gene and qurum-sensing sytem *comX* gene (Fig. S13). None of the genes encoding TCS systems induced or repressed after treatment with Gln was found using threefold criteria.

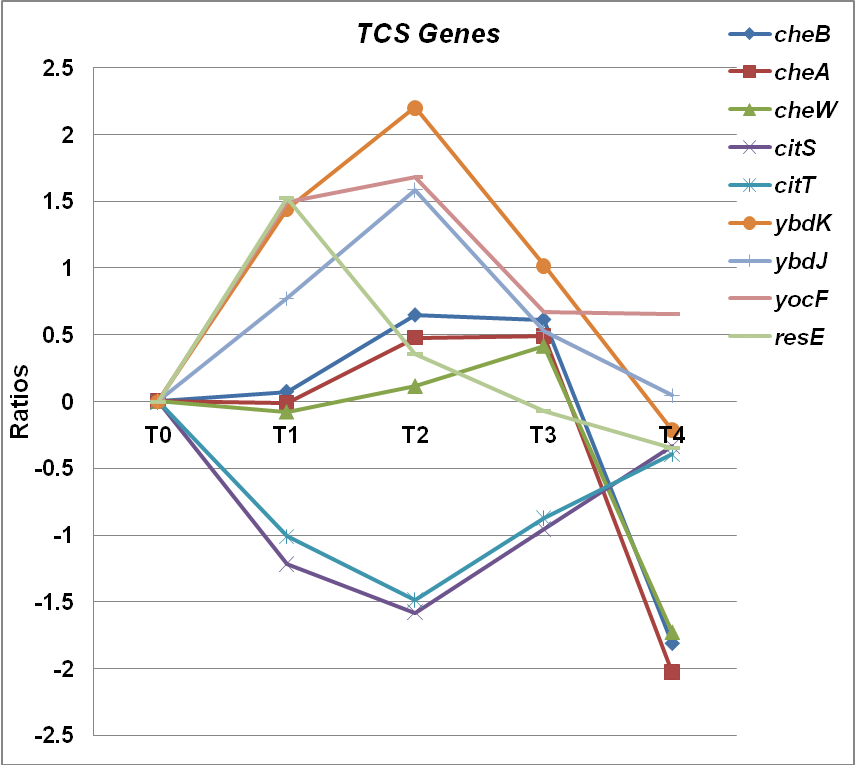

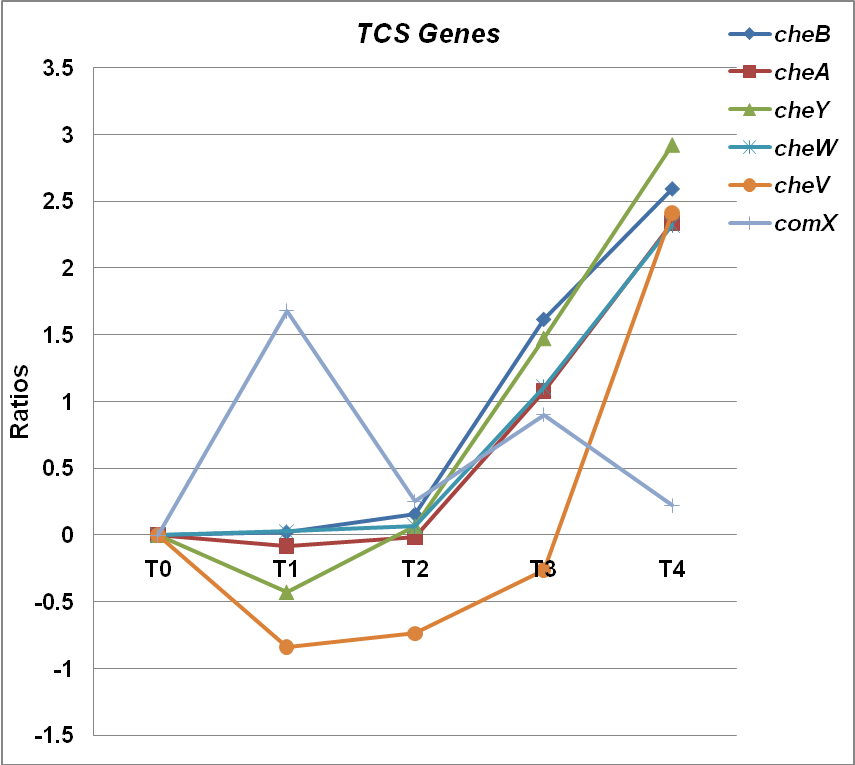

Figure S13. The expression of TCS genes with threefold changes after treatment of valine (A) and glutamate (B).

Reference

1. Honjo M, Nakayama A, Fukazawa K, Kawamura K, Ando K, et al. (1990) A novel *Bacillus subtilis* gene involved in negative control of sporulation and degradative-enzyme production. J Bacteriol 172:1783-1790.
2. Forouhar F, Lee IS, Vujcic J, Vujcic S, Shen J, et al. (2005) Structural and Functional Evidence for *Bacillus subtilis* PaiA as a Novel *N*1-Spermidine/Spermine Acetyltransferase. J Biol Chem 280:40328-40336.
3. Yoshida KI, Fujita Y, Ehrlich SD (2000) An Operon for a Putative ATP-Binding Cassette Transport System Involved in Acetoin Utilization of *Bacillus subtilis.* J Bacteriol 182: 5454-5461.
4. Kathrin D, Christine E, Gerhard M, Michael H (1998) The *yvyD* Gene of *Bacillus subtilis* is under Dual Control of B and H. Journal of Bacteriology 180:6674-6680.
5. Jenkins AL, Zhang Y, Ealick SE, Begley TP (2008) Mutagenesis studies on TenA: a thiamin salvage enzyme from *Bacillus subtilis*. Bioorg Chem 36:29-32.
6. Choi SY, Reyes D, Leelakriangsak M, Zuber P (2006) The Global Regulator Spx Functions in the Control of Organosulfur Metabolism in *Bacillus subtilis**.* Journal of Bacteriology 188: 5741-5751.
7. Tseng CL, Shaw GC (2008) Genetic Evidence for the Actin Homolog Gene mreBH and the Bacitracin Resistance Gene bcrC as Targets of the Alternative Sigma Factor SigI of Bacillus subtilis. J Bacteriol 190:1561-1567.
8. Perkins JB, Bower S, Howitt CL, Yocum RR, Pero J (1996) Identification and characterization of transcripts from the biotin biosynthetic operon of *Bacillus subtilis.* J Bacteriol 178: 6361-6365.
9. Hiroshi M, Kazutake H, Yasutaro F (2007) Organization and Function of the YsiA Regulon of *Bacillus subtilis* Involved in Fatty Acid Degradation. J Biol Chem 282:5180-5194.
10. Chiara B, Alessandro G, Giorgio M, Mila R, Elena T, et al. (2007) *Bacillus subtilis* Gene Cluster Involved in Calcium Carbonate Biomineralization. J Bacteriol 189:228-235.
11. Fillinger S, Boschi-Muller S, Azza S, Dervyn E, Branlant G., eta l. (2000) Two glyceraldehyde-3-phosphate dehydrogenases with opposite physiological roles in a nonphotosynthetic bacterium. J Biol Chem 275:14031-14037.
12. Doan T, Aymerich S (2003) Regulation of the central glycolytic genes in Bacillus subtilis: Binding of the repressor CggR to its single DNA target sequence is modulated by fructose-1,6-bisphosphate. Mol Microbiol 47:1709-1721.
13. Ludwig H, Homuth G, Schmalisch M, Dyka FM, Hecker M, et al. (2001) Transcription of glycolytic genes and operons in Bacillus subtilis: evidence for the presence of multiple levels of control of the gapA operon. Mol Microbiol 41:409-422.
14. Nora A, Elke KS, Veena M, Laura EB, Susan PC, et al. (2005) Genetic Composition of the *Bacillus subtilis* SOS System. J Bacteriol 187:7655-7666.

How the deposited data were processed for this re-analysis (not part of the article)

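The data are 13 two-colour Agilent arrays of *B. subtilis* chemostat cultures, 1 per time point after a pulse of glutamate or glutamine (5 min, 30 min, 2 h and 24 h) and after a pulse of valine (30 min, 2 h and 8 h), and 2 at 5 min after valine, from independent cultures. Cy3 labelled cRNA from the sample after the pulse and Cy5 cRNA from the sample before it, with no dye swap, so a dye effect that is particular to a gene stays in its ratio.

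Per the file headers, the scanner's images were read with Feature Extraction 9.5.3.1. The intensity values hold, as deposited, the raw mean signal of each spot with its local background, the signal after the software subtracted background by spatial detrending, and that signal after the software's Lowess dye correction within the array. The log10 values are, per the file headers, the logarithm of the Cy5 over the Cy3 signal after spatial detrending and Lowess. The p value of each spot comes, per the file headers, from the software's error model of 1 array, so it says nothing about replicates. The log2 values that the authors gave in the series table are the same ratios turned to Cy3 over Cy5 as deposited, without further centring: all 15744 of its lines equalled a spot on all 13 arrays within 0.001. Only 6 lines carried the number of the spot they equal, so that table names no genes, and it was not used further. Its column medians, all on the log2 scale, are -0.016, 0.0041, 0.051 and 0 for glutamate in the order of time, 0, 0.0056, 0.043 and 0.0063 for glutamine, and -0.060 and 0 for the valine cultures at 5 min followed by -0.024, -0.023 and 0.026.

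Of 15744 spots per array, 459 are positive and 77 negative controls, 12312 belong to 4104 genes and 2896 to 108 probes with no link to a gene, each with 26 or 27 copies. All 4104 genes have 3 spots, with 3 different sequences. The log2 ratio of a gene is the mean over its spots that were not masked, and no array was rescaled. The mask took control spots, spots that the software marks as outliers in either channel and spots whose signal-to-noise ratio (mean signal minus median background over the SD of the background pixels) was under 2.6 in both channels; this last condition held for at most 10 gene spots on an array, so the outlier marks made nearly all of the mask. A single saturated spot, in Cy5, was kept. The probes of a gene disagreed by more than 1 on the log2 scale in 26 to 295 genes per array (median 130). The median log2 ratio over genes was between -0.12 and 0.12. On the slide of the glutamate and glutamine arrays 91.6% to 98.8% of gene spots were well above background in Cy3 and 90.1% to 96.3% in Cy5, and on the slide of the valine arrays at least 99.9% in both.

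Genes were called by the methods' thresholds, 3-fold and a p value of the log ratio under 0.05. The methods do not state how the p values of a gene's spots are combined, and their median was taken. At 5 min after valine the mean of the cultures was used, or the 1 culture that had a value. A gene that was not well above background in the channel concerned is given as a bound: the brighter channel against the higher of the dim probe's own signal and the lowest signal of a probe well above background, per channel after loess and Aquantile, which leaves dye bias in it. Symbols come from Table S1 and Text S2, which pair 952 genes on the array, 948 of them with a symbol of their own. The genes named are those that the paper names at the sentence concerned, for each pulse the 3 highest and 3 lowest called genes at 5 min, and the 5 genes with the lowest adjusted p at 5 min after valine that pass 3-fold in both cultures; genes without a symbol are mostly left unnamed, and exceptions to the rule are said to be chosen after their values were seen.

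Versions were R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The valine ratio at 5 min was tested against 0 with lmFit and eBayes on the 2 arrays (prior SD 0.451, infinite prior degrees of freedom), and p values were adjusted by Benjamini-Hochberg. All genes then have the same SE (0.319), so the p value follows the mean and does not reflect how far apart the cultures lie in a gene. The median SD between the cultures was 0.287 on the log2 scale, and its root mean square 0.451. The other 11 conditions have 1 array each, so no test of a single condition was made for them. Pairs of pulses were compared with limma over their 4 time points with the time point as a block (prior degrees of freedom 2.86 for glutamate against glutamine). The agreement of the valine cultures was computed in the setting of Text S1, with 1000 bootstrap draws of genes. Conditions were clustered by average linkage on 1 minus Pearson's r. Of 61 gene lists taken from the paper's operons and families, 35 have at least 1 member with a symbol, and for the 6 with a symbol for at least 80% of at least 3 members the median was set against 10000 random lists matched on mean intensity in 20 bins. This describes where a list stands on an array and is no independent test, since the authors named the lists, and chose the genes of Table S1, from the same arrays. Random numbers used the seed 7.

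The tests were tested on simulated data. With 200 genes changed by 2 on the log2 scale, the valine test found all 200 and called 12 unchanged genes. The comparison of glutamate with glutamine found 183 and called 12. The simulated noise was independent between arrays and had limma's own fitted spread. It held no reference shared by the arrays of a pulse, so it cannot show how many calls such a reference makes. Counts of called genes were checked on 1000 made-up genes, where 9 of 9 counts were equal to those made. To see what the rule calls without change, 100 experiments were simulated. They had the spread of the valine cultures and a shared reference for the arrays of a pulse (correlation 0.502). That spread is from the brighter slide and may be too small for the arrays of glutamate and glutamine.

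Alternatives covered the normalization (normexp with an offset of 50 and loess; the setting of Text S1; no Lowess with each array centred on its median; no background correction), the mask (either channel under 2.6; no signal-to-noise mask; only spots well above background in at least 1 channel), the median of spots in place of the mean, the call (every spot's p value; no p value; 2-fold; limma adjusted p), each valine culture alone, the 3 time points that all pulses share, the block, the methods' t-test, the distance and the genes of the clustering, and 5 intensity bins. The series table as a source, the slide as a block and a trend along the chromosome were not run: its lines name no genes, each slide holds whole pulses, and gene positions were not used here. The direction of every ratio rests on the dyes that the sample labels state and, for the reference in Cy5, Text S1. Across genes, which are not independent replicates, the arrays of 24 h after glutamate and 8 h after valine have a Pearson's r of -0.409, the lowest of all 78 pairs.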

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

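The counts over other splits of the arrays and the look at the slides were chosen only after the results were seen, and the tests of the reference samples, of the dye correction and of the probes without a gene were not. No group holds 4 to 10 replicates, so no array was tested as far from the others.

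Glutamate and glutamine differ in 35 genes over their 4 time points (limma, adjusted p under 0.05), a difference between groups, 29 of them higher after glutamate. Of the 35 ways to split the 8 arrays into 4 and 4, 8 keep 1 array of each group at each time point, and of these only the real split, 1 of 8, gave as many genes. No lower share is possible with 8 splits, so chance in the grouping cannot be excluded. The other splits put both arrays of a time point into 1 group, which leaves the model with the time point as a block fewer contrasts or none. The slide and scan are argued against: all 8 arrays share 1 slide and 1 scan. Different reference samples before the pulses are a candidate explanation: over these 35 genes a median of 78.6% of the difference lay in Cy5 (95% interval 72.8 to 86.1), and Cy5 carried most of it in 34 of the 35. The arrays of a pulse were set against samples taken before that pulse, so a gene that stood apart in those samples shifts all of its time points at once. The design names a biological explanation, the amino acid given, and it stays open as untested for these genes. The state of the cultures before each pulse stays open as well.

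Valine differs from glutamate in 3 genes and from glutamine in 4 over the time points, again a difference between groups. The last time point sets 8 h after valine beside 24 h after the other pulse. In each pair only the real split, 1 of the 8 that keep 1 array of each group at each time point, gave as many genes, which is the lowest share possible and cannot exclude chance in the grouping. The slide and scan are argued against as the main cause for 5 of the 7 genes, *yhgE*, *ysiA*, *ysiB*, *ykzB* and *yvfS*: glutamate and glutamine share a slide, and the other pulse on it showed at most 24.8% of the difference from valine and lay apart at all 4 time points. For *des* and *ywtA* it showed 53.2% and 73.5%, and there the slide cannot be told apart from the pulse, since 0 slides hold arrays of valine together with arrays of another pulse. The effect of the amino acid and the different reference samples stay open too, and neither was tested for these genes.

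On the second valine culture at 5 min, 72 genes were past 3-fold that were not called on the first, where 129 were called that were not on the second. The values listed in Dataset S1 for this time point follow the first culture, so this is a signal in data that its list leaves out. More broadly 386 of 4057 genes lay more than 1 apart (log2) between the cultures. A dye bias that depends on intensity and was left by the software's Lowess is argued against as the whole cause: with normexp and loess from the raw signals 358 of the 386 (92.7%) remained more than 1 apart. Without Lowess 295 did. The difference rises with mean intensity (Spearman's rho 0.423 across genes, which are not independent replicates), so a share of it may still be of that kind. Different reference samples are a candidate explanation here also: a median of 71.6% of the difference lay in Cy5 (95% interval 66.6 to 79.8), and Cy5 carried most of it in 250 genes (64.8%). A true difference in how the cultures responded stays open and cannot be tested with 1 array each.

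Of 108 probes that the array's table links to no gene, 48 had a median past 3-fold in at least 1 condition, a signal in data the paper does not report on. There were 5, 14, 7 and 5 of them after valine, 5, 8, 11 and 14 after glutamate and 7, 30, 14 and 15 after glutamine, in the order of time. Noise of single spots is argued against: in 135 of 135 medians past 3-fold at least 90% of the copies lay on the same side, with at least 12 copies left. Dim signal is argued against for most: in 10 of the 135 fewer than 50% of the copies were well above background in the dimmer channel. What these probes bind is not given, and transcripts they share with genes and their response to the pulses stay open. No biological explanation was tested.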

How the results depend on the processing

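No alternative reported here was chosen after the results were seen. No paired analysis was possible because only valine at 5 min has replicate cultures, so no replicate of 1 pulse has a partner in another. The time points that the pulses share did link the arrays, as a block in limma and as the pairs of the methods' t-test. Counts of called genes kept within 1.5 times their value in 764 comparisons with an alternative and moved further in 100. The log2 ratios of the named genes moved by less than the spread between the valine cultures in 3062 and by more in 225, the medians of gene lists in 95 and by more in 9 and their percentiles in 8 and by more in 5. For ratios and medians that spread is from 5 min after valine and differs between genes and lists. A value whose cultures lay far apart could hardly count as moved, so these counts say little about stability. The ratios and medians with 1 valine culture left out are not among these, since the mean of 2 cultures always lies within their SD of each; leaving 1 out moved 19 of 33 named ratios at 5 min by more than 0.287, the median SD over genes. No called ratio changed its sign. The counts of called genes all kept within 1.5 times their value with either mask on signal-to-noise and with the filter on dim probes. They also did so with the median of the spots, with every spot's p value and with no p value. Those of valine at 5 min did so with limma's adjusted p as well. Limma tested no other single condition, so the counts of the other conditions were then made with no p value. The 67 comparisons of that setting are among the 764. Without Lowess all counts of called genes kept within 1.5 times except for the genes up after valine at 2 h, 175 in place of 111, and at 8 h, 15 in place of 47. The cause was not tested.

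A 2-fold threshold, which lets more genes pass by its construction, moved all counts of called genes. Over all time points it called 1471 (799 up and 729 down) after valine, 1692 (1085 up and 895 down) after glutamate and 2056 (1114 up and 1189 down) after glutamine. The genes called in 2 pulses and not in the other came to 161 for valine and glutamate, 366 for valine and glutamine and 535 for glutamate and glutamine, and those in all 3 pulses to 657. Up in both were 616 genes for glutamate and glutamine and 290 for valine and glutamine, and 199 in all 3. Down in both were 539 for glutamate and glutamine, 502 for valine and glutamine and 293 for valine and glutamate, and 257 in all 3.

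At 5 min the 2-fold threshold called 409 (242 up and 167 down) after valine, 449 (266 up and 183 down) after glutamate and 243 (121 up and 122 down) after glutamine, with 23 up and 11 down in all 3 pulses. The genes up at 5 min and 30 min, down at both, and called at 5 min only numbered 174, 117 and 118 after valine, 93, 140 and 216 after glutamate and 77, 100 and 66 after glutamine. At the later time points, in the order of time, it called 993 (567 up and 426 down), 758 (413 up and 345 down) and 503 (172 up and 331 down) genes after valine, 680 (312 up and 368 down), 722 (343 up and 379 down) and 1032 (571 up and 461 down) after glutamate, and 1075 (532 up and 543 down), 722 (313 up and 409 down) and 1236 (494 up and 742 down) after glutamine.

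With only the 3 time points that all pulses share, which leaves out the last array of each pulse, 436 genes were called after glutamate (168 up and 268 down) and 611 after glutamine (253 up and 367 down). The genes in 2 pulses and not in the other were 41 for valine and glutamate, 93 for valine and glutamine and 128 for glutamate and glutamine. Up after both glutamate and glutamine were 74 and down after both valine and glutamine 144. The counts of genes that differ between pulses rose instead of falling, to 154 between valine and glutamate and 265 between valine and glutamine. For these pairs the time point left out sets 8 h beside 24 h. Whether that is the cause was not tested.

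Leaving out either valine culture at 5 min leaves 1 array and no test, so the lone array is read by the 3-fold rule alone. The lowest and highest counts without 1 culture were 157 and 214 genes called at 5 min and 61 and 142 up, 4 and 8 up in all 3 pulses (2 of the 8 have no value in culture 2), 25 and 98 up at 5 min and 30 min and 59 and 91 at 5 min only; the highest is culture 1 alone in each but the last, where it is culture 2 alone. The 30 min array carries the label of culture 1, so with culture 2 alone the groups over 5 min and 30 min cross the cultures. Without 1 culture there are 157 and 214 genes past 3-fold in place of the 502 past limma's adjusted p. In the comparison of valine with glutamine, where limma pools the spread over the other arrays and the lone array at 5 min is assumed to vary like them, 5 and 10 genes passed, the higher with culture 1. The median of the *kip* operon at 5 min after valine was -0.072 in culture 1 alone and -0.0071 in culture 2 alone, near 0 in both cultures. The cause was not tested.

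With normexp and loess, with the setting of Text S1 and with no background correction, the genes called at 5 min only after glutamine came to 10, 12 and 10, the genes up at 2 h after glutamate to 39, 42 and 39, and the genes up after glutamine to 129, 131 and 126 at 30 min and 36, 37 and 36 at 2 h. With no background correction the genes down at 24 h after glutamate came to 137 and the genes called after glutamate and glutamine and not after valine came to 159; the cause was not tested. The median of the *kip* operon at 8 h after valine was -1.43, -1.44 and -1.43 in these settings, -1.45 without Lowess and -1.40 with the median of spots, and at 5 min after glutamine -1.78 with normexp and loess and -1.78 with no background correction, all below 0. With the median of spots it was 0.022 at 5 min after valine, on the other side of 0, and 1.76 at 24 h after glutamate. The percentiles with random lists matched in 5 bins, which had moved past their counting interval, were: fatty acid biosynthesis genes 100 at 2 h after valine and 0 at 30 min after glutamine, the *gln* transporter 0.370 at 5 min after glutamine, the *kip* operon 47.0 and the *bio* operon 99.94 at 5 min after valine.

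The test of the valine ratio against 0 passed 308 genes without Lowess; the cause was not tested. Between pulses, limma without the time point as a block gave 38 genes for valine against glutamate, 23 for valine against glutamine and 20 for glutamate against glutamine, and 5 for valine against glutamate in the setting of Text S1 and 5 without Lowess. The methods' t-test at the methods' threshold gave 0, 375 and 429 genes on gene means for these 3 pairs, and on spots 626 for valine against glutamine and 622 for glutamate against glutamine; in at least 1 pair it gave 1114 genes on spots and 747 on gene means. After Benjamini-Hochberg adjustment it gave 0, 0 and 0 on gene means and 0, 1 and 0 on spots, where limma gave 3, 4 and 35. The methods' threshold is an adjusted p of 0.2 for the valine pairs and an unadjusted p of 0.05 for glutamate against glutamine, which by its construction lets more genes pass.

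Between the valine cultures, Pearson's r of log2 Cy3 across genes, which are not independent replicates, was 0.909 with the Feature Extraction signals, and the median CV 3.49% for log2 Cy5 and 4.01% for log2 Cy3. With normexp, loess and Aquantile r of log2 Cy5 was 0.882 and its CV 3.16%. Over spots in place of gene means the CV was 3.68% for log2 Cy5 and 2.40% for log2 Cy3, and r of the ratio over all spots was 0.580 with a CV of 91.4%; the cause was not tested. Valine formed a cluster of its own with all genes, with the 3 shared time points, with normexp and loess and without Lowess, where the first 3 time points of glutamate and of glutamine also joined within their pulse before joining each other, and with Euclidean distance 0 pulses did.

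Against the ratios as processed, the median of all genes on an array shifted by -0.110 to 0.128 on the log2 scale without Lowess, by more than 0.1 on 4 arrays. It shifted by -0.107 to 0.0281 with normexp and loess, -0.104 to 0.0254 in the setting of Text S1 and -0.106 to 0.0276 with no background correction, by more than 0.1 on 1 array in each. Without Lowess the share of called genes that were up went from 56.9% to 70.4% at 30 min, from 44.9% to 58.9% at 2 h and from 22.0% to 5.81% at 8 h after valine; at 2 h this turns the majority from down to up.

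The series table as a source of values was not run because its lines name no genes. Each line equalled a spot on all 13 arrays within 0.001, but only 6 carried the number of that spot. The slide as a block was not run because all valine arrays lie on 1 slide and all others on another. Signal over background limits the glutamate and glutamine arrays most. Down to 90.1% of gene spots there were well above background in Cy5, which leaves the ratio of a gene that is silent in 1 of the samples as a bound. The signal-to-noise mask changed few values, since at most 10 gene spots of an array were under 2.6 in both channels.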

Differences from the paper's values

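Valine at 5 min took 141 genes past 3-fold in the mean of the cultures, against the paper's 215. Of the alternatives set before the data were examined, the difference closes with culture 1 alone (214), and the count comes within 1.5 times the paper's number with culture 2 alone (157), in the setting of Text S1 (145), without Lowess (144), with no background correction (145) and with the median of spots (144). It does not with normexp and loess (143), the 2-fold threshold (409), or either signal-to-noise mask, the filter on dim probes, every spot's p value, no p value and limma's adjusted p (141 in each). Of these genes 71 were up, against the paper's 145, and 44 were up at both 5 min and 30 min, against the paper's 105. For both counts only culture 1 alone closes the gap, with 142 and 98; culture 2 alone (61 and 25), the 2-fold threshold (242 and 174) and the other alternatives (between 66 and 75, and between 44 and 46) do not. In 84 of 110 genes with a symbol the values of Dataset S1 for this time point are those of culture 1 within 0.02 on the log2 scale.

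In at least 1 pair of pulses 39 genes differed over the time points by limma with adjusted p values, against the paper's 922. With the methods' t-test at the methods' threshold the count comes within 1.5 times the paper's number, with 1114 genes on spots and 747 on gene means. These are the only alternatives set before the data were examined for which this count was made. In the 39 the valine pairs set 8 h beside 24 h at the last time point. Without that time point limma gave 154 genes for valine against glutamate and 265 for valine against glutamine.

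Pearson's r between the valine cultures at 5 min, across genes, which are not independent replicates, was 0.877 for log2 Cy5 against the paper's 0.92, and 0.916 for log2 Cy3 against the paper's 0.94. For the ratio past 3-fold it was 0.932 against the paper's 0.82. Those genes were chosen on the mean of the cultures that are correlated, which raises r, and over all 4057 genes it was 0.609. None of the alternatives set before the data were examined closes these 3: with the Feature Extraction signals they were 0.875, 0.909 and 0.931, with normexp, loess and Aquantile 0.882, 0.914 and 0.933, and over spots in place of gene means 0.875, 0.915 and 0.927. The median CV was 3.59% for log2 Cy5 against the paper's 6.12%, and 2.47% for log2 Cy3 against the paper's 5.40%. For log2 Cy3 the value comes within 1.5 times the paper's with the Feature Extraction signals (4.01%), and normexp, loess and Aquantile (2.49%) and spots (2.40%) do not. For log2 Cy5 none does (3.49%, 3.16% and 3.68%).

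The ratio of *yccC* at 5 min after glutamine fell 12.3-fold, where the paper's value is a 26-fold induction. It fell under all alternatives set before the data were examined, none of which closes the gap, between 9.30-fold with no background correction and 12.5-fold with the median of spots. For *trpE*, the one *trp* gene paired with a symbol, the fall at 5 min after valine was 7.98-fold in the mean of the cultures, against the paper's 30-fold for the *trp* operon. The other genes of the operon could not be compared, so the gap is that of 1 gene. Of the 3 lowest genes at 5 min after valine, BG10288 and BG11038 have no symbol. In culture 1 they fell 30.6-fold and 32.0-fold, and in culture 2 7.02-fold and 5.91-fold. Whether they belong to this operon is not given, so a fall of the paper's size in culture 1 is not excluded. None of the alternatives set before the data were examined closes it for *trpE*: culture 1 alone came nearest (12.5-fold), culture 2 alone gave 5.11-fold, and the others between 7.46-fold and 8.34-fold.

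The paper has the time points of each pulse cluster apart from those of the other pulses. Here only valine formed a cluster of its own, and the 24 h arrays of glutamate and glutamine joined each other. The valine arrays have a slide to themselves, so their cluster cannot be told apart from a slide effect. With the 3 shared time points glutamate and glutamine joined without valine. Without Lowess the first 3 time points of glutamate joined each other, and so did those of glutamine, before the pulses joined (0.391, 0.357 and 0.454), which is nearer to the paper, while their 24 h arrays still joined each other. In the other alternatives set before the data were examined neither pulse had its first 3 time points grouped together before the pulses joined. The paper has the *trp* genes suppressed by glutamate with a delay. *trpE* was at -0.92 at 30 min after glutamate, under 3-fold, and then rose to 1.77 and 2.58.

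The paper has *argG*, *xylA*, *xylB*, *yvaX* and *pstS* rise at 5 min after valine. In the mean of the cultures they were at 0.45, 0.61, 0.81, 0.97 and 1.38, and none was called. Culture 1 alone calls all 5 (1.59, 2.05, 2.02, 2.24 and 2.52), and the median of spots calls *pstS* (1.67). In culture 2 *argG*, *xylA*, *xylB* and *yvaX* were below 0. The paper also has *yhgD* changed in opposite directions by valine and glutamate, and its mean after valine was 1.22, past 3-fold with culture 1 alone (2.25). Of the 4 *bkd* genes with a symbol, which the paper has induced by then, *lpdV* was called in the mean. Culture 1 alone also calls *bkdAA* (1.75) and *bkdAB* (1.93). Normexp and loess, the setting of Text S1 and no background correction do as well (1.60 for both in each), and no Lowess (1.62) and the median of spots (1.66) call *bkdAA*.

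The paper has the genes under KipR fall after valine. Of the 7 genes from *ycsF* to *ycsK* none was called down at 5 min, with a median of -0.03, and 2 were called at 8 h, with all 7 below 0 and a median of -1.35, lower than in all but 0.06% of random lists. The paper counts *fliT* among the motility genes repressed by valine, and at 8 h it was at -1.48, past 3-fold without Lowess (-2.14). For *yusK*, which the paper has repressed by valine, the ratio at 30 min was -1.53, past 3-fold with normexp and loess, with the setting of Text S1 and with no background correction (-1.65 in each). The ratio of *pstS* at 24 h after glutamine, when the paper has it induced, was 1.44, past 3-fold with the median of spots (1.64). The paper has *yqaF* and *yobD* fall quickly after glutamine, and both were not well above background after the pulse, with a bound under 3-fold. Without Lowess, and with only spots well above background in at least 1 channel, the measured ratio of *yqaF* at 5 min and of *yobD* at 30 min passed 3-fold, and as the signal after the pulse is not well above background no size is given.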

Other observations

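The test of a dye bias particular to single genes was chosen only after the result was seen. The hypothesis was that, with no dye swap on any array, such a bias makes genes pass 3-fold in all 3 pulses. It would leave the same ratio on every array. Of the 189 genes called in all 3 pulses, 187 (98.9%) changed sign or came within 0.5 of 0 on the log2 scale in at least 1 of the 12 conditions, and 6 kept one sign in all. A gene-specific dye bias is therefore argued against as the cause for most of these genes. For the other two it stays open, and a bias smaller than the calls stays open for all. The response to the amino acid and a reference shared by the arrays of a pulse stay open as well.

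Some gene lists gave values at time points that the paper does not name for them. The 4 genes of ribosomal proteins with a symbol had a median of 1.37 at 30 min after valine (1.29 to 1.76 over the scalings and the median of spots) and of -1.11 at 24 h after glutamine (-1.11 to -0.88). At 5 min after valine, when the paper has ribosomal protein genes rise, their median was 0.42 and none was called. It was 0.57 in culture 1 and 0.26 in culture 2. The *gln* transporter genes were at a median of -1.42 at 30 min and -1.35 at 2 h after valine. The 4 *skf* genes with a symbol, whose rise after valine the paper gives for the first 30 min, were still at 1.54 at 2 h (1.47 to 1.83) and 1.13 at 8 h (0.97 to 1.14). No explanation was tested for these values.

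Across the genes called at least once, which are not independent replicates, the conditions of 24 h after glutamate and 8 h after valine had a Pearson's r of -0.400, and those of 2 h after glutamate and 24 h after glutamine of -0.270. Between 30 min and 2 h after valine r was 0.883, the highest of all pairs of conditions.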
